# Treatment of volumetric muscle loss in mice using nanofibrillar scaffolds enhances vascular organization and integration

**DOI:** 10.1038/s42003-019-0416-4

**Published:** 2019-05-07

**Authors:** Karina H. Nakayama, Marco Quarta, Patrick Paine, Cynthia Alcazar, Ioannis Karakikes, Victor Garcia, Oscar J. Abilez, Nicholas S. Calvo, Chelsey S. Simmons, Thomas A. Rando, Ngan F. Huang

**Keywords:** Musculoskeletal models, Tissues, Tissue engineering, Cell therapies, Regeneration

## Abstract

Traumatic skeletal muscle injuries cause irreversible tissue damage and impaired revascularization. Engineered muscle is promising for enhancing tissue revascularization and regeneration in injured muscle. Here we fabricated engineered skeletal muscle composed of myotubes interspersed with vascular endothelial cells using spatially patterned scaffolds that induce aligned cellular organization, and then assessed their therapeutic benefit for treatment of murine volumetric muscle loss. Murine skeletal myoblasts co-cultured with endothelial cells in aligned nanofibrillar scaffolds form endothelialized and aligned muscle with longer myotubes, more synchronized contractility, and more abundant secretion of angiogenic cytokines, compared to endothelialized engineered muscle formed from randomly-oriented scaffolds. Treatment of traumatically injured muscle with endothelialized and aligned skeletal muscle promotes the formation of highly organized myofibers and microvasculature, along with greater vascular perfusion, compared to treatment of muscle derived from randomly-oriented scaffolds. This work demonstrates the potential of endothelialized and aligned engineered skeletal muscle to promote vascular regeneration following transplantation.

## Abstract (web summary)

Karina Nakayama et al. bioengineer endothelialized mouse skeletal muscle using parallel-aligned nanofibrillar scaffolds. They find that muscle produced using the aligned scaffolds developed a spatially patterned structure and showed improved endothelial interaction compared to muscle engineered with randomly-oriented scaffolds.

## Introduction

Skeletal muscle plays an important role in the human body for movement, mastication, and other dynamic actions. In the presence of severe muscular injuries, current treatment approaches are limited to grafting of autologous muscle flaps or scar tissue debridement^1–3^. However, these therapies are often associated with donor site morbidity due to impaired endogenous regeneration and revascularization capacity. Engineered muscle grafts are a promising alternative source for muscle flaps, but long-term tissue survival depends on rapid revascularization to meet the high metabolic demands of muscle.

As a highly structurally organized tissue, skeletal muscle is physiologically composed of bundles of parallel-aligned myofibers, interspersed with blood vessels that are also organized generally in parallel^4,5^. Besides facilitating blood flow to muscle under physiological conditions, vascular endothelial cells release angiogenic factors and promote microvasculature formation in the presence of injury^6^. Experimental approaches to induce muscle and vascular regeneration by the delivery of myogenic or angiogenic growth factors^7–11^ or other biomolecules^12,13^ have shown therapeutic potential in preclinical models of muscle injury^7,12^. Other experimental approaches such as the transplantation of therapeutic cells or minced tissues^14–19^ are limited by the ability to control the structural organization of newly formed muscle and associated vasculature. Full restoration of muscle regeneration likely requires the participation of multiple factors and cell types^20^.

To overcome these limitations, a number of bioengineering techniques have been utilized to create spatially patterned cells and engineered tissues, including soft lithography^21^, electrospinning^22^, molding^23^, three-dimensional (3D) bioprinting^24^, and shear-based extrusion^25^. In particular, shear-based extrusion of collagen takes advantage of the pH dependency of collagen fibrillogenesis, in which shearing of acidic monomeric collagen into a neutral buffer induces fibrillogenesis along the direction of extrusion to create strip-like scaffolds composed of aligned nanofibrils^26^. Unlike other approaches, shear-based collagen extrusion does not rely on specialized equipment or toxic solvents and can be used to engineer long-and-thin scaffolds that resemble the geometry of muscle fibers. When the strip-like scaffolds are aggregated in parallel, the scaffolds assemble into 3D structures that mimic the organization of muscle bundles. We have previously shown that cells seeded on aligned nanofibrillar scaffolds promote cytoskeletal organization along the direction of nanofibrillar alignment^27–29^. These studies highlight the utility of spatial patterning in generating highly ordered tissues such as skeletal muscle and vessels.

As muscle is a highly metabolic tissue that requires a constant source of nutrients and oxygen^30^, efforts to create vascularized muscle tissues by co-culture of myogenic cells with vascular lineages have been shown to promote in vivo vascular integration of engineered muscle constructs^31–33^. In agreement with these findings, our recent studies show that decellularized scaffolds containing muscle stem cells, along with endothelial cells and other support cells, enabled higher force production in ablated mouse muscle, compared with treatment with scaffolds lacking endothelial cells^34^. However, in the absence of instructive cues from the extracellular matrix (ECM), the newly formed myofibers and vasculature may not assemble into the organized structure of native muscle and microvasculature.

Accordingly, the objective of this study was to examine the combined effect of spatially patterned engineered muscle with endothelial cell co-culture, and to demonstrate the therapeutic benefit of endothelialized and aligned engineered muscle for enhancing vascular regeneration in a preclinical model of traumatic muscle injury. We engineered endothelialized and aligned skeletal muscle in vitro that formed highly aligned myotubes, interspersed with vascular endothelial cells. Implantation of the endothelialized aligned engineered skeletal muscle into a murine volumetric muscle loss injury model results in the formation of highly organized myofibers and microvasculature, with functional improvement in vascular perfusion and cellular retention, compared with treatment with endothelialized engineered muscle derived from randomly oriented scaffolds. Therefore, these findings may have profound implications in the design of engineered muscle that promotes vascular regeneration and organized vasculature formation following transplantation.

## Results

### Organization of endothelialized engineered skeletal muscle

Using a facile shear-based extrusion method, we developed parallel-aligned nanofibrillar scaffolds by taking advantage of the pH dependency of collagen fibrillogenesis^26,35^. Extrusion of acidic collagen monomer into a pH neutral buffer in the presence of shear stress preferentially organized the nanofibrils in the direction of extrusion to create long-and-thin scaffold strips (0.5 mm thickness × 22 mm length) having parallel-aligned nanofibrillar structure^28^. The nanotopography of the scaffold was verified by scanning electron microscopy that confirmed the spatial organization and uniformity of aligned nanofibrils (30–50 nm diameter) along a uniaxial direction, whereas randomly oriented collagen nanofibrils lacked any preferential fibril orientation (Fig. 1a, d).

**Fig. 1:**
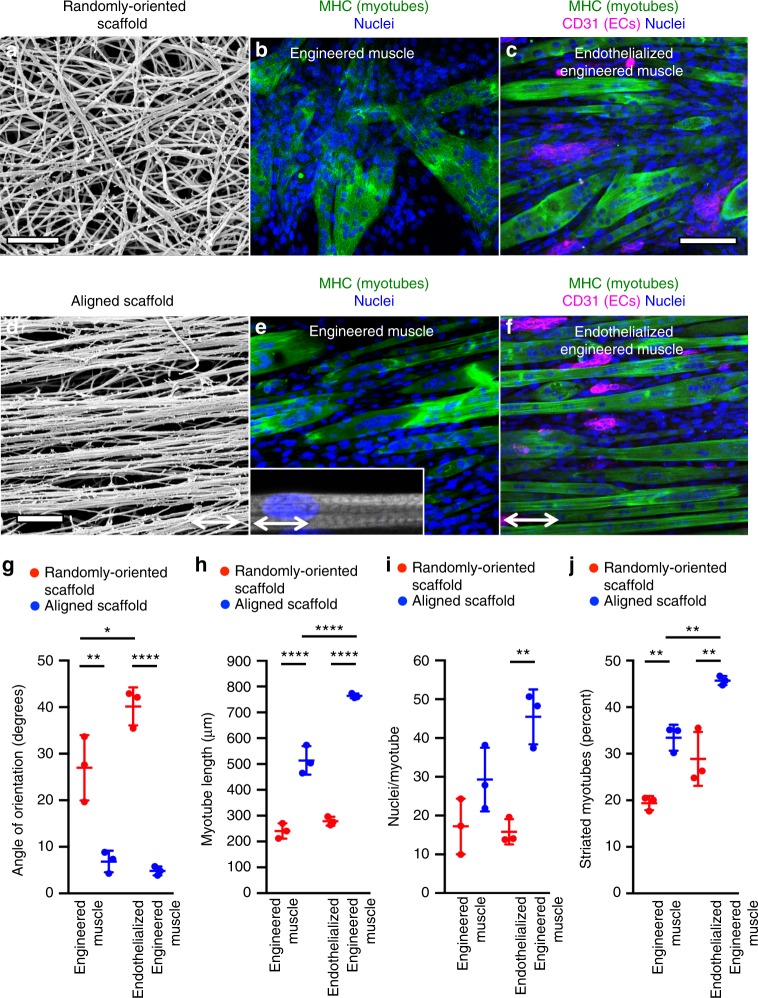
In vitro characterization of endothelialized engineered murine muscle. Engineered skeletal muscle was formed by the fusion of murine myoblasts within randomly oriented or aligned nanofibrillar scaffolds for 9 days. Co-culture of myoblasts with endothelial cells on the scaffolds formed endothelialized engineered skeletal muscle. **a**, **d** Scanning electron microscopy images of randomly oriented (**a**) or aligned (**d**) scaffold nanofibers. **b**, **c**) Confocal microscopy images depict myosin heavy chain (MHC, green) and CD31 (magenta) staining in differentiated myotubes (**b**) or myotubes co-cultured with endothelial cells (**c**) in randomly oriented scaffolds. **e**, **f** Confocal microscopy images of MHC (green) and CD31 (magenta) of differentiated myotubes (**e**) or myotubes co-cultured with endothelial cells (**f**) on aligned scaffolds. **g** Average angle of orientation of differentiated myotubes, relative to the axis of aligned nanofibrils for aligned scaffolds or an arbitrary axis for randomly oriented scaffolds (*n* = 3 each group). **h** Average myotube length on either randomly oriented or aligned scaffolds cultured in the presence or absence of endothelial cells (*n* = 3 each group). **i** Myotube fusion efficiency is expressed as the average number of nuclei per myotube (*n* = 3 each group). **j** Percentage of mature striated MHC^+^ myotubes out of total MHC^+^ myotubes (*n* = 3 each group). For indicated comparisons: *p* ≤ 0.05 (*), *p* ≤ 0.01 (**), *p* ≤ 0.0001 (****). Error bars represent standard deviation. Arrow designates orientation of aligned nanofibrillar scaffold. Scale bars denote 1 μm (**a**, **d**); 100 μm (**b**, **c**)

Murine C2C12 myoblasts were cultured on long-and-thin strips of randomly oriented or aligned nanofibrillar scaffolds, and then induced for 5 days to form multi-nucleated myotubes by the reduction of serum nutrients. Afterward, human microvascular endothelial cells were introduced into the scaffolds for an additional 4 days (Supplementary Fig. 1). Myoblasts and endothelial cells were fluorescently labeled using green fluorescence protein (GFP) and mRuby/mCherry, respectively, to distinguish between cell types (Supplementary Fig. 2). To assess the organization of the myotubes that formed in the aligned scaffolds, myotube orientation and length were evaluated after 9 days. Based on immunofluorescence staining of myosin heavy chain (MHC), the myotubes in engineered skeletal muscle formed from aligned scaffolds were highly organized along the direction of the nanofibrils (Fig. 1e, f). The degree of alignment was quantified in which an orientation perfectly parallel to the nanofibers corresponded to an angle of 0°, whereas myotubes organized perpendicular to the axis of the nanofibrils would have an angle of 90°. The myotubes in aligned scaffolds had an average angle of orientation of 6.9 ± 2.3° (myoblasts only), which was similar to the alignment in the endothelialized skeletal muscle (myoblasts and endothelial cells; 4.9 ± 0.9°), suggesting that endothelialization of the aligned scaffolds did not interfere with myotube alignment (Fig. 1e–g). In contrast, myotubes of the engineered muscle formed from randomly oriented scaffolds were more disorganized, as reflected by a significantly larger angle of orientation (27.0 ± 7.0°, *p* ≤ 0.01). Endothelialized engineered muscle formed from randomly oriented scaffolds also had a significantly larger angle of orientation (40.2 ± 4.1°, *p* ≤ 0.0001), compared with corresponding endothelialized engineered muscle formed from aligned scaffolds (Fig. 1b, c, g).

Besides inducing organized myotube assembly, the aligned nanofibrillar scaffolds also promoted the formation of significantly longer myotubes (Fig. 1h). Myotubes within engineered skeletal muscle formed from aligned scaffolds had an average length of 510 ± 60 µm, and corresponded to 760 ± 10 µm for endothelialized skeletal muscle. In contrast, engineered muscle in randomly oriented scaffolds had significantly shorter lengths (240 ± 30 µm), with a corresponding length of 280 ± 20 µm in endothelialized engineered muscle (*p* ≤ 0.0001, Fig. 1h). The myotube length was significantly longer in aligned scaffolds in the presence of endothelial cells, compared with in the absence of endothelial cells (*p* ≤ 0.0001), suggesting that spatially patterned endothelial cells were beneficial for myotube formation. Additional quantification of myotube size based on the number of nuclei per myotube showed similar findings in which myotubes in aligned scaffolds had significantly more nuclei per myotube, compared with that in randomly oriented scaffolds (*p* ≤ 0.01, Fig. 1i).

To evaluate the quality of mature myotubes, the percentage of myotubes showing a striated MHC expression pattern^27^ was assessed and found to be significantly higher in endothelialized engineered skeletal muscle formed from aligned scaffolds (45 ± 1%), compared with that in randomly oriented scaffolds (28 ± 4%; *p* ≤ 0.01), or skeletal muscle formed from aligned scaffolds (34 ± 2%; *p* ≤ 0.01) (Fig. 1j). These results indicate that, in comparison with randomly oriented scaffolds, aligned nanofibrillar scaffolds induced parallel alignment of myotubes, longer myotubes, and a higher percentage of striated myotubes. Importantly, endothelialization of the engineered muscle further promoted an increase in myotube length and the percentage of striated myotubes in aligned nanofibrillar scaffolds.

### Endothelialized engineered skeletal muscle function

Besides morphological assessment of myoblasts in aligned nanofibrillar scaffolds, the contractile function in response to electrical stimulation was assessed on day 9 after cell seeding. Global contractile properties were quantified by video recordings of electrically paced (1 Hz) engineered skeletal muscle constructs. Using the particle image velocimetry plugin in ImageJ and a custom MATLAB script^36^, the magnitude and direction of electrically paced tissues were depicted as colored vector plots (Fig. 2a). Endothelialized engineered muscle formed from aligned scaffolds demonstrated greater contractile magnitudes (colored vector plots) and more highly synchronized movement, compared with engineered muscle formed from randomly oriented scaffolds (Supplementary Movies 1, 2). Endothelialized engineered muscle formed from aligned scaffolds also showed over a six-fold increase in maximum contraction velocity (*p* < 0.0001), as well as over an eightfold increase in contracting area (*p* < 0.001), when compared with those formed from randomly oriented scaffolds (Fig. 2b, c). These data suggest that endothelialized engineered muscle formed from aligned scaffolds were highly responsive to electrical stimulation and displayed uniform and robust contractile function.

**Fig. 2:**
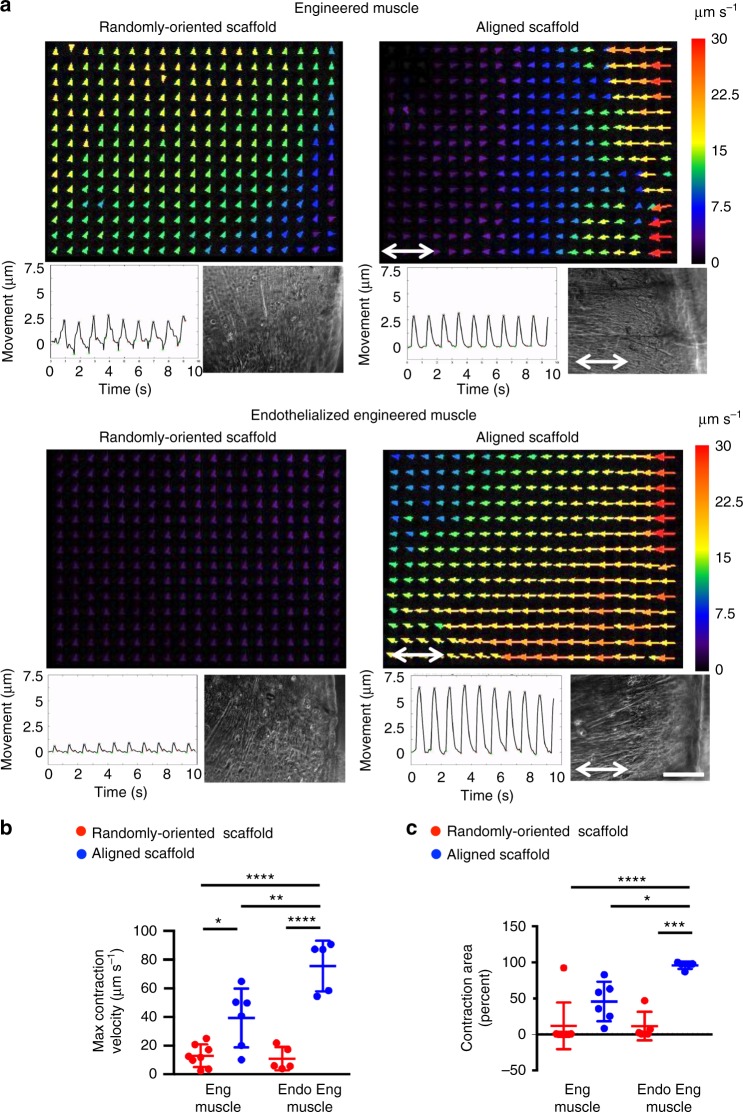
In vitro contraction of endothelialized engineered murine skeletal muscle. Engineered skeletal muscle (denoted as Eng Muscle) was formed by the fusion of myoblasts within randomly oriented or aligned nanofibrillar scaffolds for 9 days. Co-culture of myoblasts with endothelial cells on the scaffolds formed endothelialized engineered skeletal muscle (denoted as Endo Eng Muscle). **a** Colored vector plots show the magnitude and direction of representative electrically paced constructs after 9 days of culture. Shown below the colored vector plots are global movement (μm) as a function of time (s) and bright field images of engineered muscle. Scale bar denotes 500 μm. **b** Maximum contraction velocity (μm s^–1^) and (**c**) percentage of contracting area for engineered skeletal muscle, with or without endothelialization, formed from randomly oriented or aligned scaffolds (*n* ≥ 5). For indicated comparisons: *p* ≤ 0.05 (*), *p* ≤ 0.01 (**), *p* ≤ 0.001 (***), *p* ≤ 0.0001 (****). Error bars represent standard deviation. Arrow designates orientation of aligned nanofibrillar scaffold

### Cytokine production by endothelialized engineered muscle

To determine the mechanism by which nanofibril alignment modulates endothelial function, we performed proteomic profiling of cytokines in cell culture supernatants collected from endothelialized skeletal muscle formed from randomly oriented or aligned scaffolds on day 6 (1 day after introduction of endothelial cells) and day 9 (4 days after introduction of endothelial cells) of culture (Fig. 3a). Owing to the human specificity of the array, we could identify cytokines released by the human endothelial cell line. In comparison with randomly oriented scaffolds on day 9, endothelialized engineered muscle formed from the aligned nanofibrillar scaffolds produced a significantly higher level of angiogenin (*p* ≤ 0.05), a cytokine that is a known stimulator of new blood vessel formation and functions by promoting endothelial cell migration, invasion, proliferation, and formation of tubular structures (Fig. 3b). Similarly, on day 9, endothelialized engineered muscle formed from aligned scaffolds produced a significantly higher level of vascular endothelial growth factor alpha (VEGF-A, *p* ≤ 0.05), a cytokine that plays a major role in angiogenesis by promoting proliferation and migration of vascular endothelial cells. In addition, the dually myogenic and angiogenic factor insulin-like growth factor binding protein-3 (IGFBP-3) was also significantly elevated in endothelialized engineered muscle formed from aligned scaffolds (*p* ≤ 0.001 on day 9). In comparison with day 6, there was an increase in the relative levels of these cytokines on day 9, presumably due to the longer period of intercellular interaction between endothelial cells and myotubes in the skeletal muscle tissue constructs.

**Fig. 3:**
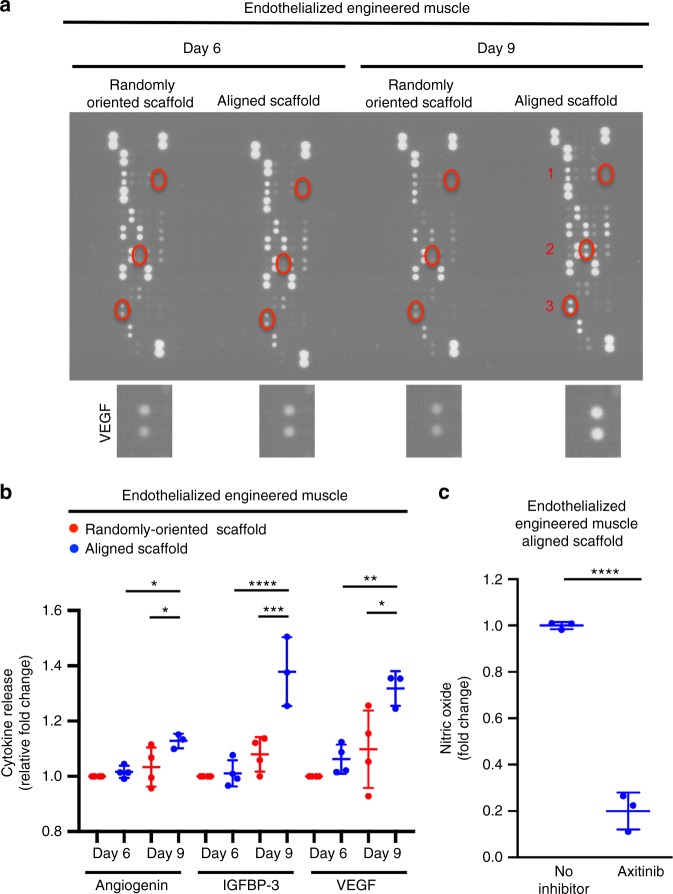
Secretion of angiogenic and myogenic cytokines by endothelial cells in endothelialized engineered skeletal muscle in vitro. **a** Representative proteomic array depicts the protein expression of differentially expressed cytokines secreted by endothelial cells when co-seeded with myoblasts in randomly oriented or aligned scaffolds for 6 or 9 days of culture. Highlighted in red are (1) angiogenin, (2) insulin-like growth factor binding protein-3 (IGFBP-3), and (3) vascular endothelial growth factor (VEGF) in replicate samples. Inset shows representative replicate spots depicting secreted VEGF levels. **b** Relative fold change in the protein expression of angiogenin, IGFBP-3, and VEGF compared with randomly oriented constructs after 6 days of culture (*n* ≥ 3 each group). **c** Fold change difference in nitric oxide based on the fluorescence intensity of nitric oxide fluorescent probe in the presence of axitinib, a small molecule inhibitor of VEGF receptor. Samples consist of endothelial cells co-cultured with myoblasts in randomly oriented and aligned skeletal muscle constructs for 6 days of culture (*n* ≥ 3 each group). For indicated comparisons: *p* ≤ 0.05 (*), *p* ≤ 0.01 (**), *p* ≤ 0.001 (***), *p* ≤ 0.0001 (****). Error bars represent standard deviation

To validate the role of VEGF-A in modulating endothelial function within the endothelialized engineered muscle, pharmacological inhibition of VEGF-A was performed using axitinib, a small molecule inhibitor of VEGF receptor signaling^37,38^. In the presence of axitinib, endothelial cells within the endothelialized engineered muscle formed from aligned scaffolds showed an 80% reduction in the production of nitric oxide (NO) (*p* ≤ 0.0001), based on the intensity of a fluorescent NO probe, as a measure of angiogenesis (Fig. 3c). These findings were further confirmed using a second VEGFR tyrosine kinase inhibitor (Supplementary Fig. 3). Together, these data demonstrate increased secretion of angiogenic and myogenic cytokines by endothelial cells in engineered skeletal muscle formed from aligned scaffolds, compared with randomly oriented scaffolds. These data care consistent with alignment-mediated modulation of endothelial cells and enhancement of angiogenic phenotype.

### RNA sequencing of endothelialized engineered skeletal muscle

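RNA was sequenced from 11 samples in 4 groups. Engineered muscle was formed by the fusion of murine C2C12 myoblasts, an established mouse cell line that differentiates into multinucleated myotubes, on randomly oriented scaffolds (3 samples) or aligned scaffolds (3 samples). Endothelialized engineered muscle also contained human microvascular endothelial cells and was formed on randomly oriented scaffolds (3 samples) or aligned scaffolds (2 samples). The paper's reporting summary states that findings were replicated in at least 3 independent experiments. Its text does not say whether the RNA samples of a group came from separate cultures, so the p values of these comparisons measure the spread between these samples. The authors aligned the paired-end reads to the mouse genome (GRCm38) with STAR 2.5.3a and analyzed counts of uniquely mapped reads with DESeq2 1.20.0. The alignment was to the mouse genome alone, and the paper's text names no step for reads from the human cells. The table they deposited holds values of 13539 genes in the 11 samples. The values of each sample are multiples of 1 step, and division by it gave whole reads, to within 0.05 of a read, so the values are normalized counts, which are read counts scaled by 1 size factor per sample. The recovered reads gave the depth of each sample. Engineered muscle on randomly oriented scaffolds had 35.7 to 37.2 M (median 35.8 M) reads in genes, where M stands for 1e+06, and engineered muscle on aligned scaffolds had 35.9 to 38.2 M (median 37.2 M). Endothelialized engineered muscle had 36.4 to 40.7 M (median 37.2 M) on randomly oriented scaffolds and 35.6 to 36.2 M (median 35.9 M) on aligned scaffolds. The paper states 20 to 30 M reads per sample, and the values here use the depths above. Normalized counts were put on a log2 scale after a pseudocount of 1 was added, and each pair of groups was compared with limma over the genes with a mean normalized count of at least 10. P values were two-sided and adjusted by the Benjamini-Hochberg method, with 0.05 as the threshold, and a log2 fold change on this scale understates the change of genes with few reads.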

To gain further insights into the molecular mechanisms by which spatial patterning promoted myogenesis and angiogenesis, we performed mRNA sequencing of engineered muscle and endothelialized engineered muscle on either randomly oriented or aligned scaffolds (Fig. 4a). Among the differentially expressed genes, 438 were significantly upregulated and 423 were downregulated in engineered muscle formed from aligned scaffolds, compared with randomly oriented scaffolds (*q* ≤ 0.05). 

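In engineered muscle, the genes that were higher on aligned scaffolds include genes of the contractile apparatus, oxidative phosphorylation and the immediate early response, and those that were lower include genes of the cell cycle and the extracellular matrix. As groups, these lists passed with camera at a preset correlation, and with an estimated correlation their adjusted p was 0.170 to 0.204. With limma, 386 genes rose and 350 fell on aligned scaffolds among 13472 genes tested. The changes were small, with a median absolute log2 fold change of 0.26 among the genes past the threshold and 9 of these changed by more than 2-fold. Transcripts of at least 10000 bases belonged to 53 of the 350 genes that fell and to 0 of the 386 that rose, against 2.29% of all genes. Removal of each library's trend with transcript length left 356 genes higher and 281 lower. Among genes with a mean of at least 50 normalized counts, the largest increase was that of Rpl3l, a ribosomal protein of striated muscle on chromosome 17 of GRCm38 from 24727820 to 24736143. Rpl3l rose from 28.8 ± 4.94 normalized counts on randomly oriented scaffolds to 82.0 ± 15.0 on aligned scaffolds (SD, n = 3, log2 fold change 1.48, standard error 0.23, adjusted p = 0.00134 from limma). Myf6, a myogenic transcription factor, rose by 0.91 on the log2 scale (adjusted p = 0.00374 from limma). The largest increases of genes at this level also took in Atp1b2, a subunit of the sodium-potassium pump (log2 fold change 0.82, adjusted p = 6.4e-04 from limma), the myosin light chain Myl3 (log2 fold change 0.80, adjusted p = 0.0306 from limma) and the mitochondrial creatine kinase Ckmt2 (log2 fold change 0.79, adjusted p = 0.00336 from limma). The collagen Col22a1 (log2 fold change 0.77, adjusted p = 0.00984 from limma) and the adaptor Grb10 (log2 fold change 0.77, adjusted p = 0.0113 from limma) followed. Snora31, a small nucleolar RNA that overlaps its host gene and whose value is uncertain for that reason, had a log2 fold change of 0.91 (adjusted p = 0.0436 from limma). Among the largest decreases at this level were Cdk5r2 (log2 fold change -1.01, adjusted p = 0.0147 from limma) and the stem cell receptor Lgr5 (log2 fold change -0.98, adjusted p = 0.0216 from limma). The growth factor Gdf6 (log2 fold change -0.86, adjusted p = 0.0427 from limma) and the retinol transporter Stra6 (log2 fold change -0.83, adjusted p = 0.0240 from limma) fell as well. The connexin Gja5 fell by 0.90 on the log2 scale (adjusted p = 0.00241 from limma and 0.0534 from DESeq2).
Gene lists of pathways and cell types were fixed before the data were examined and tested as groups with camera. Of 48 cell cycle genes, 25 fell and the other 23 did not pass (1 higher and 41 lower when adjusted over the list alone). The cell cycle list had a median log2 fold change of -0.31 (adjusted p = 6.9e-24 from camera, adjusted p = 0.190 with an estimated correlation). The proliferation marker Mki67 fell from 1992 ± 121 to 1395 ± 219 normalized counts (SD, n = 3, log2 fold change -0.52, standard error 0.08, adjusted p = 0.00114 from limma). Cdc20, an activator of the anaphase-promoting complex, fell by 0.46 on the log2 scale (adjusted p = 0.00134 from limma). The replication and repair genes Mcm10 (log2 fold change -0.71, adjusted p = 0.0247 from limma) and Fancd2 (log2 fold change -0.73, adjusted p = 0.0116 from limma) and the mitotic kinase Aurka (log2 fold change -0.52, adjusted p = 0.00549 from limma) also fell. Of 42 fibroblast and extracellular matrix genes, 8 fell (1 higher and 22 lower when adjusted over the list alone), among them fibrillin-1 (Fbn1, log2 fold change -0.39, adjusted p = 0.00313 from limma) and the collagen VI chain Col6a3 (log2 fold change -0.35, adjusted p = 0.00323 from limma). The extracellular matrix list had a median log2 fold change of -0.16 (adjusted p = 1.9e-11 from camera, adjusted p = 0.204 with an estimated correlation). Mki67, Fbn1 and Col6a3 have transcripts of more than 10000 bases, and genes with transcripts of 10000 to 15000 bases and a mean of at least 100 normalized counts had a median log2 fold change of -0.08 in this comparison. Of 25 genes of cholesterol biosynthesis, 5 fell and 1 rose (1 higher and 9 lower when adjusted over the list alone). The cholesterol list had a median log2 fold change of -0.10 (adjusted p = 3.2e-05 from camera, adjusted p = 0.190 with an estimated correlation).
Of 43 genes of oxidative phosphorylation complexes II to V, 16 rose and the other 27 did not pass (35 higher when adjusted over the list alone). The list of complexes II to V had a median log2 fold change of 0.16 (adjusted p = 7.9e-20 from camera, adjusted p = 0.190 with an estimated correlation). Of 36 complex I genes, 6 rose (25 higher when adjusted over the list alone). The complex I list had a median log2 fold change of 0.15 (adjusted p = 2.1e-15 from camera, adjusted p = 0.190 with an estimated correlation). Genes with transcripts of up to 1000 bases and a mean of at least 100 normalized counts had a median log2 fold change of 0.06 in this comparison, and the members of these lists have short transcripts (median 809 and 977 bases). After each library's trend with transcript length was removed, the medians were 0.11 for complexes II to V (adjusted p = 7.3e-12 from camera, adjusted p = 0.175 with an estimated correlation) and 0.10 for complex I (adjusted p = 2.0e-09 from camera, adjusted p = 0.221 with an estimated correlation). Uqcr11, a subunit of complex III, rose from 3628 ± 26.4 to 4418 ± 219 normalized counts (SD, n = 3, log2 fold change 0.28, standard error 0.05, adjusted p = 0.00142 from limma). The complex IV subunit Cox8b rose by 0.46 on the log2 scale (adjusted p = 0.00190 from limma). Of 36 immediate early genes, which are induced within minutes of a stimulus, 19 rose (25 higher when adjusted over the list alone). The immediate early list had a median log2 fold change of 0.24 (adjusted p = 4.9e-22 from camera, adjusted p = 0.170 with an estimated correlation). The orphan nuclear receptor Nr4a1, on chromosome 15 of GRCm38 from 101254269 to 101274795, rose from 9673 ± 707 to 15429 ± 1296 normalized counts (SD, n = 3, log2 fold change 0.67, standard error 0.06, adjusted p = 4.9e-06 from limma). The transcription factor Egr2 (log2 fold change 0.59, adjusted p = 2.3e-05 from limma) and the cyclooxygenase Ptgs2 (log2 fold change 0.54, adjusted p = 1.8e-04 from limma) rose as well. The numbers of genes past the threshold depended on which samples were in the fit. They were 89 higher and 36 lower without aligned replicate 2, 109 and 58 without aligned replicate 3, and 405 and 337 without aligned replicate 1. Without randomly oriented replicates 1, 2 and 3 they were 241 and 188, 318 and 235, and 449 and 473. With all 11 samples in the fit they were 221 and 180. Of the 99 genes past the threshold that the rule for named genes took in this comparison, 36 stayed past it whichever sample was left out.

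**Figure D1:**
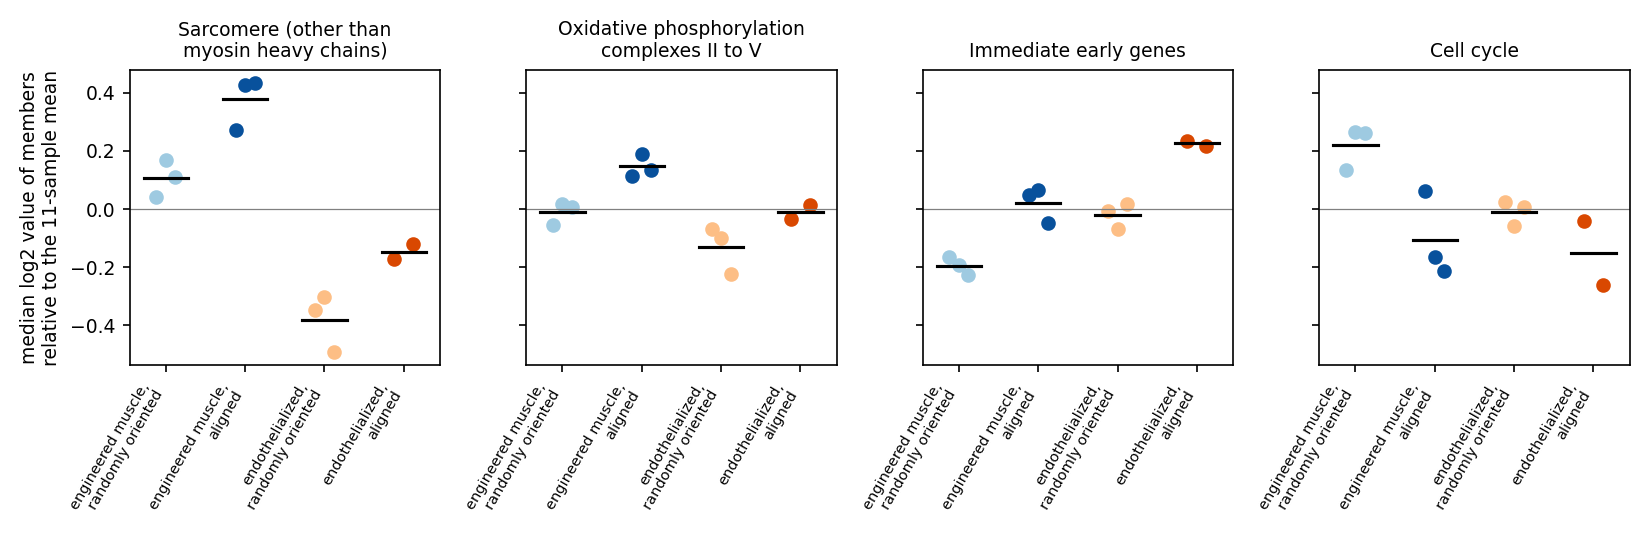
Median log2 value of the measured members of 4 gene lists in each of the 11 samples, relative to the mean of all samples. Points are samples and lines are group means; in engineered muscle every aligned sample lies above every randomly oriented sample for the sarcomere, complexes II to V and immediate early lists, and below for the cell cycle list.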

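Vascular endothelial growth factor A, the fibroblast growth factor receptor Fgfr3 and the intracellular fibroblast growth factor Fgf11 were each higher in engineered muscle on aligned scaffolds, by at most 1.24-fold. Vegfa lies on chromosome 17 of GRCm38 from 46016993 to 46032369 and had 8417 ± 738 normalized counts on randomly oriented scaffolds and 9624 ± 270.1 on aligned scaffolds (SD, n = 3, log2 fold change 0.20, standard error 0.05, adjusted p = 0.0375 from limma). Fgfr3, on chromosome 5 of GRCm38 from 33721674 to 33737068, had 661 ± 38.4 and 822 ± 47.9 normalized counts (SD, n = 3, log2 fold change 0.31, standard error 0.07, adjusted p = 0.0152 from limma). Fgf11, on chromosome 11 of GRCm38 from 69796068 to 69801857, had 2417 ± 149 and 2872 ± 182 normalized counts (SD, n = 3, log2 fold change 0.25, standard error 0.06, adjusted p = 0.0128 from limma). For each of the 3 genes, all aligned samples lay above all randomly oriented samples, which is not independent evidence since the study chose these genes on the same samples. Of 48 measured angiogenic factors and receptors, 4 rose and 5 fell (5 higher and 9 lower when adjusted over the list alone). The angiogenic list had a median log2 fold change of -0.08 (adjusted p = 0.00832 from camera, adjusted p = 0.275 with an estimated correlation). Neuropilin-2 (Nrp2), a co-receptor for vascular endothelial growth factors and semaphorins, fell from 13184 ± 541 to 11108 ± 248 normalized counts (SD, n = 3, log2 fold change -0.25, adjusted p = 0.00363 from limma). The ephrin Efnb2 fell by 0.34 on the log2 scale (adjusted p = 0.0128 from limma). Of 28 genes of the hypoxia response, a list that includes Vegfa, 4 rose (5 higher when adjusted over the list alone), among them hexokinase Hk2 (log2 fold change 0.18, adjusted p = 0.0379 from limma). The hypoxia list had a median log2 fold change of 0.05 (adjusted p = 0.0176 from camera, adjusted p = 0.550 with an estimated correlation). In the median level of the hypoxia list, and in that of the angiogenic list, the samples of the groups overlapped. The adjusted p of Vegfa from limma was 0.175 without randomly oriented replicate 2, 0.0660 without randomly oriented replicate 3, 0.0550, 0.167 and 0.186 without aligned replicates 1, 2 and 3, and 0.0748 with all 11 samples in the fit. Without aligned replicates 2 and 3, it was 0.0560 and 0.119 for Fgfr3, which had 0.0755 with all 11 samples in the fit, and 0.0945 and 0.116 for Fgf11.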

Among the significantly upregulated genes included angiogenic factors like *VEGFA*, fibroblast growth factor receptor-3 (*FGFR3*), and fibroblast growth factor-11 (*FGF11*). Similarly, 95 genes were differentially regulated between endothelialized engineered muscle formed from aligned scaffolds, compared with randomly oriented scaffolds, including 89 significantly upregulated and 6 downregulated genes (*q* ≤ 0.05). 

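In endothelialized engineered muscle, the genes that were higher on aligned scaffolds include immediate early genes and genes of the sarcomere. With limma, 21 genes rose and 1 gene fell among 13448 tested, and 1206 genes had an unadjusted p under 0.05. The genes past the threshold had a median absolute log2 fold change of 0.47. Nr4a1, an orphan nuclear receptor of the immediate early response, rose most, from 11248 ± 614 normalized counts on randomly oriented scaffolds (SD, n = 3) to 17078 ± 941 on aligned scaffolds (SD, n = 2, log2 fold change 0.60, standard error 0.07, adjusted p = 0.00332 from limma). The activity-regulated gene Arc rose (log2 fold change 0.57, standard error 0.10, adjusted p = 0.0279 from limma). Among sarcomere genes, myosin-binding protein C1 (Mybpc1) had a log2 fold change of 0.52 (adjusted p = 0.0455 from limma) and the Z-disc protein myopalladin (Mypn) 0.50 (adjusted p = 0.0115 from limma). Titin (Ttn), on chromosome 2 of GRCm38 from 76703980 to 76982547, rose from 34771 ± 2156 (SD, n = 3) to 49718 ± 4075 normalized counts (SD, n = 2, log2 fold change 0.52, standard error 0.08, adjusted p = 0.0117 from limma). Its longest protein-coding transcript has 106824 bases, and genes with transcripts of more than 15000 bases and a mean of at least 100 normalized counts had a median log2 fold change of 0.12 in this comparison. The muscle creatine kinase Ckm, on chromosome 7 of GRCm38 from 19404776 to 19422841, rose from 4262 ± 290.1 (SD, n = 3) to 5988 ± 205 normalized counts (SD, n = 2, log2 fold change 0.49, standard error 0.07, adjusted p = 0.00848 from limma). Asb2, a subunit of a ubiquitin ligase of muscle, had a log2 fold change of 0.49 (adjusted p = 0.0319 from limma). The gene that fell was Gpnmb, which encodes a transmembrane glycoprotein and lies on chromosome 6 of GRCm38 from 49036546 to 49070929. It had 421 ± 7.52 normalized counts on randomly oriented scaffolds (SD, n = 3) and 279 ± 6.39 on aligned scaffolds (SD, n = 2, log2 fold change -0.59, standard error 0.11, adjusted p = 0.0455 from limma). On the recovered reads, DESeq2 called 88 genes higher and 6 lower, which included all 22 genes that limma called, and edgeR called 26 and 1. After rescaling by TMM factors or quantile normalization, limma called 15 genes higher and 0 lower, so Gpnmb no longer passed. With the sample number as a block, limma called 70 higher and 2 lower, although the paper's text states no pairing of the samples by number. With limma, 4 genes were higher without aligned replicate 1 and 0 without aligned replicate 2, while 63 were higher and 4 lower with all 11 samples in the fit. The adjusted p of Gpnmb from limma was 0.0916, 0.109 and 0.106 without randomly oriented replicates 1, 2 and 3 and 0.346 and 0.384 without aligned replicates 1 and 2.

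**Figure D2:**
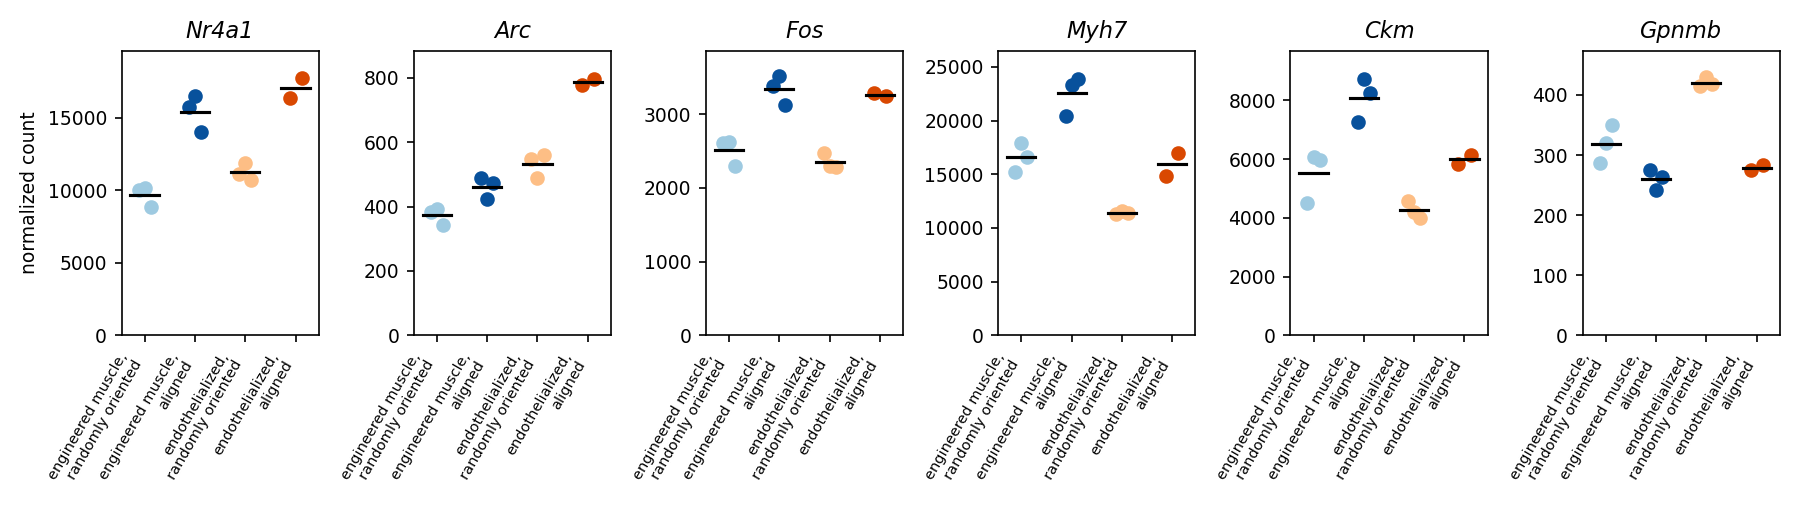
Normalized counts of 6 genes in the 4 groups; points are samples and lines are group means. In endothelialized engineered muscle both aligned samples lie above the 3 randomly oriented samples for Nr4a1, Arc, Fos, Myh7 and Ckm and below them for Gpnmb.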

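In endothelialized engineered muscle on aligned scaffolds, 3 Hallmark gene sets had median log2 fold changes above 0 against randomly oriented scaffolds. These were myogenesis, oxidative phosphorylation and the response to tumor necrosis factor-α through NFKB, with members as listed in Supplementary Data 1. The median over 192 myogenesis genes was 0.12 (adjusted p = 6.2e-17 from camera, adjusted p = 0.114 with an estimated correlation), and 4 of them rose with limma (19 with DESeq2, 34 higher when adjusted over the list alone). These were the muscle creatine kinase Ckm, the oxygen-binding protein myoglobin (Mb, log2 fold change 0.46, standard error 0.06, adjusted p = 0.00848 from limma), the Z-disc protein telethonin (Tcap, log2 fold change 0.42, standard error 0.07, adjusted p = 0.0279 from limma) and Myh7. For 170 genes of the tumor necrosis factor set the median was 0.06 (adjusted p = 2.0e-07 from camera, adjusted p = 0.185 with an estimated correlation), and 6 rose with limma (15 with DESeq2, 22 higher when adjusted over the list alone). Egr2, an immediate early transcription factor, was among them (log2 fold change 0.45, standard error 0.07, adjusted p = 0.0105 from limma). Cyr61, a matricellular protein of the same set, had a log2 fold change of 0.36 (adjusted p = 0.0551 from limma, 7.9e-05 from DESeq2 and 0.0494 from edgeR). In a pre-ranked enrichment test, with genes ranked by the signed -log10 adjusted p of DESeq2 on the recovered reads, the enrichment scores were 0.879 for myogenesis (adjusted p = 5.9e-10), 0.571 for oxidative phosphorylation (adjusted p = 0.213) and 0.891 for the tumor necrosis factor set (adjusted p = 5.9e-10). Ranked by unadjusted p, a ranking chosen after the results were seen, the scores were 0.774 (adjusted p = 5.4e-30), 0.489 (adjusted p = 2.5e-04) and 0.711 (adjusted p = 2.5e-17). Only these 3 Hallmark sets were tested, together with the lists of pathways and cell types, 29 in all in each comparison. With the preset correlation of 0.01 between genes, camera called 18 of the 29 in engineered muscle and 20 in endothelialized engineered muscle, while with the correlation estimated from the samples it called 0 in either. That estimate rests on few samples per group, and its power to call a list that changed was not tested. The 0 lists therefore do not show that no list changed. In the 9 other ways to split the 6 engineered muscle samples into groups of 3 it called 4 to 19 lists with the preset value. Each of these splits mixes aligned and randomly oriented samples and may keep part of a real difference. The 4 to 19 lists are therefore not a count of false calls.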

Gene set enrichment analysis (GSEA) using the gene sets in the Hallmark collection^39^ revealed multiple pathways that were upregulated in endothelialized engineered muscle formed from aligned scaffolds, compared with randomly oriented scaffolds. One of the pathways was myogenesis, which was driven by genes in the MHC family such as *Myh7*, *Myh4*, *Myh2*, and *Myh1* (Fig. 4b). 

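Among the myosin heavy chain genes, Myh7 rose in endothelialized engineered muscle on aligned scaffolds with limma, and Myh4, Myh2 and Myh1 had log2 fold changes above 0. Myh7, the slow and cardiac β-myosin heavy chain on chromosome 14 of GRCm38 from 54970684 to 54994626, had 11432 ± 148 normalized counts on randomly oriented scaffolds (SD, n = 3) and 15919 ± 1525 on aligned scaffolds (SD, n = 2, log2 fold change 0.47, standard error 0.07, adjusted p = 0.00953 from limma). The fast chains lie next to each other on chromosome 11 and are similar in sequence, and the counts hold uniquely mapped reads. Myh4, the chain of type IIb fibers, had 44989.6 ± 4031 (SD, n = 3) and 56505 ± 4287 normalized counts (SD, n = 2, log2 fold change 0.33, standard error 0.09, adjusted p = 0.206 from limma and 0.0228 from DESeq2). Myh2, the chain of type IIa fibers, had 1772 ± 187 (SD, n = 3) and 2284 ± 77.9 normalized counts (SD, n = 2, log2 fold change 0.37, standard error 0.08, adjusted p = 0.116 from limma and 0.0269 from DESeq2). For Myh1, the chain of type IIx fibers, the values were 54082 ± 2915 (SD, n = 3) and 62282 ± 4033 (SD, n = 2, log2 fold change 0.20, standard error 0.08, adjusted p = 0.453 from limma and 0.271 from DESeq2). Of 8 myosin heavy chain genes measured, 1 rose with limma (3 with DESeq2, 5 higher when adjusted over the list alone). The myosin heavy chain list had a median log2 fold change of 0.24 (adjusted p = 1.5e-06 from camera, adjusted p = 0.243 with an estimated correlation). Of 53 other sarcomere genes, 6 rose with limma (13 with DESeq2, 32 higher when adjusted over the list alone). The sarcomere list had a median log2 fold change of 0.24 (adjusted p = 4.7e-30 from camera, adjusted p = 0.134 with an estimated correlation). Those that rose include the fast myosin-binding protein Mybpc2 (log2 fold change 0.46, standard error 0.07, adjusted p = 0.0115 from limma). The ryanodine receptor Ryr1, the calcium release channel of the sarcoplasmic reticulum, had a log2 fold change of 0.31 (adjusted p = 0.116 from limma and 8.0e-04 from DESeq2). Its longest protein-coding transcript has 15358 bases, and genes with transcripts of more than 15000 bases and a mean of at least 100 normalized counts had a median log2 fold change of 0.12 in this comparison. Of 29 genes of excitation-contraction coupling, 14 were higher at an unadjusted p under 0.05 and 0 passed with limma (5 with DESeq2, 0 with edgeR, 11 higher when adjusted over the list alone). The excitation-contraction coupling list had a median log2 fold change of 0.19 (adjusted p = 8.5e-13 from camera, adjusted p = 0.134 with an estimated correlation). Of 34 genes in the list of glycolysis and glycogen use, only the creatine kinase Ckm, which the list includes, passed with limma (8 with DESeq2, 23 higher when adjusted over the list alone). The glycolysis list had a median log2 fold change of 0.22 (adjusted p = 1.0e-16 from camera, adjusted p = 0.114 with an estimated correlation). Without aligned replicate 2, the adjusted p of Myh7 from limma was 0.399, and with all 11 samples in the fit that of Myh2 was 0.0441.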

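In engineered muscle without endothelial cells, most genes of the sarcomere were higher on aligned scaffolds than on randomly oriented scaffolds. Of 53 sarcomere genes other than myosin heavy chains, 34 rose and the other 19 did not pass (41 higher and 1 lower when adjusted over the list alone). The sarcomere list had a median log2 fold change of 0.25 (adjusted p = 6.1e-32 from camera, adjusted p = 0.190 with an estimated correlation). The regulatory myosin light chain Myl2, on chromosome 5 of GRCm38 from 122100951 to 122113472, rose from 3401 ± 264 to 4795 ± 311 normalized counts (SD, n = 3, log2 fold change 0.50, standard error 0.06, adjusted p = 1.1e-04 from limma). The fast myosin-binding protein Mybpc2 (log2 fold change 0.48, adjusted p = 4.0e-04 from limma), the myosin light chain kinase Mylk2 (log2 fold change 0.41, adjusted p = 5.0e-04 from limma) and the muscle protein Smpx (log2 fold change 0.46, adjusted p = 7.5e-04 from limma) also rose. Of 8 myosin heavy chain genes, 6 rose (7 higher when adjusted over the list alone). The myosin heavy chain list had a median log2 fold change of 0.36 (adjusted p = 7.5e-11 from camera, adjusted p = 0.190 with an estimated correlation). Myh7b, on chromosome 2 of GRCm38 from 155611212 to 155634307, rose from 4069 ± 87.3 to 6251 ± 453 normalized counts (SD, n = 3, log2 fold change 0.62, standard error 0.05, adjusted p = 2.1e-06 from limma). Myh7 rose from 16596 ± 1334 to 22539 ± 1872 normalized counts (SD, n = 3, log2 fold change 0.44, standard error 0.06, adjusted p = 7.5e-04 from limma). Myh2 rose from 2486 ± 85.1 to 3174 ± 299 (SD, n = 3, log2 fold change 0.35, standard error 0.06, adjusted p = 0.00190 from limma). Myh4 and Myh1 had log2 fold changes of 0.38 (adjusted p = 0.00841 from limma) and 0.25 (adjusted p = 0.0371 from limma), and the perinatal chain Myh8 had one of 0.46 (adjusted p = 0.00430 from limma and 0.0679 from DESeq2). Of 29 genes of excitation-contraction coupling and calcium handling, 14 rose (21 higher and 1 lower when adjusted over the list alone). The excitation-contraction coupling list had a median log2 fold change of 0.24 (adjusted p = 1.4e-14 from camera, adjusted p = 0.190 with an estimated correlation). Those that rose include triadin (Trdn, log2 fold change 0.49, adjusted p = 6.1e-04 from limma) and the calcium store protein calsequestrin-1 (Casq1, log2 fold change 0.47, adjusted p = 7.5e-04 from limma). Of 34 genes of glycolysis and glycogen use, 10 rose and 2 fell (16 higher and 2 lower when adjusted over the list alone). The glycolysis list had a median log2 fold change of 0.11 (adjusted p = 9.1e-08 from camera, adjusted p = 0.275 with an estimated correlation). Among those that rose were the creatine kinase Ckm (log2 fold change 0.56, adjusted p = 0.00107 from limma), the muscle phosphoglycerate mutase Pgam2 (log2 fold change 0.46, adjusted p = 6.1e-04 from limma) and the muscle glycogen phosphorylase Pygm (log2 fold change 0.44, adjusted p = 0.00134 from limma).
The list of myogenic regulators and fusion genes did not pass as a group. Of its 22 measured genes, 2 rose, Myf6 and the transcription factor Mef2c (log2 fold change 0.36, adjusted p = 0.00134 from limma), and the median log2 fold change was 0.03 (adjusted p = 0.154 from camera). In the Hallmark myogenesis set, 60 of 192 genes rose and 6 fell (84 higher and 17 lower when adjusted over the list alone). The myogenesis set had a median log2 fold change of 0.11 (adjusted p = 4.7e-12 from camera, adjusted p = 0.195 with an estimated correlation). Myoglobin (Mb) was among those that rose (log2 fold change 0.45, adjusted p = 0.00198 from limma). Of the 13 genes that the RNA sequencing results of the paper name, 10 rose. The paper names Vegfa, Fgfr3 and Fgf11 from these samples, so their rise is not independent evidence. It names the other genes from endothelialized engineered muscle, which shares no sample with engineered muscle. Without aligned replicates 2 and 3, the adjusted p from limma was 0.0974 and 0.0783 for Myh4 and 0.224 and 0.169 for Myh1, which also had 0.0793 and 0.0939 without randomly oriented replicates 2 and 3.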

Similar findings of significantly upregulated myogenic genes were also found in engineered muscle formed from non-endothelialized aligned scaffolds, compared with randomly oriented scaffolds (Supplementary Fig. 4). Another notable enriched pathway was oxidative phosphorylation, which is commonly associated with increased myogenesis. For example, mitofusin 2 (*Mfn2*), which is involved in mitochondrial biogenesis in which cells increase their mitochondrial mass^40^, was significantly upregulated in endothelialized engineered muscle constructs derived from aligned scaffolds. 

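No gene of oxidative phosphorylation passed the test in endothelialized engineered muscle on aligned scaffolds, and the medians of the lists were slightly above 0. The median log2 fold change of 190 genes in the Hallmark set was 0.05 (adjusted p = 6.3e-04 from camera, adjusted p = 0.522 with an estimated correlation). In the median level of this set, the samples of the groups overlapped. Genes with transcripts of up to 1000 bases and a mean of at least 100 normalized counts had a median of 0.07 in this comparison, with 74.1% above 0. After each library's trend with transcript length was removed, the median of the Hallmark set was 0.02 (adjusted p = 0.108 from camera). At an unadjusted p under 0.05, 22 of its genes were higher and 3 lower, and 0 passed with limma, DESeq2 or edgeR. The authors' highest-ranked genes of this set were Uqcr11, Atp5d, Cox4i1, Cox17 and Cox11. Uqcr11, a subunit of complex III on chromosome 10 of GRCm38 from 80402997 to 80406830, had 3379 ± 208 normalized counts on randomly oriented scaffolds (SD, n = 3) and 4105 ± 309 on aligned scaffolds (SD, n = 2, log2 fold change 0.28, standard error 0.07, adjusted p = 0.193 from limma). The ATP synthase subunit Atp5d had 10736 ± 136 (SD, n = 3) and 12335 ± 0.877 normalized counts (SD, n = 2, log2 fold change 0.20, standard error 0.06, adjusted p = 0.292 from limma). The complex IV subunit Cox4i1 had a log2 fold change of 0.19 (adjusted p = 0.343 from limma), and the complex IV assembly factors Cox17 and Cox11 had 0.24 (adjusted p = 0.325 from limma) and 0.28 (adjusted p = 0.342 from limma). In all 5, both aligned samples lay above the 3 randomly oriented samples, which is not independent evidence since the ranking was made on the same samples. The nuclear-encoded subunits were also tested by complex. Of 36 complex I genes, 7 were higher at an unadjusted p under 0.05 and 0 passed with limma, DESeq2 or edgeR. The complex I list had a median log2 fold change of 0.09 (adjusted p = 1.4e-05 from camera, adjusted p = 0.377 with an estimated correlation). Of 43 genes of complexes II to V, 14 were higher at an unadjusted p under 0.05 and 0 passed with limma, DESeq2 or edgeR (5 higher when adjusted over the list alone). The list of complexes II to V had a median log2 fold change of 0.10 (adjusted p = 3.2e-09 from camera, adjusted p = 0.274 with an estimated correlation). With the length trend removed, these medians were 0.04 for complex I (adjusted p = 0.0351 from camera, adjusted p = 0.484 with an estimated correlation) and 0.05 for complexes II to V (adjusted p = 7.1e-04 from camera, adjusted p = 0.387 with an estimated correlation). The deposited table has no gene encoded in the mitochondrial genome. In engineered muscle without endothelial cells, 24 of 190 genes in the Hallmark set rose and 1 fell (61 higher and 2 lower when adjusted over the list alone). The Hallmark oxidative phosphorylation set had a median log2 fold change of 0.11 (adjusted p = 1.9e-16 from camera, adjusted p = 0.190 with an estimated correlation). Those that rose include the complex III subunit Uqcrq (log2 fold change 0.22, standard error 0.04, adjusted p = 0.00476 from limma), the ATP synthase subunit Atp5f1 (log2 fold change 0.21, standard error 0.05, adjusted p = 0.0128 from limma) and Cox17 (log2 fold change 0.35, standard error 0.06, adjusted p = 0.00134 from limma). The median of the Hallmark set in endothelialized engineered muscle was 0.02 (adjusted p = 0.394 from camera) without randomly oriented replicate 3.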

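Mfn2, which encodes a GTPase of mitochondrial outer membrane fusion and lies on chromosome 4 of GRCm38 from 147873599 to 147904704, had 6551 ± 73.8 normalized counts in endothelialized engineered muscle on randomly oriented scaffolds (SD, n = 3) and 6925 ± 105 on aligned scaffolds (SD, n = 2). The difference was a log2 fold change of 0.08 (standard error 0.06; adjusted p = 0.727 from limma, 0.874 from DESeq2 and 0.758 from edgeR), although both aligned samples lay above the 3 randomly oriented samples. Its unadjusted p from limma was 0.197. In engineered muscle without endothelial cells, it had 7752 ± 89.4 and 8053 ± 283 normalized counts on randomly oriented and aligned scaffolds (SD, n = 3, log2 fold change 0.05, standard error 0.04, adjusted p = 0.541 from limma). Of 29 genes of mitochondrial biogenesis and dynamics, 1 was higher at an unadjusted p under 0.05 in endothelialized engineered muscle, 0 passed with limma or edgeR and 1 with DESeq2 (1 higher when adjusted over the list alone). The median log2 fold change of this list was 0.03 (adjusted p = 0.611 from camera). In engineered muscle, 2 of these genes rose (3 higher when adjusted over the list alone). The mitochondrial biogenesis list had a median log2 fold change of 0.09 (adjusted p = 0.00713 from camera, adjusted p = 0.190 with an estimated correlation). The genes that rose were the estrogen-related receptor Esrra, a regulator of mitochondrial genes (log2 fold change 0.19, adjusted p = 0.0229 from limma), and the mitochondrial fission adaptor Mief2 (log2 fold change 0.18, adjusted p = 0.0489 from limma). The addition of endothelial cells went with lower Mfn2. Its log2 fold change with endothelial cells was -0.24 on randomly oriented scaffolds (standard error 0.05, adjusted p = 0.00359 from limma) and -0.22 on aligned scaffolds (standard error 0.04, adjusted p = 7.1e-04 from limma).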

Biogenesis is responsible for increased glucose uptake in muscle and decreased expression of the proteins associated with mitochondrial biogenesis is seen with aging and cardiovascular disease^41^. In addition, inflammation-related genes such as JunB proto-oncogene (JUNB), a transcriptional regulator of vascular development and neurovascular parallel alignment^42^, and a family of Fos genes (*Fos, Fosb, Fosl2,* and *Fosl1*) were upregulated on endothelialized engineered muscle constructs on aligned scaffolds when compared with randomly aligned scaffolds. These two gene families complex with activator protein-1 (AP-1) in a VEGF-induced endothelial activation cascade known to promote cell migration and angiogenesis^43^. Together, these findings suggest that spatial patterning of the scaffolds induce differential transcriptional pathways that may regulate engineered muscle behavior.

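Of the Junb and Fos genes, Fos passed the limma test in endothelialized engineered muscle on aligned scaffolds, as did other immediate early genes. Of 37 immediate early genes, 6 rose with limma (14 with DESeq2, 23 higher when adjusted over the list alone). The immediate early list had a median log2 fold change of 0.27 (adjusted p = 8.6e-30 from camera, adjusted p = 0.114 with an estimated correlation). Fos, on chromosome 12 of GRCm38 from 85473890 to 85477273, rose from 2350.5 ± 110.0 normalized counts on randomly oriented scaffolds (SD, n = 3) to 3264 ± 32.5 on aligned scaffolds (SD, n = 2, log2 fold change 0.47, standard error 0.07, adjusted p = 0.00848 from limma). Junb, on chromosome 8 of GRCm38 from 84974484 to 84978718, had 43658 ± 2910.4 (SD, n = 3) and 55297 ± 2387 normalized counts (SD, n = 2, log2 fold change 0.34, standard error 0.08, adjusted p = 0.116 from limma and 0.00140 from DESeq2). Fosb, on chromosome 7 of GRCm38 from 19302696 to 19310051, had 561 ± 68.4 (SD, n = 3) and 768 ± 1.07 normalized counts (SD, n = 2, log2 fold change 0.46, standard error 0.11, adjusted p = 0.124 from limma and 0.0416 from DESeq2). Fosl2 had 9675 ± 861 (SD, n = 3) and 10543 ± 286 (SD, n = 2, log2 fold change 0.13, adjusted p = 0.646 from limma and 0.802 from DESeq2). Fosl1 had 324 ± 72.0 (SD, n = 3) and 385 ± 75.7 (SD, n = 2, log2 fold change 0.26, adjusted p = 0.686 from limma and 0.845 from DESeq2). For both Fosl2 and Fosl1 the samples of the groups overlapped. Of 17 AP-1 transcription factors, 1 rose with limma (3 with DESeq2, 5 higher and 1 lower when adjusted over the list alone). The AP-1 list had a median log2 fold change of 0.14 (adjusted p = 3.7e-05 from camera, adjusted p = 0.221 with an estimated correlation). The AP-1 and immediate early lists share Fos, Fosb and Junb. In engineered muscle, Fos rose by 0.41 (adjusted p = 6.1e-04 from limma), Fosb by 0.63 (adjusted p = 9.5e-04 from limma) and Junb by 0.21 (adjusted p = 0.0391 from limma) on the log2 scale. Fosl2 and Fosl1 had log2 fold changes there of -0.04 and 0.02 (adjusted p = 0.731 and 0.961 from limma). Of 17 AP-1 factors in engineered muscle, 3 rose and 1 fell (median log2 fold change 0.02, adjusted p = 0.151 from camera). For the Hallmark tumor necrosis factor set in engineered muscle, 23 of 169 genes rose and 3 fell (28 higher and 5 lower when adjusted over the list alone). The tumor necrosis factor set had a median log2 fold change of 0.03 (adjusted p = 0.00147 from camera, adjusted p = 0.190 with an estimated correlation). In endothelialized engineered muscle, the adjusted p of Fos from limma was 0.183 without aligned replicate 1 and 0.239 without aligned replicate 2, and that of Junb was 0.0283 with all 11 samples in the fit. In engineered muscle, that of Junb was 0.180 without randomly oriented replicate 2, 0.0913, 0.265 and 0.0618 without aligned replicates 1, 2 and 3, and 0.0748 with all 11 samples in the fit.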

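Alignment of the scaffold moved many of the same genes with and without endothelial cells. Of the 21 genes that rose on aligned scaffolds in endothelialized engineered muscle, 18 also rose in engineered muscle, where independent lists of these sizes would share 0.606. Of the 386 genes that rose in engineered muscle, 94.8% had a log2 fold change above 0 in endothelialized engineered muscle, and 72.0% of the 350 that fell had one below 0. Across the 13381 genes tested in both, the log2 fold changes had a Pearson correlation of 0.23 and a Spearman correlation of 0.25, while the comparisons share no sample and genes are not independent replicates. The Pearson correlation was 0.12 without endothelialized aligned replicate 2, 0.27 at most with another sample left out and 0.36 with a filter at 50 normalized counts. The genes in common include Nr4a1, Egr2 and Fos of the immediate early response and Ckm, Myh7 and Mb of muscle. The difference between the alignment effects was tested as an interaction over all 11 samples. With limma, 1 of 13538 genes passed, titin (Ttn), whose log2 fold change on aligned scaffolds was -0.22 without endothelial cells (standard error 0.07, adjusted p = 0.0815 from limma) and 0.73 higher than that with them (standard error 0.11, adjusted p = 0.0301 from limma). After each library's trend with transcript length was removed, the interaction of Ttn was 0.26 (standard error 0.09, adjusted p = 0.751 from limma), and 0 genes passed. The call ended because the difference became smaller. DESeq2 called 21 genes, of which 20 have transcripts of at least 10000 bases, and genes with transcripts of more than 15000 bases and a mean of at least 100 normalized counts had a median interaction of 0.24. Among the 21, the longest after Ttn (106824 bases) is Zbtb20, with 26901 bases. The trend removed from Ttn was thus set mainly by shorter transcripts, and its corrected value is uncertain. After Ttn, the genes with the smallest p were the histone methyltransferase Kmt2d (log2 difference 0.40, adjusted p = 0.119 from limma and 1.4e-04 from DESeq2) and the cytoskeletal linker Dst (0.50, adjusted p = 0.148 from limma and 1.4e-04 from DESeq2). They were followed by the transcription factors Zfhx3 (0.46, adjusted p = 0.149 from limma and 0.00311 from DESeq2) and Zbtb20 (0.67, adjusted p = 0.149 from limma and 0.00223 from DESeq2). With endothelial cells present, 6 of 48 cell cycle genes were lower on aligned scaffolds at an unadjusted p under 0.05 and 0 passed with limma, DESeq2 or edgeR. The cell cycle list had a median log2 fold change of -0.14 (adjusted p = 1.7e-09 from camera, adjusted p = 0.243 with an estimated correlation). For the hypoxia response, 15 of 28 genes were higher at an unadjusted p under 0.05, 0 passed with limma or edgeR and 2 with DESeq2 (14 higher when adjusted over the list alone). The hypoxia list had a median log2 fold change of 0.25 (adjusted p = 5.0e-14 from camera, adjusted p = 0.243 with an estimated correlation). Relative to the mean of all samples, the median log2 level of this list was 0.34 and 0.04 in aligned replicates 1 and 2 and -0.06, -0.13 and 0.09 in randomly oriented replicates 1, 2 and 3. The groups overlapped in it, and aligned replicate 1 stood apart. They also overlapped for the cell cycle list, at -0.04 and -0.26 against 0.03, -0.06 and 0.01. Without engineered muscle replicate 2 on randomly oriented scaffolds or replicate 1 or 2 on aligned scaffolds, the interaction of Ttn had an adjusted p from limma of 0.126, 0.180 and 0.191. It was 0.0589 and 0.0931 without endothelialized replicates 2 and 3 on randomly oriented scaffolds and 0.952 without replicate 1 on aligned scaffolds. From the higher expression of angiogenic, myogenic, oxidative phosphorylation and AP-1 genes on aligned scaffolds, the paper proposes that the patterning of the scaffold induces different transcriptional pathways, which may regulate how the engineered muscle behaves.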

**Fig. 4:**
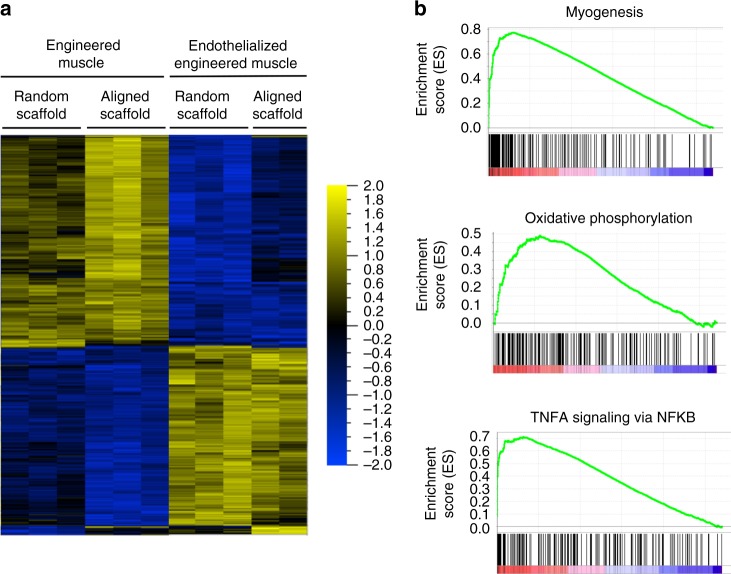
Global gene expression profiles of endothelialized engineered muscle derived from randomly oriented or aligned scaffolds. **a** Heat map of the top 500 differentially expressed genes by engineered muscle or endothelialized engineered muscle grown in randomly oriented (random) or aligned scaffolds (false discovery rate *q*-value < 0.05). **b** Gene Set Enrichment Analysis shows selected gene ontology data sets enriched in the endothelialized engineered muscle derived from aligned scaffolds, in comparison with randomly oriented scaffolds. Gene ontology data sets are shown for myogenesis, oxidative phosphorylation, and tumor necrosis factor-α (TNFA) via nuclear factor κ-light-chain-enhancer of activated B cells (NKFB)

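Between the groups with and without endothelial cells, more genes differed than between the scaffolds, and genes of the sarcomere were lower with endothelial cells on both scaffolds. Reads of the human cells were not separated from those of the mouse cells. The values with endothelial cells may therefore hold human reads, and so may the reads behind the scaling of these samples. A lower value is thus not by itself a lower level in the myotubes. By staining, the paper found longer myotubes and a larger share of striated ones with endothelial cells on aligned scaffolds. On randomly oriented scaffolds, 1182 genes rose and 1218 fell with endothelial cells among 13471 tested with limma, of which 83 changed by more than 2-fold. On aligned scaffolds, 2409 rose and 2195 fell among 13468, of which 151 changed by more than 2-fold. The comparisons share no sample, and 1000 genes rose and 939 fell in both, where independent lists of these sizes would share 212 and 199. Of 53 sarcomere genes other than myosin heavy chains, 47 fell on randomly oriented scaffolds (50 lower when adjusted over the list alone) and 47 on aligned scaffolds (47 lower when adjusted over the list alone). The sarcomere list had a median log2 fold change of -0.49 on randomly oriented scaffolds (adjusted p = 9.7e-34 from camera, adjusted p = 0.115 with an estimated correlation). Its median on aligned scaffolds was -0.51 (adjusted p = 3.6e-30 from camera, adjusted p = 0.424 with an estimated correlation). Nebulin (Neb), the ruler of the thin filament, fell from 33683 ± 3569 to 18595 ± 1551 normalized counts on randomly oriented scaffolds (SD, n = 3, log2 fold change -0.86, standard error 0.08, adjusted p = 1.4e-05 from limma). Its longest protein-coding transcript has 22489 bases, and genes with transcripts of more than 15000 bases and a mean of at least 100 normalized counts had a median log2 fold change of -0.20 in this comparison. On aligned scaffolds, the regulatory light chain Myl2 fell from 4795 ± 311 (SD, n = 3) to 2586 ± 235 (SD, n = 2, log2 fold change -0.89, standard error 0.06, adjusted p = 2.7e-09 from limma). The Z-disc protein α-actinin-2 (Actn2) fell there by 0.74 on the log2 scale (adjusted p = 2.7e-09 from limma). Of 8 myosin heavy chains, 6 fell on each scaffold (6 lower when adjusted over the list alone on randomly oriented scaffolds and 6 lower when adjusted over the list alone on aligned scaffolds). The myosin heavy chain list had a median log2 fold change of -0.50 on randomly oriented scaffolds (adjusted p = 1.3e-05 from camera, adjusted p = 0.258 with an estimated correlation). Its median on aligned scaffolds was -0.52 (adjusted p = 6.0e-06 from camera, adjusted p = 0.424 with an estimated correlation). The embryonic chain Myh3 had a log2 fold change of -0.68 on randomly oriented scaffolds (adjusted p = 2.6e-04 from limma) and -0.76 on aligned scaffolds (adjusted p = 2.1e-07 from limma). Of 29 genes of excitation-contraction coupling, 21 fell on each scaffold (21 lower when adjusted over the list alone on randomly oriented scaffolds and 22 lower when adjusted over the list alone on aligned scaffolds). The excitation-contraction coupling list had a median log2 fold change of -0.36 on randomly oriented scaffolds (adjusted p = 3.8e-14 from camera, adjusted p = 0.0841 with an estimated correlation). Its median on aligned scaffolds was -0.43 (adjusted p = 3.9e-11 from camera, adjusted p = 0.424 with an estimated correlation). The voltage sensor Cacna1s was among them, with log2 fold changes of -0.53 and -0.54 (adjusted p = 7.9e-05 and 1.4e-07 from limma). Of 25 genes of cholesterol biosynthesis, 17 fell and 1 rose on randomly oriented scaffolds (1 higher and 21 lower when adjusted over the list alone), and 15 fell and 1 rose on aligned scaffolds (1 higher and 17 lower when adjusted over the list alone). The cholesterol list had a median log2 fold change of -0.27 on randomly oriented scaffolds (adjusted p = 1.4e-10 from camera, adjusted p = 0.0495 with an estimated correlation). Its median on aligned scaffolds was -0.24 (adjusted p = 1.1e-06 from camera, adjusted p = 0.424 with an estimated correlation). Dhcr7, the last enzyme of cholesterol synthesis, fell by 0.39 and 0.45 on the log2 scale (adjusted p = 2.4e-04 and 1.9e-06 from limma).
Igfbp3, a binding protein of insulin-like growth factors on chromosome 11 of GRCm38 from 7206086 to 7213923, rose from 1966 ± 374 to 8296 ± 1106 normalized counts on randomly oriented scaffolds (SD, n = 3, log2 fold change 2.08, standard error 0.11, adjusted p = 1.1e-07 from limma). On aligned scaffolds it rose from 1457 ± 72.6 (SD, n = 3) to 7218 ± 518 (SD, n = 2, log2 fold change 2.31, standard error 0.05, adjusted p = 5.2e-16 from limma). The paper measured IGFBP-3 released by the human cells, and human reads may be part of these values and of the increases that follow. Among genes with a mean of at least 50 normalized counts, the largest increase on aligned scaffolds was that of the phospholipid flippase Atp8a1 (log2 fold change 4.22, standard error 0.37, adjusted p = 7.3e-08 from limma). It also rose on randomly oriented scaffolds (log2 fold change 3.56, adjusted p = 1.4e-05 from limma). At this level of expression, the transcription factor Zic2 rose most on randomly oriented scaffolds, from 8.50 ± 0.726 to 112 ± 10.2 normalized counts (SD, n = 3, log2 fold change 3.57, standard error 0.26, adjusted p = 1.6e-06 from limma). The transcription factor Foxf1 rose on both, by 2.18 and 2.61 on the log2 scale (adjusted p = 1.6e-06 and 5.0e-09 from limma). Among the largest decreases at this level, Ripply1 had log2 fold changes of -1.26 and -1.09 (adjusted p = 0.00147 and 0.00423 from limma), and sciellin (Scel) -1.02 and -1.12 (adjusted p = 0.00239 and 1.5e-04 from limma). Of 37 immediate early genes, 16 rose and 3 fell on randomly oriented scaffolds (18 higher and 3 lower when adjusted over the list alone) and 20 rose and 3 fell on aligned scaffolds (23 higher and 5 lower when adjusted over the list alone). The immediate early list had a median log2 fold change of 0.15 on randomly oriented scaffolds (adjusted p = 3.0e-05 from camera, adjusted p = 0.276 with an estimated correlation). Its median on aligned scaffolds was 0.17 (adjusted p = 1.7e-05 from camera, adjusted p = 0.424 with an estimated correlation). On aligned scaffolds, 24 of 48 angiogenic factors and receptors rose and 7 fell (25 higher and 7 lower when adjusted over the list alone). The angiogenic list had a median log2 fold change of 0.19 (adjusted p = 0.00214 from camera, adjusted p = 0.424 with an estimated correlation). Likewise, 21 of 43 fibroblast and extracellular matrix genes rose and 3 fell (22 higher and 3 lower when adjusted over the list alone). The extracellular matrix list had a median log2 fold change of 0.20 (adjusted p = 8.9e-05 from camera, adjusted p = 0.424 with an estimated correlation). Among these genes, Nrp2 rose by 0.44 (adjusted p = 2.8e-07 from limma), Angptl4 by 0.82 (adjusted p = 5.1e-07 from limma) and the crosslinking enzyme Loxl1 by 0.68 (adjusted p = 2.7e-09 from limma) on the log2 scale. Of 37 listed endothelial markers, 14 were tested on each scaffold, with Sox18 only on randomly oriented and Rasip1 only on aligned scaffolds. Of these 14, 1 rose on randomly oriented scaffolds, Cd34 (log2 fold change 0.75, adjusted p = 8.8e-06 from limma). On aligned scaffolds 3 rose, Cd34 (log2 fold change 0.87, adjusted p = 2.4e-08 from limma), Lyl1 (log2 fold change 1.19, adjusted p = 0.0128 from limma) and Eng (log2 fold change 0.47, adjusted p = 0.0340 from limma). The median log2 fold change of the list was 0.01 on each scaffold. Summed over the 14 markers of each comparison, the mean reads per sample were 3909 without and 5949 with endothelial cells on randomly oriented scaffolds. On aligned scaffolds they were 3508 and 5173. Cd34 alone had means of 2496 and 4201.5 normalized counts on randomly oriented scaffolds, and 2089 and 3840 on aligned scaffolds. Reads of the ribosomal RNA precursor Rn45s made up 0.400% ± 0.0120 and 0.375% ± 0.135 of reads on randomly oriented and aligned scaffolds without endothelial cells (SD, n = 3 each). They made up 1.00% ± 0.104 (SD, n = 3) and 1.23% ± 0.125 (SD, n = 2) with them. On randomly oriented scaffolds 680 genes rose and 733 fell without replicate 2 of engineered muscle and 715 rose without replicate 3 of endothelialized engineered muscle. On aligned scaffolds 1459 fell without replicate 1 of endothelialized engineered muscle.

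**Figure D3:**
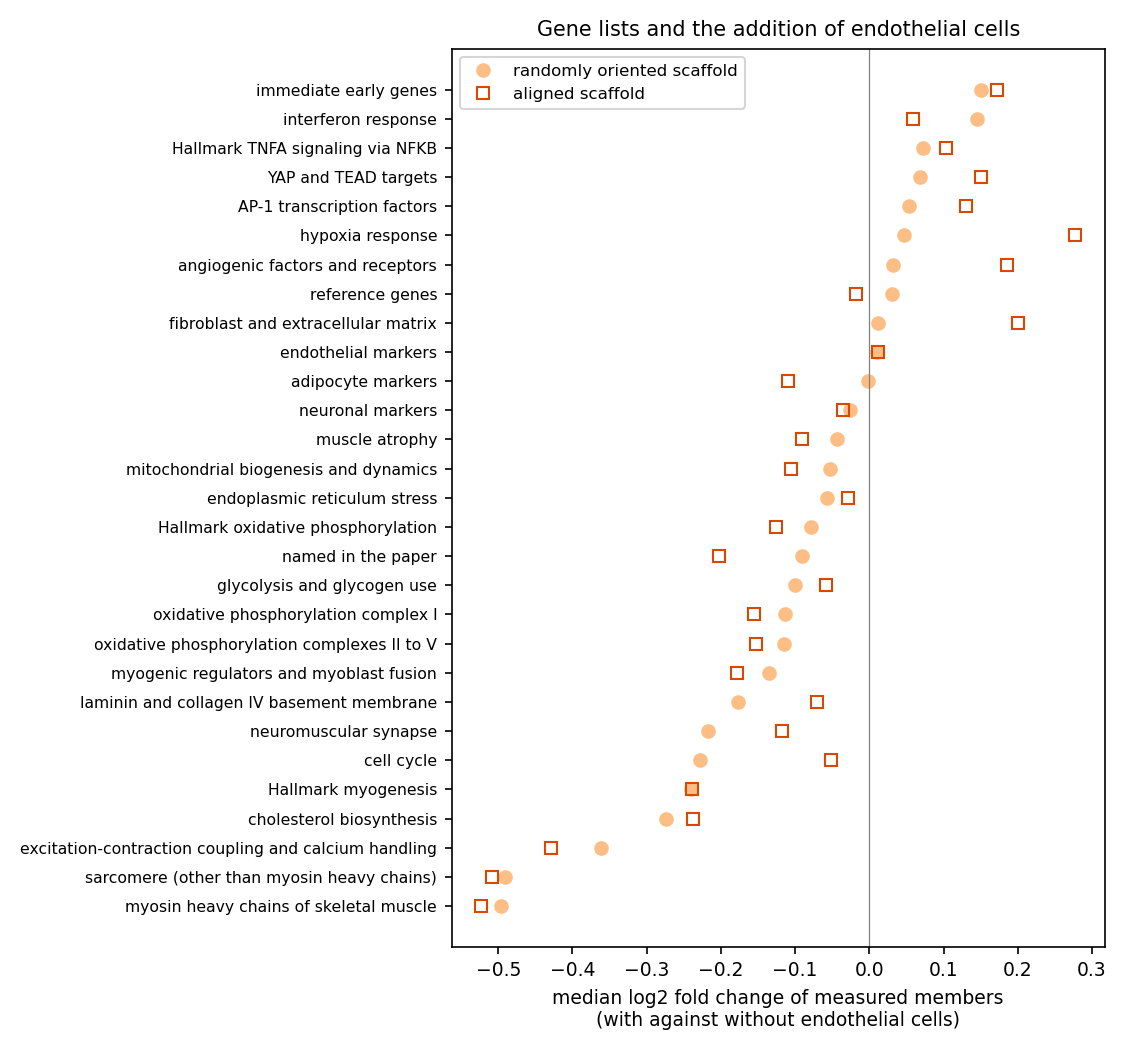
Median log2 fold change of the measured members of each tested list with endothelial cells against without, on randomly oriented scaffolds (circles) and aligned scaffolds (squares). The sarcomere, myosin heavy chain and excitation-contraction coupling lists lie lowest on both scaffolds, at -0.49, -0.50 and -0.36 on randomly oriented scaffolds.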

### Implantation of engineered skeletal muscle in injured muscle

To evaluate the therapeutic efficacy of endothelialized skeletal muscle constructs, traumatic muscle injury was induced by surgical removal of 20% of the tibialis anterior muscle in NOD SCID mice, creating a defect with limited endogenous regenerative capacity and functional impairment^34,44^. The engineered skeletal muscle constructs were transplanted into the ablated muscle (Supplementary Fig. 5). To generate 3D tissues for transplantation, a bundle of eight aligned nanofibrillar scaffolds (9 mm × 2 mm × 3 mm) was seeded with mouse myoblasts co-seeded with or without endothelial cells, forming aligned skeletal muscle bundle with or without endothelialization (Supplementary Fig. 6). Similarly, a bundle of eight randomly oriented nanofibrillar scaffolds was also seeded with myoblasts with or without endothelial cells, forming randomly oriented skeletal muscle constructs with or without endothelialization. An acellular aligned scaffold-only negative control was also transplanted (Supplementary Fig. 6). To track the survival of myoblasts in vivo, the cells were genetically modified to dually express GFP and firefly luciferase under a constitutively active promoter^45^. Survival of the myoblast population was monitored non-invasively by bioluminescence imaging, in which bioluminescence intensity correlates linearly to viable cell numbers^46^. The trajectory of the bioluminescent signal in all cell-seeded groups demonstrated a proliferative phase between days 1 and 14, followed by a phase of self-stabilization between days 14 and 21 (Fig. 5a, b). Although all cell-seeded groups increase in bioluminescence over time, the animals treated with aligned endothelialized skeletal muscle tissue constructs showed significantly greater bioluminescence intensity after 21 days (*p* ≤ 0.05), in comparison with all other groups (Fig. 5b).

**Fig. 5:**
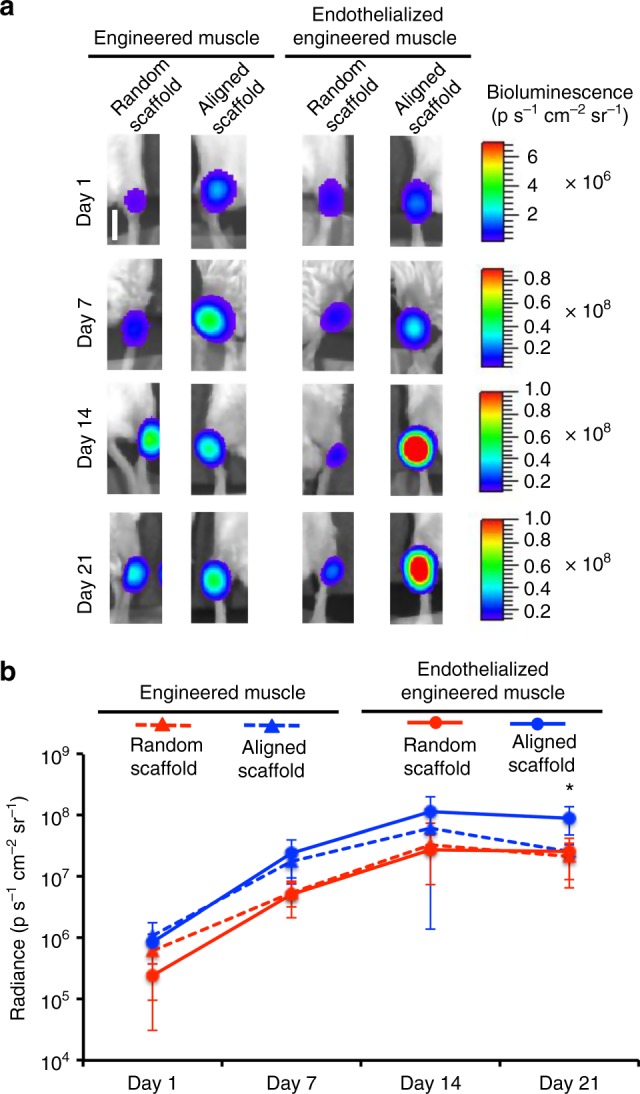
Bioluminescence imaging of donor mouse myoblast survival in a murine model of volumetric muscle loss. **a** Representative bioluminescence images of bioluminescently labeled myoblasts within endothelialized engineered skeletal muscle formed from randomly oriented or aligned scaffolds. **b** Quantitative analysis is shown of the bioluminescence signal on days 1, 7, 14, and 21 days after transplantation into the ablated muscle of mice (*p ≤ 0.05) compared with all other groups (*n* = 4). Error bars represent standard deviation. Scale bar denotes 1 cm

The formation of donor-derived myofibers was examined histologically in explanted tibialis anterior muscles at 21 days after implantation. We observed partial degradation of the scaffolds from the Trichrome staining of muscle tissue cross-sections used to visualize the collagen scaffolds (Supplementary Fig. 7). Hematoxylin and eosin staining showed scaffold integration into the defect site with minimal scar formation (Supplementary Fig. 7). Acellular scaffold-only transplants provided supportive structure that filled the void space of the muscle defect, but de novo myofiber formation and endogenous muscle regeneration was minimal (Supplementary Fig. 7). In contrast, engineered muscle formed from both randomly oriented and aligned scaffolds demonstrated extensive muscle fiber formation originating from donor-derived cells, which were characterized by the co-expression of GFP and MHC (Fig. 6a and Supplementary Figs. 7, 8). In animals treated with engineered muscle formed from aligned scaffolds, the donor-derived myofibers constituted a large region of regenerated tissue that extended several hundred microns beyond the boundaries of the scaffold (Fig. 6b). In comparing the endothelialized treatment groups, animals treated with endothelialized engineered skeletal muscle in aligned scaffolds led to twice as many donor-derived regenerating myofibers than in randomly oriented scaffolds (Fig. 6c, *p* ≤ 0.01).

**Fig. 6:**
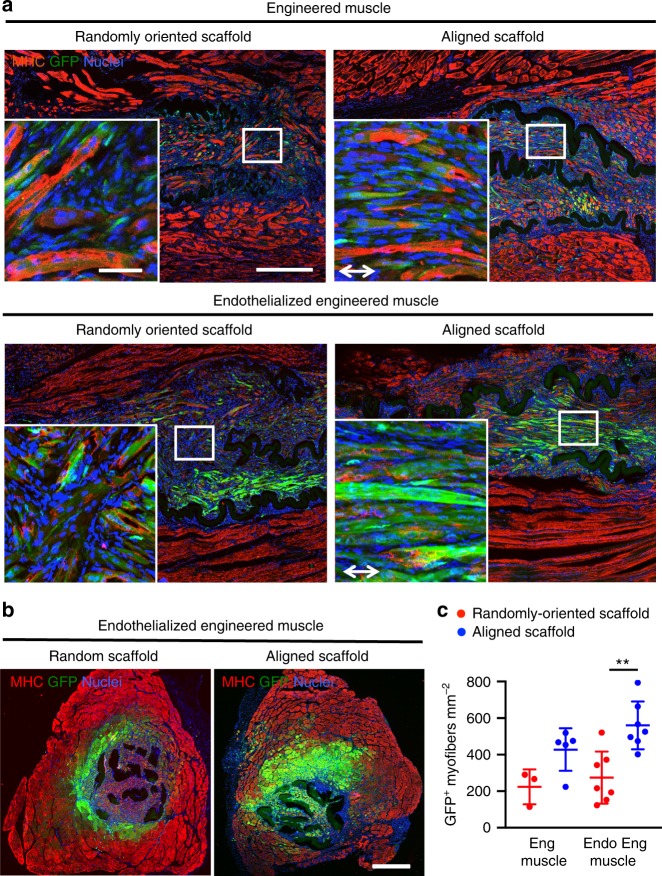
Implantation of murine engineered skeletal muscle in a mouse model of volumetric muscle loss. **a** Longitudinal sections of endothelialized engineered muscle formed randomly oriented or aligned skeletal muscle constructs. Donor transplanted myofibers are denoted by the co-expression of green fluorescence protein (GFP, green) and myosin heavy chain (MHC, red). Native myofibers are denoted by MHC^+^/GFP^-^ expression. Insets show higher magnification images of the GFP^+^ region depicted by white boxes in the center of the engineered tissues. **b** Representative image of a tissue cross-section of muscle transplanted with an endothelialized engineered skeletal muscle construct at 21 days after induction of traumatic muscle injury. MHC (red) indicates mature myofibers, GFP (green) indicates the transplanted myoblast population, and nuclei are visualized in blue using Hoechst 33342 dye. **c** The density of MHC^+^/GFP^+^ transplanted myofibers in the region of regeneration is shown (*n* ≥ 3, **p ≤ 0.01). Error bars represent standard deviation. Arrow designates orientation of aligned nanofibrillar scaffold. Scale bars denote 50 μm (inset) or 500 μm (**a**); 500 μm (**b**)

To determine whether the newly regenerated muscle fibers retained aligned muscle organization, muscle tissues were sectioned longitudinally, relative to the orientation native muscle fibers. Longitudinal alignment of the transplanted myofibers was most pronounced in the endothelialized engineered skeletal muscle formed from aligned scaffolds, in which the donor-derived myofibers were organized in parallel with endogenous myofibers (Fig. 6a). At the distal interface between the host muscle and the endothelialized engineered skeletal muscle formed from aligned scaffolds, the donor-derived myofibers could be visualized in close proximity to native myofibers that lack GFP expression. In contrast, animals treated with acellular scaffolds or engineered muscle without endothelialization showed relatively disorganized native or donor-derived myofibers, respectively (Supplementary Figs. 8, 9). Implantation of endothelialized engineered skeletal muscle formed from randomly oriented scaffolds resulted in scattered regions of localized myofiber alignment (Fig. 6a). Together these data show a greater density of transplanted myofibers, as well as global organization along the direction of native myofibers, when transplanted with endothelialized engineered skeletal muscle formed from aligned scaffolds, compared with randomly oriented scaffolds.

### Endothelialized muscle promotes vascular regeneration

The high metabolic needs of native skeletal muscle requires the association of several capillaries with each myofiber^47^. Restoration of tissue vasculature is a necessary and critical component for supporting muscle regeneration, long-term recovery, and maintenance. Therefore, the extent of vascularization within and surrounding the transplanted engineered muscle was examined in transverse tissue sections. Prior to euthanasia, the mouse vasculature was perfused with fluorescently conjugated isolectin, which specifically binds to endothelial cells in perfused blood vessels (Supplementary Figs. 8, 10). Perfused vessels were identified by the co-staining of endothelial marker, CD31, and isolectin (Fig. 7a). A significantly higher density of CD31^+^/isolectin^+^ perfused vessels were found for endothelialized engineered muscle formed from aligned scaffolds (1113 ± 65 mm^−2^), which was 58% higher compared with that of randomly oriented scaffolds (647 ± 162 mm^−2^, *p* ≤ 0.01) (Fig. 7b). Moreover, the endothelialized engineered skeletal muscle derived from aligned scaffolds induced significantly higher perfused vascular density, when compared with the acellular transplanted scaffolds (676 ± 107 mm^−2^, *p* ≤ 0.01). The transplanted endothelial cells remained viable during the course of the 21 days, based on bioluminescence imaging of bioluminescent endothelial cells (Fig. 7c). Together, these data suggested that treatment of endothelialized engineered muscle formed from aligned scaffolds supported a higher degree of vascular perfusion, in comparison with treatment of muscle derived from randomly oriented scaffolds.

**Fig. 7:**
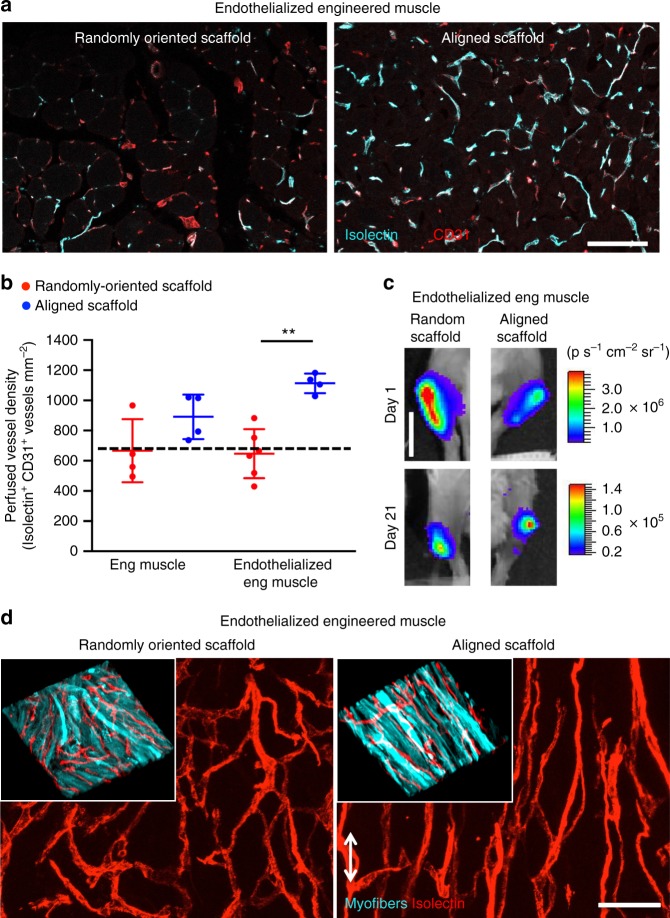
Murine endothelialized engineered skeletal muscle promotes vascular anastomosis and revascularization in a mouse model of volumetric muscle loss. **a** Representative confocal microscopy images of perfused vasculature from transverse tissue sections in the region of regeneration adjacent to the endothelialized randomly oriented or endothelialized aligned transplanted skeletal muscle constructs at 21 days after implantation. Endothelial cells are identified by CD31 (red) expression. Perfused vessels are indicated by co-expression of CD31 (red) and fluorescently labeled isolectin (turquois). **b** Perfused vessel density in the region of regeneration (*n* ≥ 4, **p ≤ 0.01). Dotted line denotes the levels of the acellular scaffold control. **c** Bioluminescence imaging of randomly oriented or aligned skeletal muscle constructs seeded with bioluminescent endothelial cells transplanted into ablated muscle. **d** Perfused vessel organization within transplanted endothelialized engineered muscle formed from randomly oriented or aligned scaffolds. Inset shows the arrangement of myofibers and the associated vessel architecture as visualized by green fluorescence protein (GFP) expression (turquois) in the transplanted myofibers and fluorescently labeled isolectin (red). Arrow designates orientation of aligned nanofibrillar scaffold. Scale bars denote 100 μm (**a**), 1 cm (**c**), and 50 μm (**d**). Error bars represent standard deviation

### Endothelialized muscle promotes organized microvasculature

As native vasculature in fast twitch skeletal muscle, such as the TA, is highly aligned at both the tissue and the sub-tissue level^47^, we further assessed whether the spatial patterning of the scaffold could modulate the vascular organization. Isolectin-perfused vessels surrounding the donor-derived GFP-expressing myofibers were abundant, demonstrating extensive vascular integration with the host vasculature, based on analysis of longitudinal tissue sections. The perfused vessels surrounding the endothelialized engineered muscle formed from randomly oriented scaffolds were shorter in length and lacked order (Fig. 7d). In contrast, the vessels surrounding the endothelialized engineered muscle formed from aligned scaffolds were highly organized in parallel with the GFP^+^ myofibers and closely resembled the organization of the native vasculature (Fig. 7d). To quantify the degree of organization of newly formed vessels, architectural characteristics were measured in longitudinal tissue sections of 50 μm thickness (Fig. 8a). Based on the CD31 expression of the vasculature, the global longitudinal architecture of newly formed blood vessels adjacent to the muscle transplants demonstrated marked differences in fractional anisotropy, a measure of directional dependence in which a value approaching zero corresponds to unrestricted (non-patterned) paths and a value approaching one denotes restriction to one axis (parallel-aligned spatial pattern). Vessels formed from endothelialized engineered muscle and aligned scaffolds had greater anisotropy (0.197 ± 0.026) compared with randomly oriented scaffolds (0.096 ± 0.034), suggesting greater spatial patterning along the axis of the nanofibrillar scaffold (Fig. 8b, *p* ≤ 0.05). Furthermore, analysis of the vessels within the muscle implant demonstrated a four-fold lower global angle of orientation when implanted with engineered muscle (12 ± 4°, *p* ≤ 0.05) or endothelialized engineered muscle (10 ± 2°, *p* ≤ 0.01) derived from aligned scaffolds, compared with that derived from randomly oriented scaffolds (48 ± 23° and 50 ± 17°, respectively), indicating a high degree of parallel alignment of newly formed vasculature along the direction of the tissue myofibers (Fig. 8c). These results suggested that aligned nanofibrillar scaffolds promoted the patterned organization of microvasculature, which better resembled physiological microvascular architecture within muscle.

**Fig. 8:**
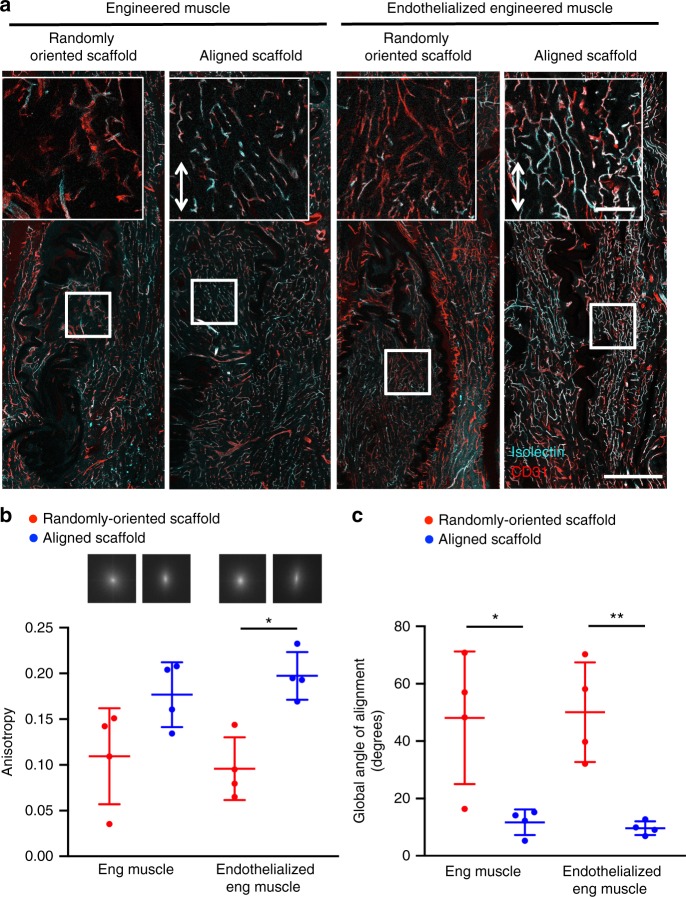
Murine endothelialized engineered skeletal muscle supports the formation of organized vascular networks in traumatically injured muscle. **a** Representative confocal microscopy images of perfused vasculature from longitudinal tissue sections in the region of regeneration adjacent to the endothelialized randomly oriented or endothelialized aligned transplanted skeletal muscle constructs at 21 days after implantation. Endothelial cells are identified by CD31 (red) expression. Perfused vessels are indicated by co-expression of CD31 (red) and fluorescently labeled isolectin (turquois). Insets are higher magnification images of the center of the engineered tissues as depicted by white boxes. Arrow designates orientation of aligned nanofibrillar scaffold. Scale bar (inset) denotes 100 μm, Scale bar denotes 500 μm. **b** Anisotropy is used to quantify the directional dependence towards the formation of parallel-aligned vascular networks. A value approaching zero corresponds to unrestricted (non-patterned) paths, whereas a value approaching one denotes restriction to one axis to form a parallel-aligned spatial pattern (*n* = 4). Inset shows representative frequency plots generated by two-dimensional Fast Fourier Transform analysis, in which random orientation of vascular networks are depicted as pixels evenly distributed about the central origin, whereas parallel alignment of vascular networks is depicted as pixels preferentially organized along a single axes (vertical). Quantification of engineered muscle (Eng Muscle) and endothelialized engineered muscle (Endothelialized Eng Muscle) treatment groups is shown. **c** Global angle of alignment of vascular networks was quantified as the angle formed by the relative orientation of the vascular networks, relative to the axis of the aligned nanofibrils. A degree of alignment of 0 depicts parallel alignment of vascular networks to the aligned nanofibrils. For randomly oriented scaffolds, an arbitrary axis is used (*n* = 4). For indicated comparisons: *p* ≤ 0.05 (*), *p* ≤ 0.01 (**). Error bars represent standard deviation

### Engineered muscle comprising primary human cells

To further explore the translational potential of this tissue engineering approach, endothelialized human skeletal muscle using primary muscle precursor cells (hMPCs) and primary human microvascular endothelial cells was developed (Supplementary Fig. 11a). The human muscle precursor cells expressed Pax7 at both the protein and transcriptional level (Supplementary Fig. 11b). Similar to mouse myoblasts, the human muscle precursor cells aligned their cytoskeletal bodies along the direction of the scaffold nanofibers. After 9 days of differentiation in culture, the myotubes in randomly oriented constructs had a significantly larger average angle of orientation (43.5 ± 4°), compared with that of aligned skeletal muscle constructs (4.5 ± 0.4°, *p* < 0.01, Supplementary Fig. 11c). The endothelialized engineered skeletal muscle composed of a bundle of eight cell-seeded scaffold strips were transplanted into the injured tibialis anterior muscle and histologically assessed for muscular and vascular regeneration. Perfused vessels were identified based on co-staining of CD31 and isolectin (Fig. 9a). Quantification of perfused vascular density (Fig. 9b and Supplementary Fig. 12) demonstrated that treatment of endothelialized human skeletal muscle formed from aligned scaffolds promoted >2-fold greater perfused vessel density, compared with that of randomly oriented scaffolds (*p* ≤ 0.05). Co-expression of human-specific nuclear antigen and MHC was used to identify myofibers derived from donor human muscle precursor cells (Fig. 9c). Endothelialized human skeletal muscle formed from aligned scaffolds also demonstrated a >2-fold increase in donor-derived human myofiber density, *p* ≤ 0.01), compared with that of randomly oriented scaffolds (Fig. 9d). Taken together, these data demonstrate the clinical translational potential and regenerative capacity of endothelialized skeletal muscle generated from primary human cells as a tissue engineering treatment for muscle injury or myopathies.

**Fig. 9:**
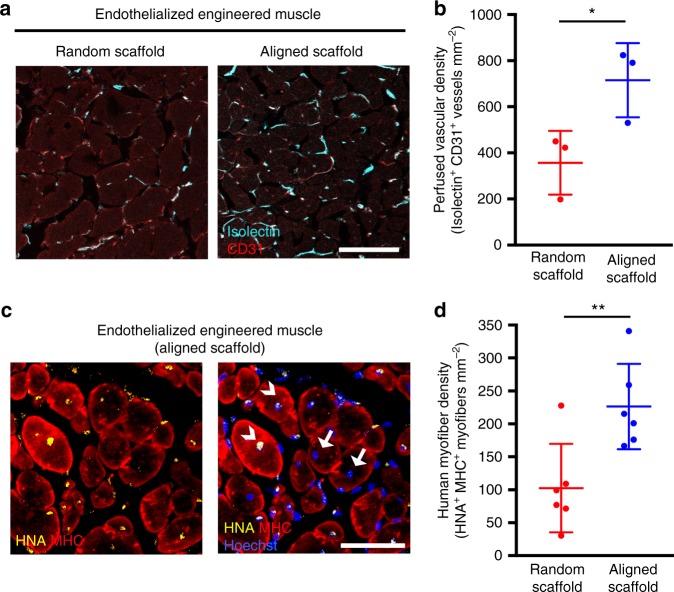
Transplantation of human endothelialized skeletal muscle into traumatically injured muscle. Human endothelialized skeletal muscle bundles were composed of primary human cells. **a** Representative confocal microscopy images of perfused vasculature in the region of regeneration adjacent to endothelialized muscle formed from randomly oriented or aligned scaffolds are shown. Endothelial cells are identified by CD31 (red) expression. Perfused vessels are indicated by co-expression of CD31 (red) and fluorescently labeled isolectin (turquois). **b** Perfused vessel density adjacent to the site of engineered muscle transplantation (*n* = 3). **c** Representative image of donor-derived myofibers in the region of regeneration adjacent to endothelialized muscle formed from randomly oriented or aligned scaffolds. Donor-derived myofibers are identified by the dual co-expression of human nuclear antigen (HNA, yellow) and myosin heavy chain (MHC, red). Arrows denote native myofibers and arrowheads denote donor-derived myofibers. **d** The density of donor-derived (HNA^+^/MHC^+^) myofibers in the region of regeneration is shown (*n* = 6). For indicated comparisons: *p* ≤ 0.05 (*), *p* ≤ 0.01 (**). Error bars represent standard deviation. Scale bars denote 100 μm (**a**); 150 μm (**c**)

## Discussion

Although the intrinsic regenerative capacity of skeletal muscle is well-documented, the ability for self-repair is functionally impeded when a critical volume of muscle is damaged and normal physiological muscle regeneration is replaced with fibrotic ECM deposition and scar tissue formation. Therapeutic interventions aim to restore physiological structure and function by restoring muscle architecture and vasculature. The current study utilizes aligned nanofibrillar scaffolds and endothelial cells to overcome the challenge of restoring vascular regeneration in the setting of traumatic muscle loss. The salient findings are: (1) proteomic and transcriptional analysis of endothelialized engineered muscle derived from aligned scaffolds secreted higher levels of myogenic and angiogenic cytokines and upregulated angiogenic genes, in comparison with endothelialized engineered muscle derived from randomly oriented scaffolds (Figs. 3, 4); (2) following transplantation into a mouse model of volumetric muscle loss, the endothelialized engineered muscle formed from aligned scaffolds promoted a higher degree of vascular perfusion, compared with endothelialized engineered muscle formed from randomly oriented scaffolds, and recapitulated the aligned organization of native muscle and capillary structure for efficient integration (Figs. 7, 8); and (3) transplantation of human endothelialized engineered skeletal muscle showed similar therapeutic benefits in enhancing vascular perfusion (Fig. 9).

Unlike soft lithographic approaches to create micropatterned channels, posts, or ridges that modulate whole-cell contact guidance^48^, our anisotropic scaffolds operate through nano-scale sub-cellular interactions. Nano-scale fibrils closely mimic the aspect ratio and scale of several ECM proteins such as collagen, which exhibits a diameter on the order of a few hundred nanometers^49^. Although collagen-type I is not the predominant form of collagen in native muscle, we selected this type because of its technical ability to undergo oriented fibrillogenesis in a shear-dependent manner and give rise to nano-scale fibrils in a facile manner. Myoblasts respond to these nano-scale cues by the alignment of their actin filaments along the direction of the fibers and have been noted to increase their expression of stretch-activated channels such as the transient receptor potential cation channel-1^50^, as well as greater finely tuned regulation of adhesion scaffolding proteins such as receptor activated C kinase 1 compared with micropatterned materials^51^. Cellular filopodia are highly sensitive to nanotopographical features as tiny as 10 nm and can alter their guidance mechanisms at the single-integrin scale^52^. Therefore, the use of aligned nano-scale topography allowed us to achieve remarkably efficient and robust myoblast fusion into highly aligned, striated, and contractile myotubes in vitro.

The functionality of engineered skeletal muscle was enhanced by co-culture with endothelial cells. Previous studies have reported the synergistic benefits of co-culture of myogenic cells with supportive cell types such as fibroblasts or endothelial cells to enhance myogenesis and myotube formation^53,54^. Besides incorporating into newly formed vasculature in vivo, endothelial cells have the ability to secrete pro-angiogenic and/or pro-myogenic growth factors as a way of inducing angiogenesis. Compared with randomly oriented scaffolds, transplantation of aligned scaffolds induced the secretion of myo-angiogenic cytokines including angiogenin, IGFBP-3, and VEGF-A (Fig. 3). These factors are potent modulators of angiogenesis, as well as promoters of myoblast differentiation and fusion^55^. Of notable interest is that these restorative outcomes were highly dependent upon both endothelialization, as well as aligned nanotopographical patterning of the underlying scaffold (Figs. 5–9).

Engineered skeletal muscle has tremendous potential to restore key muscle components including the muscle myofibers, macro- and microvasculature, and supportive connective tissue. Native muscle contains large arteries that are aligned along the long axes of the tissue, parallel to muscle fascicle bundles, and capillary networks are embedded in the endomysium and travel parallel to the individual muscle myofibers^47^. This organization enables efficient oxygen and nutrient transport along the length of the tissue and is an important spatial property vital to the structural restoration of skeletal muscle tissue. Sasagawa et al. generated a vascularized skeletal muscle construct through the stacking of endothelial and myoblast cell sheets that were harvested using temperature responsive poly (*N*-isopropylacrylamide). Upon subcutaneous implantation into nude mice, the constructs underwent anastomosis with the host vasculature and enabled graft survival^56^. Enhanced angiogenesis, blood perfusion, and graft survival was achieved using a decellularized extracellular matrix scaffold combined with myoblasts, endothelial cells, and fibroblasts following transplantation into the abdominal wall of mice^31,32^ compared with constructs with myoblasts alone.

Our previous studies utilizing a cell-based tissue engineering approach highlight the importance of endothelial cells, among the other muscle resident cells, in supporting de novo muscle formation and de novo vascularization in treating traumatic muscle loss^20,34^. In the current work, we build upon our previous studies by demonstrating that spatially patterned nanofibrillar scaffolds not only guided cellular orientation but also augmented therapeutic benefit. Our findings suggest that both cellular composition and spatial organization of the engineered skeletal muscle are important determinants of therapeutic benefit. We show that the synergistic advantages of spatial patterning and endothelial interactions are, in part, due to the release of angiogenic soluble factors and activation of transcriptional pathways. Furthermore, this work enabled the decoupling of the therapeutic roles of cellular alignment and cellular composition, through the use of well-defined scaffolds and cell populations, which will aide in better understanding the underlying molecular mechanisms as well as for expediting clinical translation. However, future work is warranted to evaluate the functional benefit of endothelialized muscle and spatially patterned scaffolds in muscle force generation. Another direction is the incorporation of additional support cells within the endothelialized engineered muscle such as fibroblasts or neural progenitor cells that could improve the stability of the vasculature or innervate the engineered muscle. Future studies to evaluate intercellular and extracellular matrix interactions within the engineered muscle may reveal new insights into the underlying pathways that mediate revascularization and tissue regeneration. Broadly, the findings from this study can be applied for engineering of other anisotropic tissues (i.e., cardiac muscle), as well as to injuries or diseases that require reconstructive muscle flaps.

In summary, endothelialized engineered skeletal muscle formed from aligned scaffolds demonstrated extensive vascular perfusion and organized microvasculature in a preclinical model of traumatic muscle injury. The findings from these studies provide important insights that will inform regenerative strategies and engineered therapeutics for revascularization of severely damaged skeletal muscle tissue. Furthermore, endothelialized engineered skeletal muscle serves as an innovative platform and important step in the treatment of a broad range of musculoskeletal and vascular diseases, toward the overall goal of increasing patient mobility and quality of life.

## Methods

### Fabrication of nanofibrillar collagen scaffold strips

Generation of nanofibrillar collagen scaffold strips has been described in previous publications^26^. Briefly, rat-tail collagen-type I (10 mg ml^−1^ in 0.02 N in acetic acid, pH 3.5, Corning) was dialyzed for approximately 35 min at 4 °C to obtain a final concentration of 30 mg ml^−1^ using a semi-permeable cellulose dialysis tubing (pore size 32 × 20.4 mm, Thermo Fisher) surrounded by polyethylene glycol (Sigma). The aligned nanofibrillar collagen scaffold strip (25 mm × 1 mm) was extruded from a 22G blunt tip needle onto glass slides at a roughly 30° angle with a velocity of 340 mm s^−1^. Extrusion was performed with the needle tip submerged within 10× phosphate-buffered saline (PBS, pH 7.4) warmed to 37 °C to initiate fibrillogenesis instantaneously as the collagen is extruded. A delayed fibrilogenesis approach was used to generate randomly oriented scaffold strips of a similar size by extrusion under dry conditions followed by submersion in 10× PBS. The nanostructure and fibril alignment of the scaffolds were visualized by routine scanning electron microscopy^26^.

### Culture of mouse myoblast and human endothelial cell lines in scaffolds

Mouse myoblasts (C2C12, ATCC) were expanded in a high serum Dulbecco’s modified Eagle’s medium (DMEM) with 20% fetal bovine serum (FBS). Human microvascular endothelial cells (Center for Disease Control) were expanded in 10% FBS in DMEM. All cell culture was performed with medium containing 1% penicillin/streptomycin at 37 °C and 5% CO_2_. Where indicated, mouse myoblasts were lentivirally transduced to express GFP under the control of ubiquitin promoter^46^. The schematic overview of cell seeding is shown in Supplementary Fig. 1. For in vitro studies, four conditions were assessed: (1) randomly oriented scaffold seeded with myoblasts; (2) randomly oriented scaffolds seeded with myoblasts + endothelial cells; (3) aligned scaffold seeded with myoblasts only; (4) aligned scaffold seeded with myoblasts + endothelial cells. Collagen scaffold strips (25 mm × 1 mm) were sterilized with 70% ethanol and rehydrated with three 20 min washes with 1× PBS. Mouse myoblasts (5 × 10^5^) were seeded into each scaffold and cultured in a high serum DMEM with 20% FBS. After 24 h (day 0), the growth medium was switched to DMEM containing 2% horse serum to induce differentiation and fusion of myoblasts. After 5 days of differentiation (day 5) during which myoblasts have fused to form myotubes, endothelial cells were co-cultured into the myoblast-seeded scaffolds (5 × 10^5^ cells per scaffold). For conditions with myoblasts only, no endothelial cells were added. For all conditions, media were switched to a maintenance medium (DMEM supplemented with 2% horse serum and 3% FBS), and constructs were culture for an additional 4 days (day 9) for in vitro testing (Supplementary Fig. 2).

### Immunofluorescence staining

Samples were fixed for 15 min in 4% paraformaldehyde (Alfa Aesar), washed three times with 1× PBS, and permeabilized in 0.5% Triton-X100 (Sigma) for 15 min. Samples were blocked in 1% bovine serum albumin (Sigma) and all subsequent steps were performed using 0.1% bovine serum albumin for antibody dilutions. For staining of actin, samples were incubated with Alexfluor-488-conjugated phalloidin (1:100, Life Technologies). For assessment of myotube morphology and maturity, fixed samples were incubated with a fast MHC marker (Abcam) for 16 h at 4 °C followed by Alexa Fluor-647 antibody (Life Technologies). For co-staining of endothelial cells, samples were then incubated with CD31 antibody (Dako) for 16 h at 4 °C followed by Alexa Fluor-594 antibody (Life Technologies). Images were acquired using a Zeiss LSM710 confocal microscope.

### Quantification of myotube morphology and maturity

Myoblasts were cultured on randomly oriented or aligned scaffolds with or without endothelial cells. To assess the impact of the scaffold patterning and the contribution of endothelial cells on myotube alignment, myotube length, nuclei per myotube, and percentage of striated myotubes (*n* = 3 each group), samples were fixed on day 9 and stained for MHC and CD31. Samples were acquired using a Zeiss LSM710 confocal microscope and z-stacked (100–200 μm stack) tile-stitched (5 × 2 frames) 20× images were taken. ImageJ (v1.46r) software and the angle tool were used to quantify cell orientation relative to a Cartesian axes with a range from 0° (cellular alignment parallel to nanofibrils) to 90° (cell alignment orthogonal to nanofibril orientation)^27^. Using the line and multipoint tools in ImageJ, myotube length and nuclei per myotube were measured, respectively. The percent of striated myotubes was assessed as number of MHC-expressing myotubes expressing visible striations out of total number of myotubes in which a myotube was defined as expressing GFP and containing ≥3 nuclei per myotube.

### Electrical stimulation to assess contractile function

Global contractile properties of engineered muscle formed from randomly oriented or aligned scaffolds, with or without endothelialization (*n* = 8 randomly oriented scaffold with no endothelialization, *n* = 6 aligned scaffold no endothelialization, *n* = 5 both groups with endothelialization) were evaluated by in vitro electrical pacing. On day 9 of in vitro culture, engineered muscle groups were stimulated at 1 Hz with 0.8 ms pulses of 50 V using platinum electrodes in a custom chamber kept at 37 °C. Scaffolds were positioned to capture the scaffold edge on the right-hand side of the frame window and were oriented horizontally such that the aligned nanofibers were in the horizontal direction. Bright field images were taken at 25 frames per second to collect 10-s movies using a custom Labview script and Axio Vision software (Supplementary Movie S1, S2). Image analysis was performed using the ImageJ Particle Image Velocimetry plugin for magnitude-vector plots and a custom MATLAB script for tracking particle movement to measure percent area contraction and max contraction velocity^57^.

### Cytokine proteome arrays

Cell culture supernatants (1 ml each sample) were collected engineered skeletal muscle formed from randomly oriented or aligned scaffolds, with or without endothelialization, on days 6 and 9 of in vitro culture (*n* = 3 aligned scaffold day 9, *n* = 4 all other groups). A human-specific angiogenic cytokine proteome profiler array (R&D Systems) was utilized according to manufacturer’s instructions, to assess the relative expression of angiogenic cytokines by endothelial cells. Radiographic film (Kodak) was exposed to chemiluminescent samples for 10 min in the dark, followed by development with an automatic film processor machine. Films were scanned at 600 dots per inch with a flatbed transmission scanner and converted to gray scale in ImageJ software. Image pixels were inverted such that white pixels were given a value of 255 and black pixels a value of 0. Using the circle tool, integrated density (mean pixel value per area) was measured for each spot on the array and the identity of each cytokine was matched using the manufacturer’s provided array legend. Duplicate spots for each cytokine were averaged, and the mean values of all experimental samples (*n* = 3 aligned scaffold day 9, *n* = 4 all other groups) were determined for each cytokine and condition. The data are expressed as relative fold change compared with engineered skeletal muscle in randomly oriented scaffolds on day 6.

### VEGF inhibition studies

To assess the role of spatially patterned scaffolds in the secretion of VEGF, endothelial cells were seeded on either aligned or randomly oriented scaffolds (*n* = 3) containing differentiated myotubes and cultured together for 4 days in maintenance medium (DMEM supplemented with 2% horse serum and 3% FBS), after which they were incubated for 24 h with a VEGF receptor tyrosine kinase inhibitors, AAL-993 (EMD Millipore, 1 µM) or axitinib (Selleck Chemicals, 10 µM)^58^ in maintenance medium. After incubation with the inhibitor, the cells were assessed for angiogenic function based on the production of NO using the fluorescent probe, 4-amino-5-methylamino-2′,7′-difluorofluorescein diacetate (DAF-FM, Fisher Scientific a cell-permeable, fluorescent probe for the detection and imaging of NO) production. Samples were incubated with DAF-FM (5 μm in maintenance medium) for 30 min followed by incubation in maintenance medium for 20 min. Media were replaced with fresh maintenance media and samples were imaged immediately by confocal microscopy (Zeiss LSM710). For each sample, three representative fluorescent images were taken at 10×. Integrated density of DAF-FM expression by the endothelial cells (mRuby^+^ area) was calculated using a set cut-off threshold of 60 in ImageJ (Supplementary Fig. 3).

### RNA sequencing

RNA was isolated from cell lysates from engineered muscle and endothelialized engineering muscle on randomly oriented (*n* = 3) or aligned scaffolds (*n* = 3 and *n* = 2, respectively) according to the manufacturer’s protocol (GeneJet RNA Purification Kit, Thermo Fisher). At least 1000 ng of total RNA was pelleted per sample. Library preparation and RNA Sequencing was performed by Novogene Corporation using the NovaSeq 6000 (Illumina) sequencing platform, and 150-bp paired-end reads were generated (20–30 million reads per sample). Briefly, RNA integrity was assessed (RNA Nano 6000 Assay Kit, Bioanalyzer 2100, Aligent Technologies, CA) and 3 µg RNA per sample was used to generate sequencing libraries (NEBNext Ultra RNA Library Prep Kit for Illumina) according to manufacturer’s recommendations. Library fragments were purified (AMPure XP system, Beckman Coulter, Beverly) to select complementary DNA (cDNA) fragments (150–200 bp in length). PCR was performed with Phusion High-Fidelity DNA polymerase, and purified by the AMPure XP system and assessed for quality on the Agilent Bioanalyzer 2100 system. The raw data were checked for quality with FastQC (Version 0.11.7) and results were aggregated with MultiQC and were aligned to the mouse genome (GRCm38) using STAR (Version 2.5.3a) with ENCODE options for long RNA-Seq pipeline. The alignment results were assessed using Samtools and aggregated with MultiQC (Version 1.5) and the differential gene expression analysis of the uniquely mapped reads/raw counts was performed using the DESeq2 package (Version 1.20.0). Each differential expression analysis was composed of a pairwise comparison between an experimental group and the control group. Differentially expressed genes were identified after false discovery rate (FDR = 0.05) correction.

### GSEA

The mouse symbols were first converted to corresponding human homologs/orthologs. Mouse symbols without corresponding human homologs/orthologs were not included for GSEA. Gene ranks for pre-ranked GSEA were defined as -log10(padj) for upregulated genes (log2(fold change) >0) and (−1) × −log10(padj) for downregulated genes, where padj is the Benjamini–Hochberg corrected *p*-value from DESeq2. The changes of these genes were used to generate a ranked list for GSEAPreranked analysis using the Molecular Signatures Database v5.2 (H, hallmark gene sets). For hallmark analysis, the top 10 significantly enriched gene sets ranked by GSEA normalized enrichment score were visualized. Gene sets with an FDR < 0.05 were defined as significantly enriched.

### Implantation of engineered muscle into injured mouse muscle

For transplantation in vivo, 3D engineered murine skeletal muscle bundles were fabricated. In brief, endothelialized engineered skeletal muscle strips were formed as described above. On day 9 of in vitro culture, eight scaffold strips were gently detached from the slide supports and allowed to self-organize into a 3D bundle that was cut to approximately 9 mm × 2 mm × 3 mm (Supplementary Fig. 6).

Volumetric muscle loss was induced in NOD SCID mice (male, 8 weeks old, Jackson Laboratories) by surgical excision of 20% of the tibialis anterior muscle^34^. Immediately afterward, one of the following treatment groups was implanted at the site of the muscle defect: (1) engineered muscle in randomly oriented scaffold; (2) endothelialized engineered muscle in randomly oriented scaffold; (3) engineered muscle in aligned scaffold; (4) endothelialized engineered muscle in aligned scaffold; or (5) aligned scaffold without cells (*n* = 7 per group). In these studies, the murine myoblasts within the engineered skeletal muscle were tagged with dual reporters GFP and firefly luciferase for invasive tracking using fluorescence and bioluminescence imaging, respectively. In a separate set of studies, only the endothelial cells within the engineered skeletal muscle were tagged with dual reporters mCherry and firefly luciferase for in vivo transplantation (*n* = 4). All animal studies were approved by the Institutional Animal Care and Use Committee at the Veterans Affairs Palo Alto Health Care System.

### Bioluminescence imaging of cell survival

Cell survival and localization was monitored by bioluminescence imaging (*n* = 4 each group) on days 0, 7, 14, and 21 by intraperitoneal injection of d-luciferin, followed by imaging in an IVIS Spectrum (Xenogen). The data were expressed in units of average radiance (p s^−1^ cm^−2^ sr^−1^). As the release of photons require that the cells are viable, this non-invasive imaging approach measures the photons released only by viable transplanted cells.

### Histological analysis of blood perfusion

After 21 days following implantation, animals were injected via the tail vein with 100 µl (1 mg ml^−1^) of endothelial-binding fluorescent isolectin GS-IB4 (Invitrogen) 25 min prior to euthanasia, followed by explantation of the tibialis anterior muscle. The tibialis anterior muscles were fixed in 0.4% paraformaldehyde at 4 °C under continuous gentle agitation for 16 h. After fixation, samples underwent density equilibration in 20% sucrose for 2–3 h and followed by embedding for cryosectioning of tissue sections in the transverse or longitudinal planes. Histological quantification of blood perfusion was performed by immunofluorescence staining with endothelial marker, CD31 (R&D Systems). Five non-overlapping images (500 µm × 500 µm) from transverse cryosections for each animal (*n* = 4 each group except *n* = 6 endothelialized engineered muscle with randomly oriented scaffold) were taken within 500 µm from the boarders of the transplanted scaffolds. Vessels that were CD31^+^ and co-stain with isolectin indicated vessels that were functionally anastomosed to the host circulation. The perfused vessel density was expressed as the total number of perfused vessels mm^−2^. Vessel regeneration was also quantified similarly for acellular transplanted scaffolds (*n* = 4). To assess the orientation of vascular networks, longitudinal tissue sections adjacent to the scaffold were cryosectioned at a 50 µm thickness (*n* = 3 each group) and then immunofluorescently stained with MHC. Tiled *z*-stacked images (3 × 7 montage using 20× objectives) were taken using confocal microscopy to visualize the organization of donor-derived myofibers based on the dual expression of GFP and MHC, as well as the organization of isolectin^+^ vessels, along the length of the tibialis anterior muscle.

The organization of the vasculature was assessed using the FibrilTool, an ImageJ macro that calculates the overall degree of spatial patterning among the vessels. Using three confocal images per sample stained with CD31 antibody (*n* = 4 each group) the vessel organization was quantified, whereby a score of 0 denotes the absence of spatial patterning, and 1 denotes parallel alignment of the vessels. To further substantiate the spatial organization of the vessels, two-dimensional Fast Fourier Transform analysis was performed using an ImageJ plugin to generate frequency plots^59,60^. In addition, longitudinal sections from the interface between the host and transplanted tissue were imaged by confocal microscopy for MHC, GFP, and Hoechst 33342 nuclear dye. Quantification of anisotropy and the global angle of alignment was performed using the FibrilTool plugin for ImageJ and a single region of interest was taken as the entire 10× image.

### Immunofluorescence analysis of muscle regeneration

Histological analysis of tissue morphology was performed on serial transverse cryosections (10 µm thickness) of the tibialis anterior muscle. Samples were stained with hematoxylin and eosin or Trichrome. To quantify myofiber regeneration within the scaffold’s immediate vicinity (within 500 µm from the scaffold’s borders), muscle tissue cryosections were immunofluorescently stained with MHC, and tiled *z*-stacked images (5 × 5 montages using 20× objectives) were taken using confocal microscopy to capture the entire cross-section of the tissue. Using the multipoint tool in ImageJ, the total number of donor-derived myofibers that dually expressed GFP and MHC myofibers in the vicinity of the scaffold implants was counted (*n* = 3 engineered muscle, randomly oriented scaffold; *n* = 5 engineered muscle, aligned scaffold; *n* = 7 endothelialized muscle both groups).

### Engineered skeletal muscle composed of primary human cells

The primary human muscle precursor cells were cultured in skeletal growth medium-2 (SkGM2), and primary human microvascular endothelial cells were cultured in endothelial growth medium-2 (EGM2-MV) (all from Lonza). For in vitro studies, four conditions were assessed: (1) randomly oriented scaffold seeded with human muscle precursor cells; (2) randomly oriented scaffold seeded with human muscle precursor cells + primary human microvascular endothelial cells; (3) aligned scaffold seeded with human muscle precursor cells; (4) aligned scaffold seeded with human muscle precursor cells + primary human microvascular endothelial cells. For cell seeding studies, collagen scaffolds were sterilized with 70% ethanol and rehydrated with three washes with 1× PBS for 20 min.

The primary human muscle precursor cells were seeded (1 × 10^6^ per scaffold) and cultured in SkGM2 media. After 24 h (day 0), the medium was switched to 2% reduced serum differentiation medium (DMEM + 2% horse serum) to induce fusion of myoblasts. After 5 days of differentiation (day 5) during which human muscle precursor cells had fused to form myotubes, the primary human microvascular endothelial cells (1 × 10^6^ cells per scaffold) were added to the scaffolds. For conditions with primary human muscle precursor cells only, no primary human microvascular endothelial cells were added. For all conditions, media were switched to a maintenance medium (25% relative ratio of DMEM containing 2% horse serum, 75% EGM2-MV) and engineered muscle were cultured for an additional 4 days until day 9. Engineered muscle groups were then fixed in 4% paraformaldehyde for immunostaining to assess morphology and cellular organization as described above.

### Immunofluorescence staining and quantitative PCR analysis

Cell lysates were collected from human muscle precursor cells cultured for 48 h in expansion medium and RNA was isolated using a GeneJET RNA Purification kit (Thermo Fisher) according to manufacturer’s instructions with modifications. Total RNA from adult human skeletal muscle was purchased from Fisher Scientific (AM7982). The cDNA was synthesized using Superscript II reverse transcriptase (Life Technologies). Quantitative real-time PCR was performed on a 7300 Real-Time PCR system (Life Technologies). Taqman primers consisted of Pax7 (Hs00242962_m1) and housekeeping gene GAPDH (HS99999905_m1). Relative fold change in gene expression was calculated using the ΔΔCt method and normalized to GAPDH housekeeping gene expression.

To confirm expression of Pax7, undifferentiated human muscle precursor cells were fixed with 4% parformaldehyde followed by immunofluorescent staining as described above. Samples were incubated with Pax7 (DSHB) for 16 h at 4 °C followed by Alexa Fluor-594 antibody (Life Technologies). For co-staining of F-actin, samples were then incubated with Alexa Fluor Phalloidin-488 (Dako) for 16 h at 4 °C.

The human muscle precursor cells were cultured on randomly oriented or aligned scaffolds, forming engineered skeletal muscle with or without endothelialization by primary human microvascular endothelial cells. To assess the impact of the scaffold patterning and the contribution of primary human microvascular endothelial cells on myotube alignment, engineered muscle samples (*n* = 3 each group) were fixed on day 9 and co-stained using MHC and CD31 antibodies. Samples were acquired using a Zeiss LSM710 confocal microscope and *z*-stacked (100–200 μm stack) tile-stitched (5 × 2 frames) 20× images were taken. ImageJ software and the angle tool were used to quantify cell orientation relative to a Cartesian axes with a range from 0° (cellular alignment parallel to nanofibrils) to 90° (cell alignment orthogonal to nanofibril orientation)^27^.

### Transplantation of primary human engineered skeletal muscle

For transplantation in vivo, a 3D engineered human skeletal muscle bundle was fabricated. In brief, endothelialized engineered skeletal muscle strips were formed as described above. On day 9, eight scaffold strips were gently detached from the slide supports and allowed to self-organize into a 3D bundle that was cut to approximately 9 mm × 2 mm × 3 mm. The human engineered skeletal muscle bundles were transplanted into the ablated tibialis anterior muscle of SCID mice, as described above, for assessment of cell survival, muscle regeneration, and revascularization for 21 days at the site of the muscle defect: (1) endothelialized engineered muscle formed from randomly oriented scaffold; or (2) endothelialized engineered muscle formed from aligned scaffold (*n* = 6 each group).

### Tissue regeneration and revascularization

To quantify myofiber regeneration within the scaffold’s vicinity, muscle tissue cryosections were immunofluorescently stained with human nuclear antigen (Millipore) and tiled *z*-stacked images (5 × 5 montage using 20× objectives) were taken using confocal microscopy to capture the entire cross-section of the tissue. Human donor-derived myofibers were visualized by the dual expression of human nuclear antigen and MHC. Using the multipoint tool in ImageJ, the total number of human donor-derived myofibers in the region of regenerating myofibers within 500 µm from the scaffold borders was counted (*n* = 6). Vascular perfusion was quantified as described above by co-staining of tibialis anterior muscle tissues for CD31^+^/isolectin^+^ dual expression (*n* = 3). Perfused vessel density data were shown as the total number of perfused vessels mm^−2^.

### Statistical analysis

All statistical analysis was performed using GraphPad PRISM software. Where appropriate, a one-way analysis of variance (ANOVA) or two-way ANOVA was performed with post hoc Tukey’s adjustment. For comparison between two groups only, an unpaired two-tailed Student’s *t*-test was used. Significance was taken at *p* ≤ 0.05 (*), *p* ≤ 0.01 (**), *p* ≤ 0.001 (***), and *p* ≤ 0.0001 (****). All graphs were made in either Microsoft Excel or GraphPad PRISM and display mean ± standard deviation (SD).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Figures

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Supplementary Movie 1

Supplementary Movie 2

## Data Availability

RNA sequencing data have been deposited to the Gene Expression Omnibus (GSE127171). The source data underlying the main figures are available as Supplementary Data 1. All other data supporting the conclusions of this paper are available from the corresponding author upon reasonable request.

# Supplementary material for: Treatment of volumetric muscle loss in mice using nanofibrillar scaffolds enhances vascular organization and integration
**Source:** Commun Biol. 2019 May 7;2:170. doi: 10.1038/s42003-019-0416-4
**Supplement:** Supplementary file 1 — Supplementary Figures

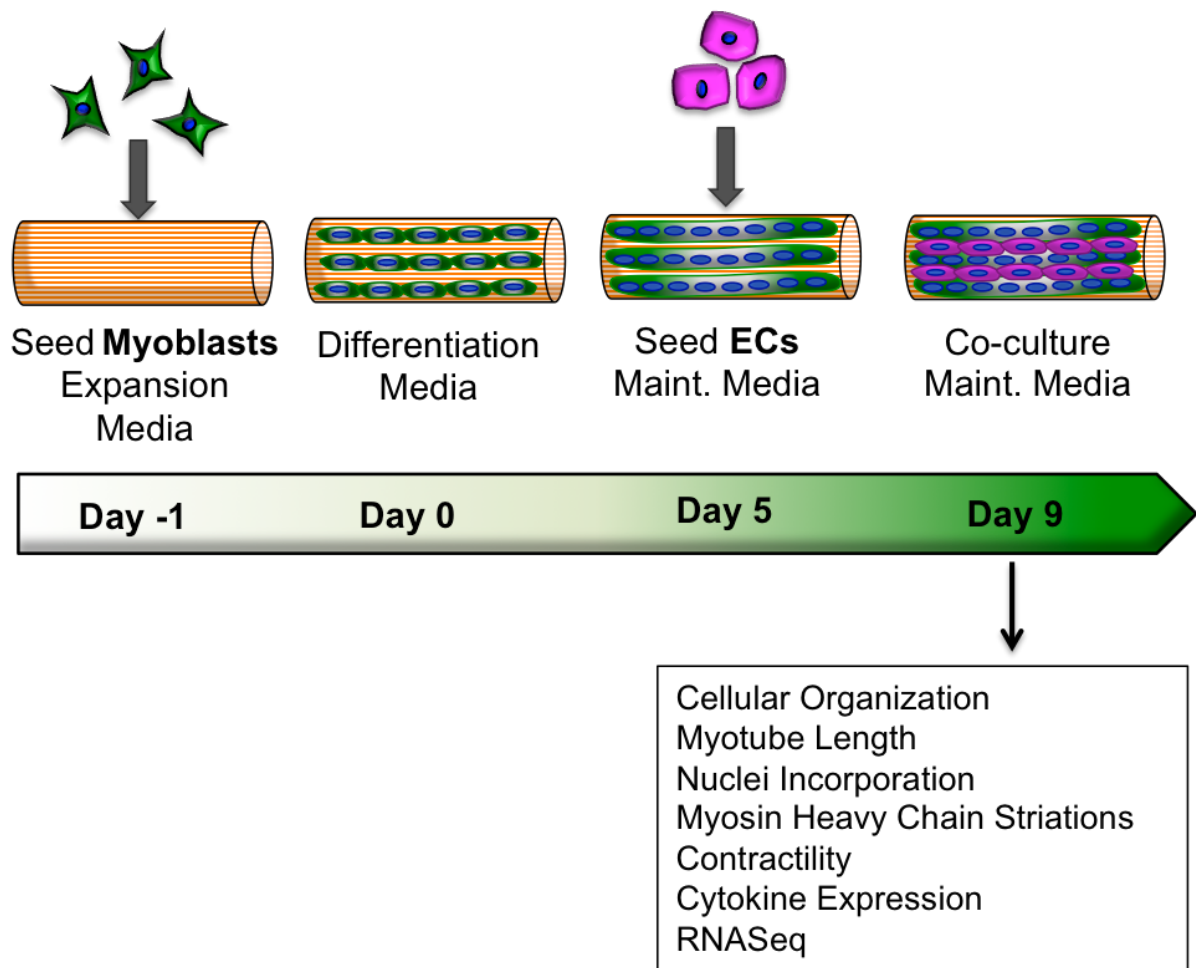

**Supplementary Figure 1. Overview schematic of the *in vitro* experiments.** Endothelialized engineered skeletal muscle constructs were used for *in vitro* assessment of cellular organization, contractility, transcriptional profiling, and cytokine expression profiling.

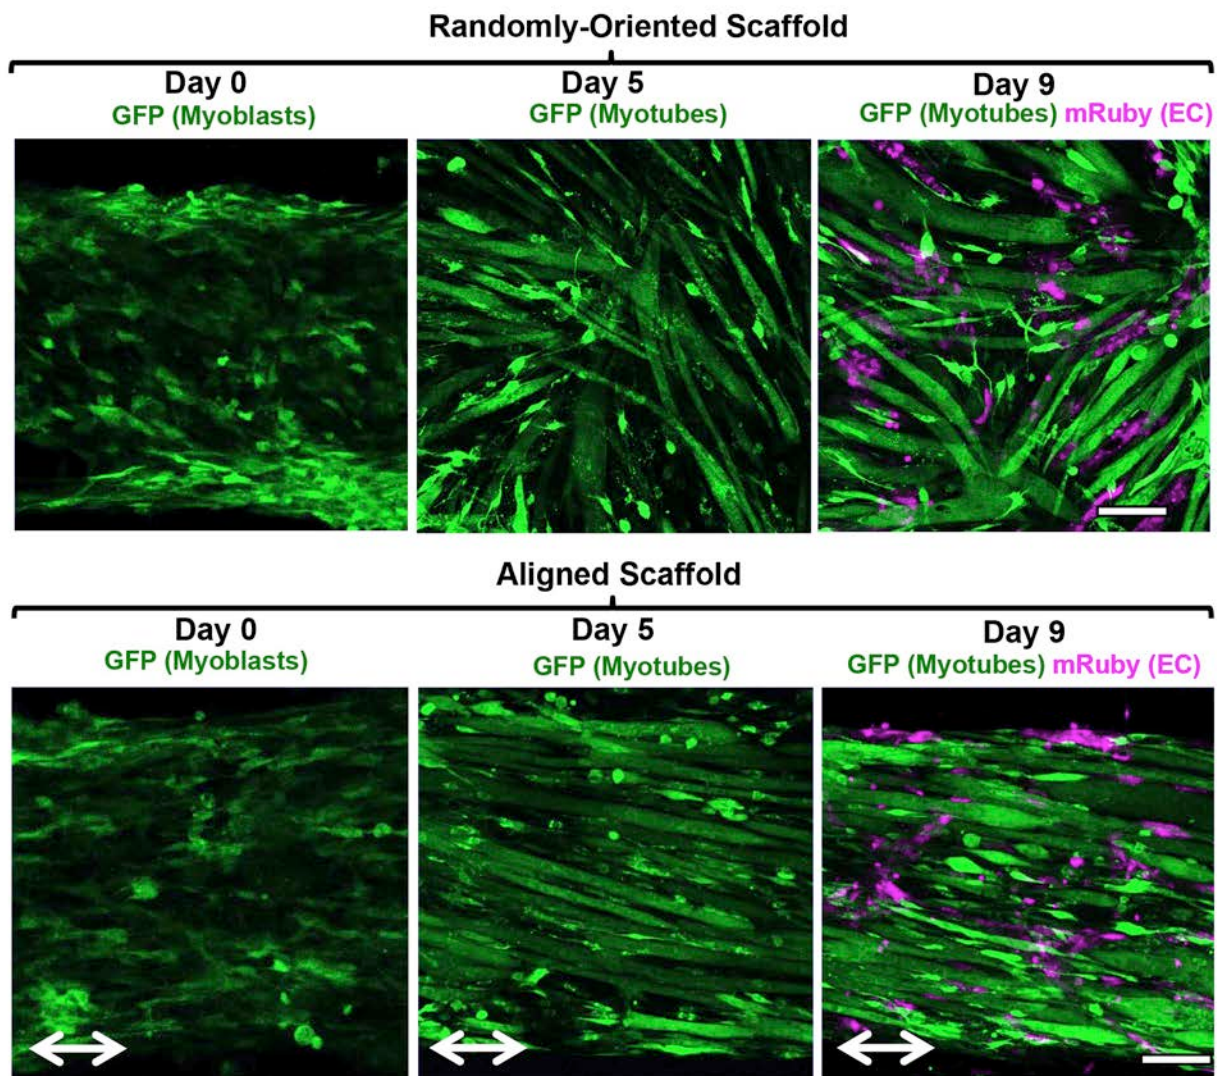

**Supplementary Figure 2. Generation of endothelialized engineered skeletal muscle.** Differentiation of green fluorescence protein-expressing mouse myoblasts (green, day 0) into fused myotubes (day 5), followed by co-culture with mRuby-expressing endothelial cells (magenta) until day 9. White arrows denote orientation of scaffold fibers. Scale bar denotes 100  $\mu\text{m}$ .

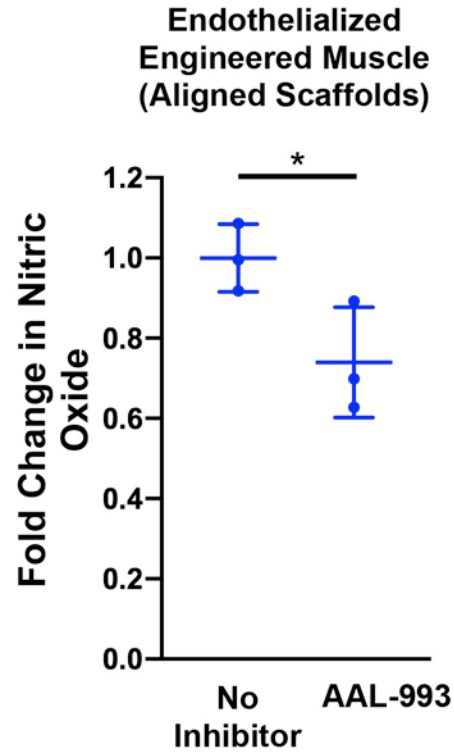

**Supplementary Figure 3. Effect of vascular endothelial growth factor receptor (VEGFR) inhibition on nitric oxide production within endothelialized engineered muscle derived from aligned or randomly oriented scaffolds.** The effect of VEGFR inhibitor (AAL-993, 1  $\mu$ M) on nitric oxide production in endothelial cells cultured on endothelialized engineered muscle derived from aligned or randomly oriented scaffolds. The level of nitric oxide is expressed as a fold change relative to no treatment control, as denoted by the dotted line (\* $p \leq 0.05$ ,  $n=3$ ).

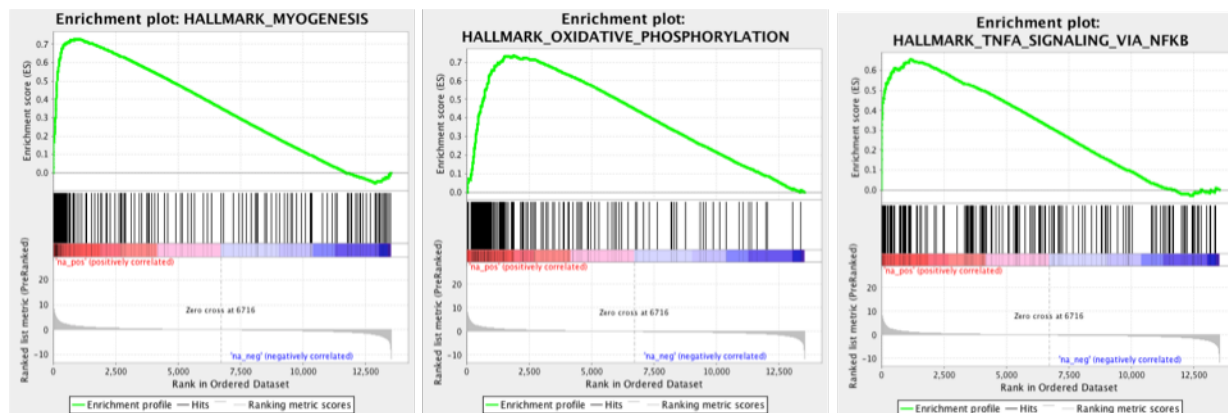

**Supplementary Figure 4. Transcriptional analysis of non-endothelialized engineered muscle derived from randomly oriented or aligned scaffolds.** Gene Set Enrichment Analysis showing selected Gene Ontology data sets enriched in the non-endothelialized engineered muscle grown on aligned scaffolds, in comparison to randomly oriented scaffolds (n=3).

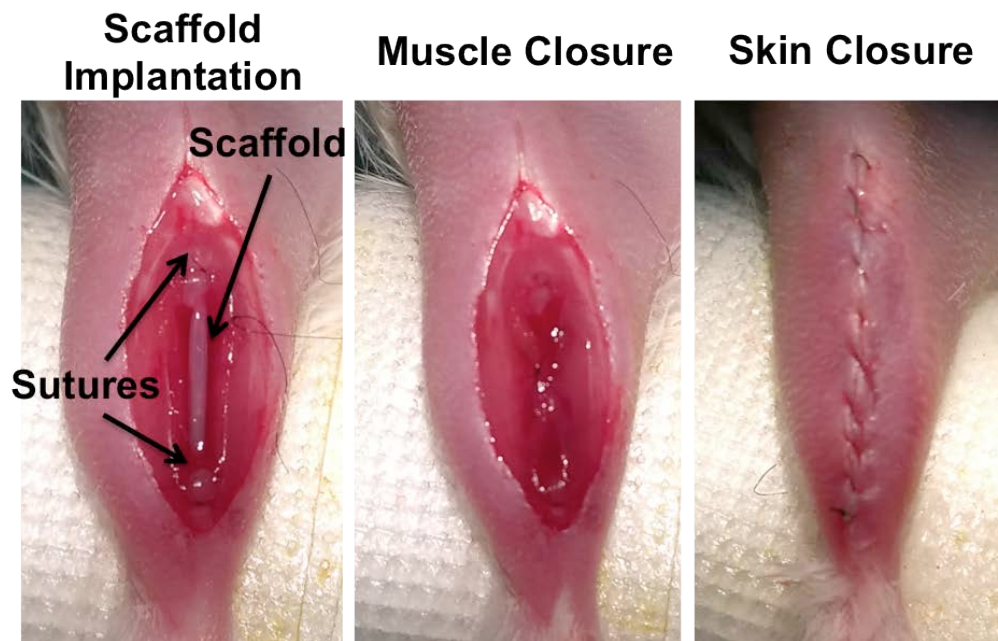

**Supplementary Figure 5. Intraoperative images of muscle ablation, followed by transplantation of engineered skeletal muscle.** Shown are images depicting surgical induction of muscle injury by partial ablation of the tibialis anterior muscle, followed by transplantation of engineered skeletal muscle. Afterwards, the muscle was sutured closed, followed by closure of the skin.

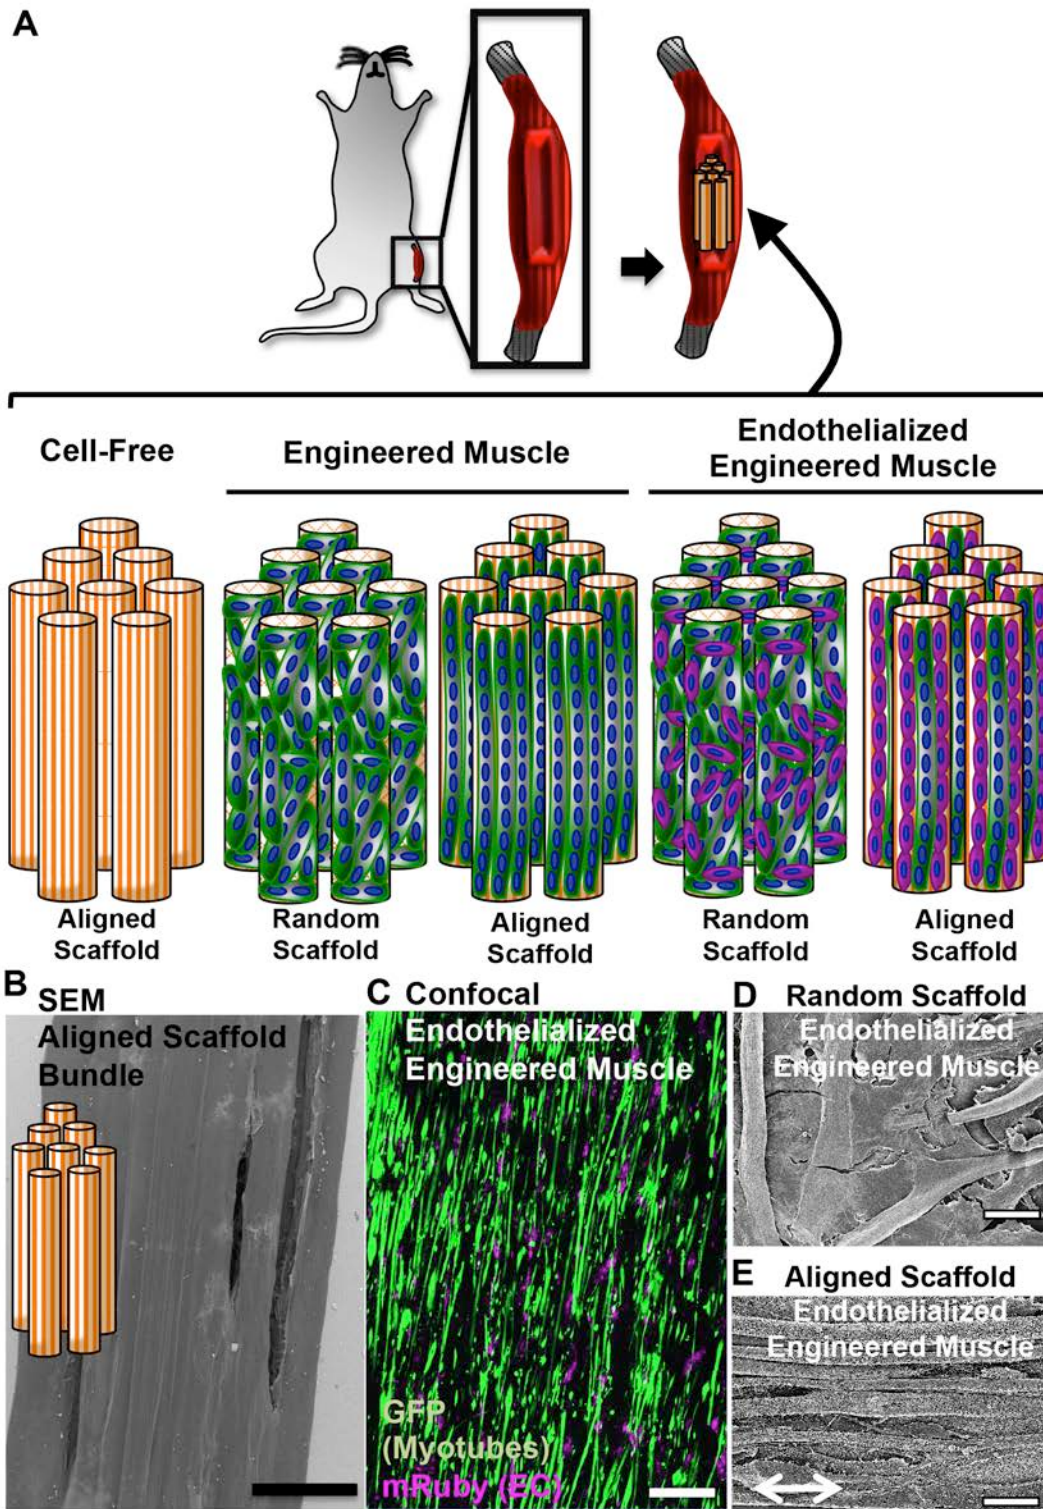

**Supplementary Figure 6. Schematic overview and characterization of engineered skeletal muscle.** (A) Schematic diagram of the engineered skeletal muscle groups for transplantation into

the ablated tibialis anterior muscle. **(B)** Scanning electron microscopy (SEM) images of acellular aligned scaffold bundle on day 9 of *in vitro* culture. Inset is an illustration of the bundle organization. Scale bar denotes 500  $\mu\text{m}$ . **(C)** Endogenous expression of green fluorescence protein (GFP, green) by myotubes and mRuby (magenta) by endothelial cells, respectively. Scale bar denotes 500  $\mu\text{m}$ . SEM images of endothelialized engineered skeletal muscle formed from **(D)** randomly-oriented and **(E)** aligned scaffolds. White arrows denote the orientation of scaffold nanofibers. Scale bar denotes 20  $\mu\text{m}$ .

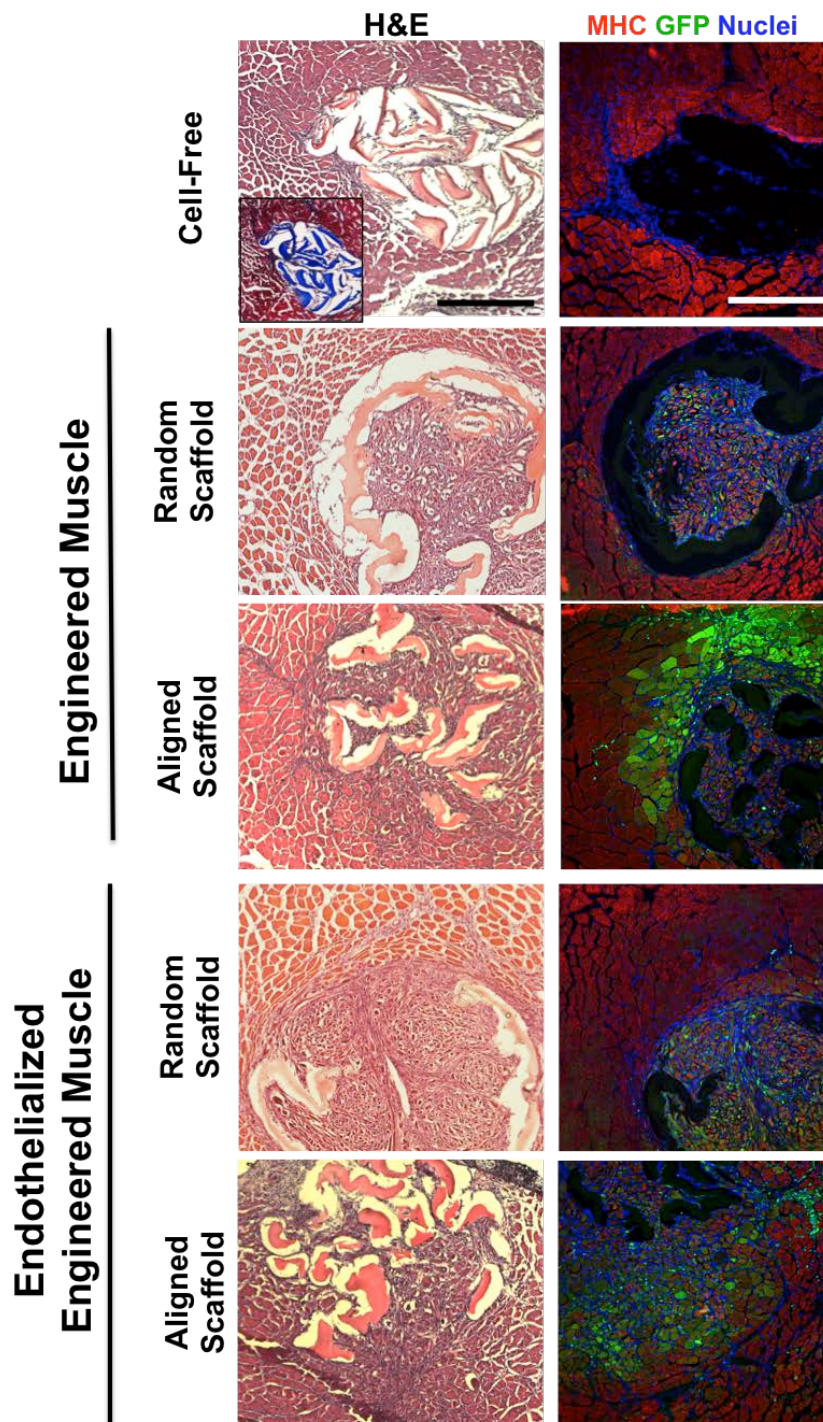

**Supplementary Figure 7. Histology of transplanted engineered skeletal muscle.** Left Column depicts hematoxylin and eosin (H&E) staining in transverse tissue sections of the muscle

adjacent to the transplant site at 21 days after implantation into mice with volumetric muscle loss. The inset shows trichrome stain depicting the partially degraded collagen scaffold in blue color. The right column depicts immunofluorescence staining of myosin heavy chain (MHC, red) and green fluorescence protein (GFP, green) surrounding the transplant site. Scale bar denotes 500  $\mu\text{m}$ .

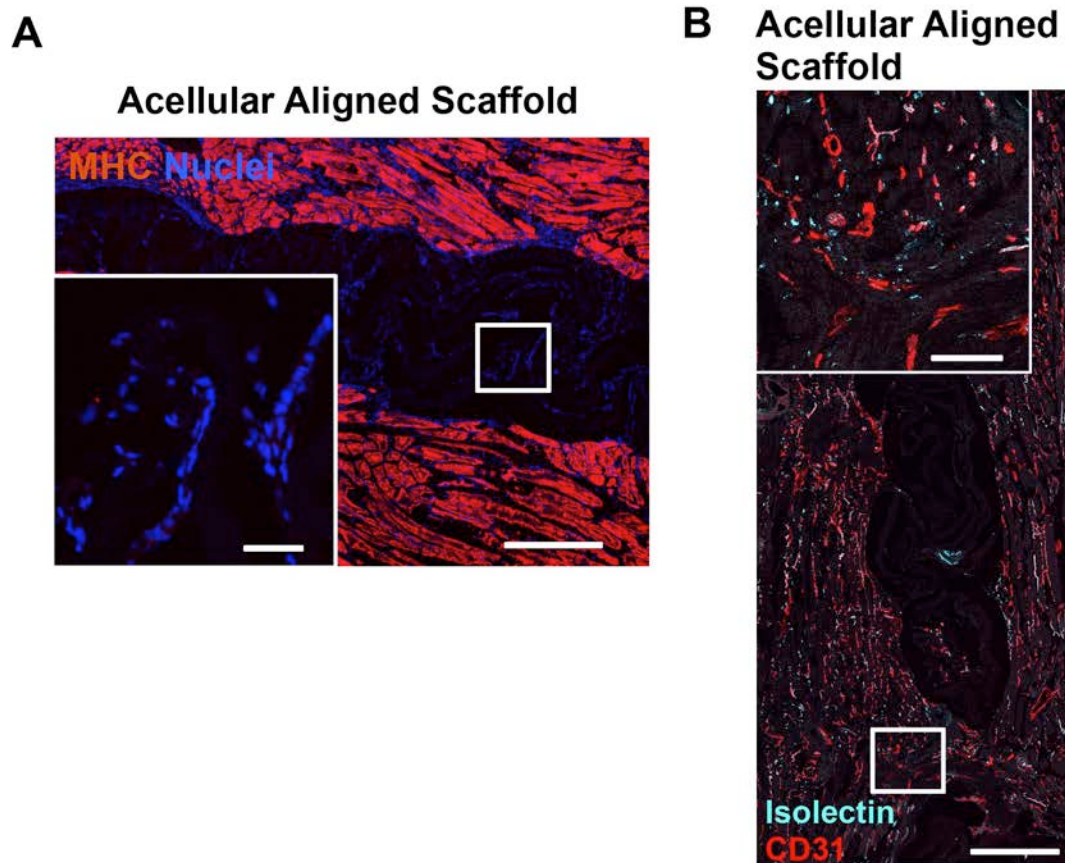

**Supplementary Figure 8. Transplantation of acellular scaffold into the ablated mouse muscle after 21 days.** (A) Representative longitudinal tissue sections adjacent to the site of the implanted acellular aligned scaffold. Myosin heavy chain (MHC, red) for mature myofibers and Hoechst 33342 dye (blue) for total nuclei are shown ( $n \geq 3$ ). The inset shows a high magnification image of the region depicted by white box. Scale bar (Inset) denotes 50  $\mu\text{m}$ , Scale bar denotes 500  $\mu\text{m}$ . (B) Immunofluorescent staining of CD31 (red) and isolectin (turquoise) in transverse tissue sections adjacent to the implanted acellular scaffold. Inset shows a high magnification image of the region depicted by white box. Scale bar (Inset) denotes 100  $\mu\text{m}$ , Scale bar denotes 500  $\mu\text{m}$ .

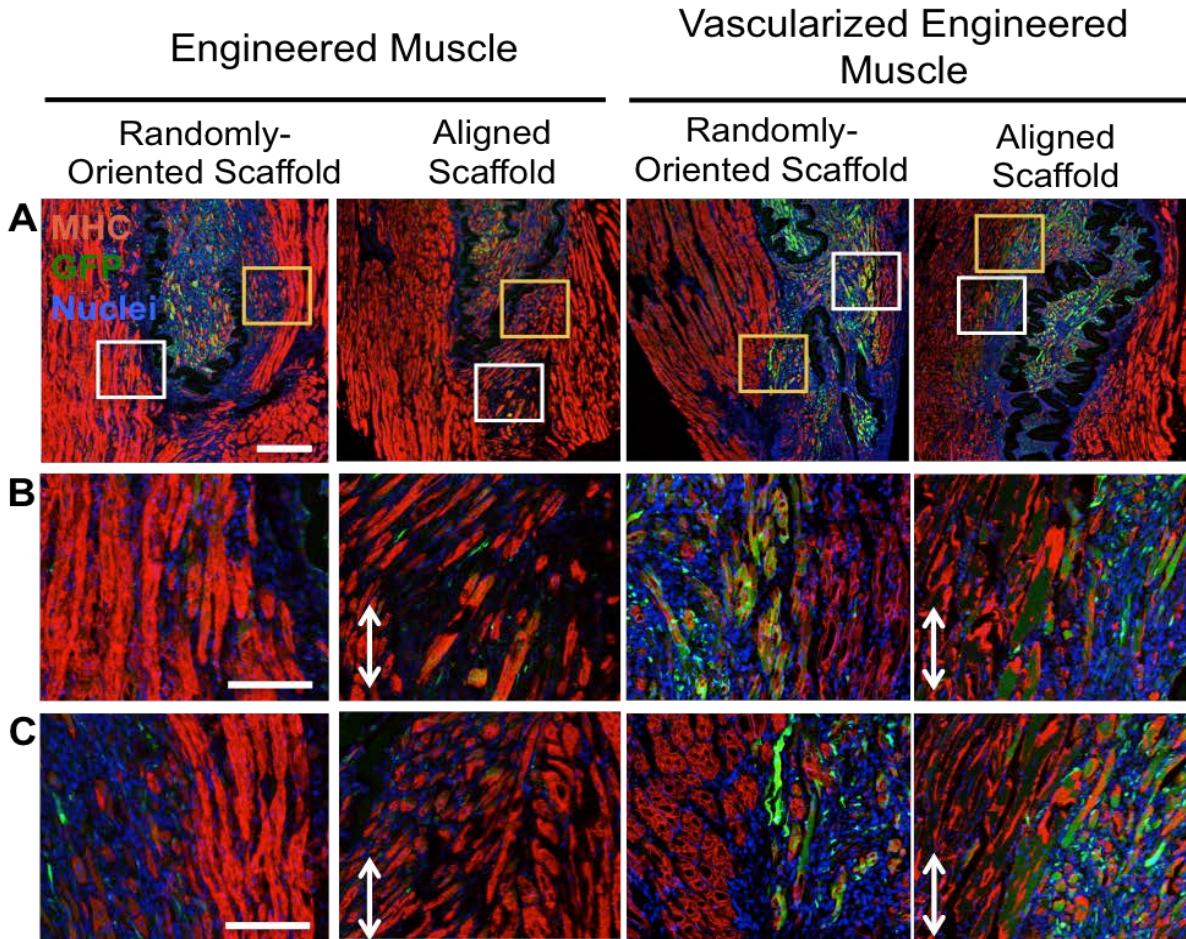

**Supplementary Figure 9. Murine engineered skeletal muscle integration into a mouse model of volumetric muscle loss.** (A) Representative longitudinal sections of endothelialized engineered muscle formed randomly-oriented or aligned skeletal muscle constructs at 21 days after induction of traumatic muscle injury. Myosin heavy chain (MHC, red) indicates mature myofibers, green fluorescence protein (GFP, green) indicates transplanted myoblast population, and nuclei are visualized using Hoechst 33342 dye (blue). The organization of transplanted myofibers (MHC<sup>+</sup>/GFP<sup>+</sup>) at the distal ends of the engineered muscle is shown (n ≥ 3). Scale bar denotes 500 μm. (B, C) Higher magnification images of regions depicted by the white and yellow boxes, respectively, in (A) are shown. Arrows denote orientation of aligned nanofibrillar scaffolds. Scale bar denotes 200 μm.

### Endothelialized Engineered Muscle (Random Scaffold)

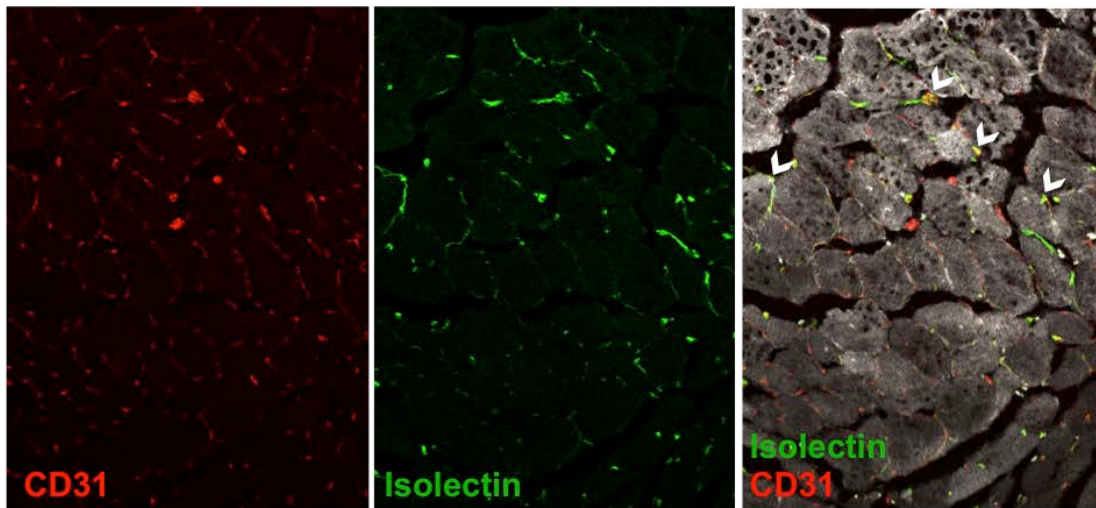

### Endothelialized Engineered Muscle (Aligned Scaffold)

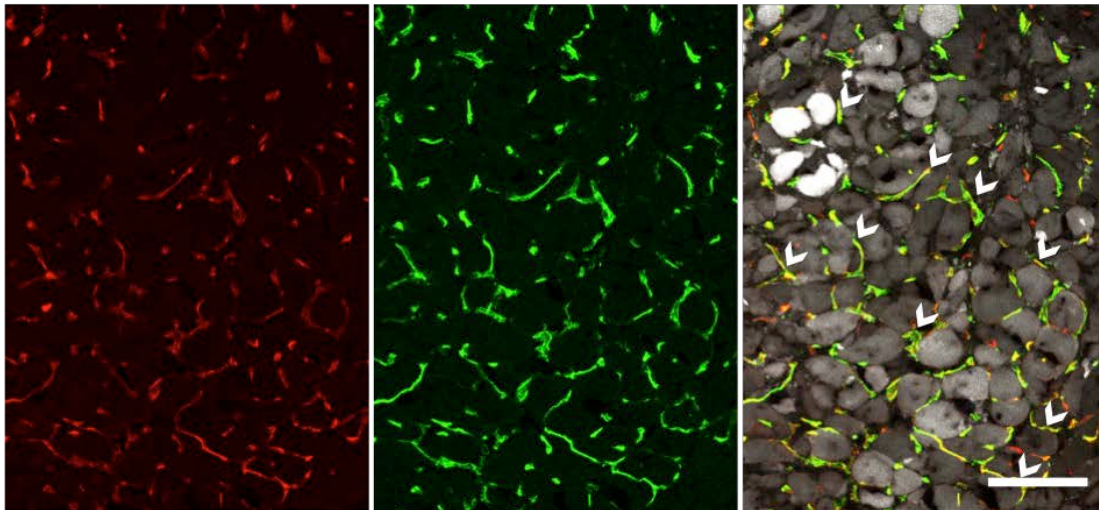

**Supplementary Figure 10. Vascular perfusion of transplanted endothelialized skeletal muscle.** Immunofluorescent staining of CD31 (red) and isolectin (green) in transverse tissue sections adjacent to the implanted engineered muscle at 21 days after implantation into traumatically injured muscle. Arrowheads denote examples of CD31<sup>+</sup>/isolectin<sup>+</sup> vessels. Scale bar denotes 100  $\mu$ m.

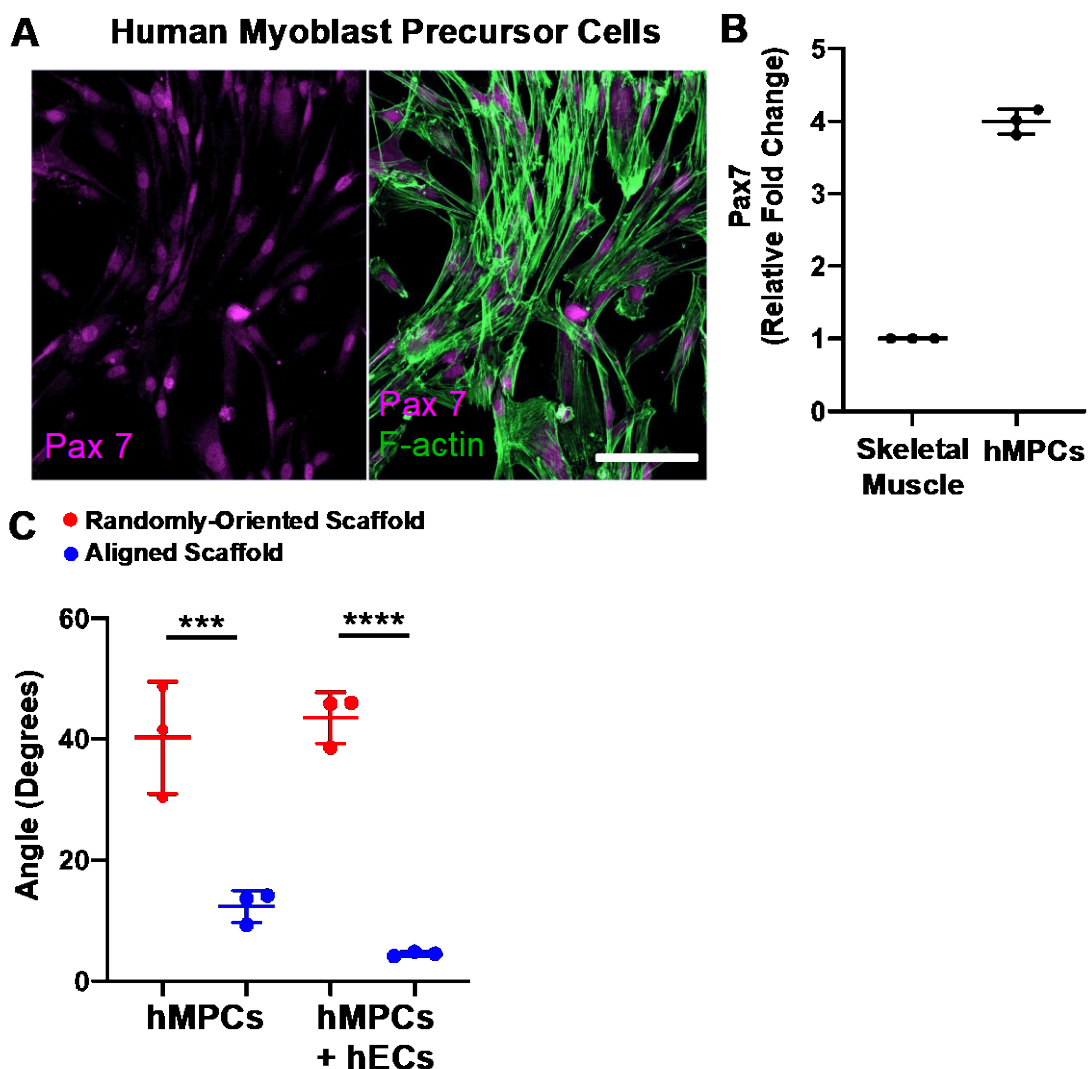

**Supplementary Figure 11. Characterization of engineered muscle derived from primary human cells.** (A) Immunofluorescence staining of Pax7 (magenta) and F-actin (green) in primary human muscle progenitor cells (hMPCs) grown in tissue culture dish. Scale bar denotes 100  $\mu$ m. (B) Normalized gene expression of Pax7 in hMPCs, expressed relative to primary human skeletal muscle tissue. (C) Engineered human muscle was formed by seeding of hMPCs and primary human endothelial cells (hECs) in either randomly oriented or aligned scaffolds. The angle of orientation of differentiated myotubes after 9 days is depicted ( $n=3$ , \*\*\* $p<0.001$ , \*\*\*\* $p<0.0001$ ).

### Endothelialized Engineered Muscle (Random Scaffold)

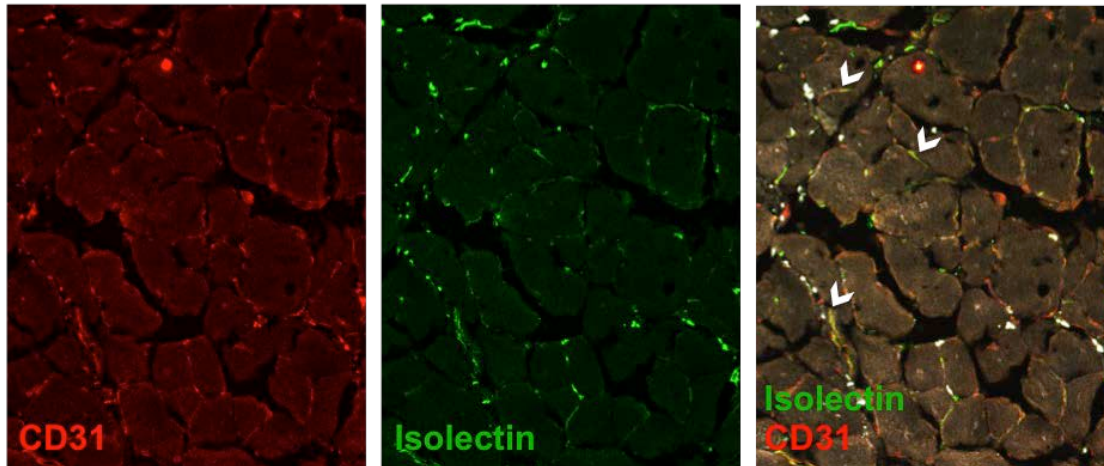

### Endothelialized Engineered Muscle (Aligned Scaffold)

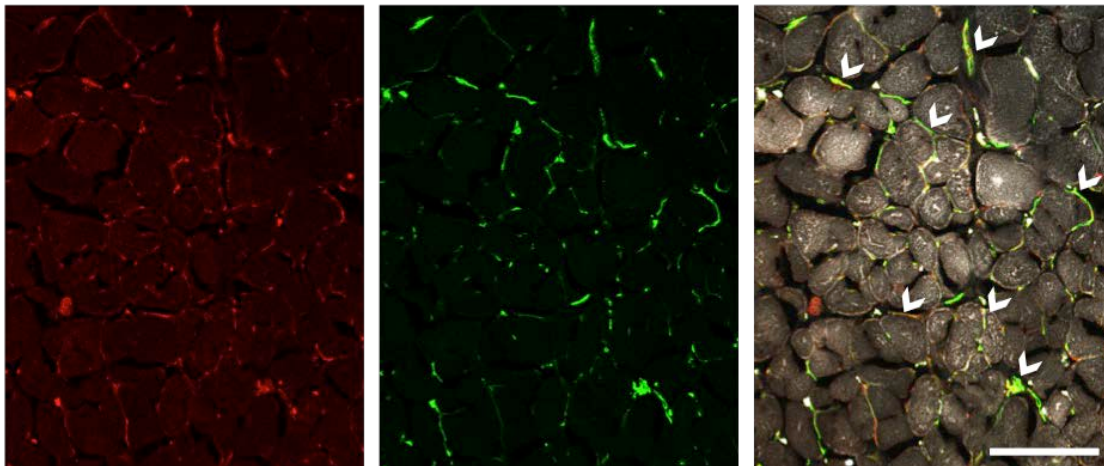

**Supplementary Figure 12. Vascular perfusion of transplanted human endothelialized engineered skeletal muscle.** Immunofluorescence staining of CD31 (red) and isolectin (green) adjacent to the transplantation site. Scale bar denotes 100  $\mu\text{m}$ .

# Supplementary material for: Treatment of volumetric muscle loss in mice using nanofibrillar scaffolds enhances vascular organization and integration
**Source:** Commun Biol. 2019 May 7;2:170. doi: 10.1038/s42003-019-0416-4
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File Name:** Supplementary Movie 1

**Description:** Electrically stimulated endothelialized skeletal muscle formed from randomly oriented scaffolds. Representative movie of engineered skeletal muscle after 9 days of culture during electrical stimulation (1 Hz). The movie captures the edge of the engineered muscle (far right).

**File Name:** Supplementary Movie 2

**Description:** Electrically stimulated endothelialized skeletal muscle formed from aligned scaffolds. Representative movie of engineered skeletal muscle after 9 days of culture during electrical stimulation (1 Hz). The movie captures the edge of the engineered muscle (far right). The nanofibrils orientation is parallel to the horizontal axis.

**File Name:** Supplementary Data 1

**Description:** The Supplementary Data 1 file contains all source data underlying the graphs and charts presented in the main figures (Figure 1-9). The source data includes: Myotube formation and orientation; Engineered muscle contractility; Cytokine production, Nitric oxide production; Bioluminescence intensity; RNA Sequencing data; Histological assessment of donor-derived myofibers density and vascular density; and microvascular orientation.

# Supplementary material for: Treatment of volumetric muscle loss in mice using nanofibrillar scaffolds enhances vascular organization and integration
**Source:** Commun Biol. 2019 May 7;2:170. doi: 10.1038/s42003-019-0416-4
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |     |           |
|-----|-----------|
| n/a | Confirmed |
|-----|-----------|
- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
  - ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
  - ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
  - ☐ ☒ A description of all covariates tested
  - ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
  - ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
  - ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
  - ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
  - ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
  - ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | All graphs were made in either Microsoft Excel or GraphPad PRISM. All statistical analysis was performed using Graph Pad PRISM software.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Data analysis   | All quantitative analysis of raw data was performed using ImageJ, Labview and MATLAB. A reference to the custom MATLAB code has been provided. The raw data were checked for quality with FastQC (Version 0.11.7) and results were aggregated with MultiQC and were aligned to the mouse genome (GRCm38) using STAR (Version 2.5.3a) with ENCODE options for long RNA-Seq pipeline. The alignment results were assessed using Samtools and aggregated with MultiQC (Version 1.5) and the differential gene expression analysis of the uniquely mapped reads/raw counts was performed using the DESeq2 package (Version 1.20.0). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request. RNA Sequencing data have been deposited to the Gene Expression Omnibus (GSE127171). The source data underlying the main figures are available as Supplementary Data. All other data supporting the conclusions of this paper are available from the corresponding author upon reasonable request.

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The samples sizes were determined by power calculations to achieve power of 0.8, based on expected differences observed from preliminary observations and studies.                                                                             |
| Data exclusions | Exclusion of data was done in the case in which histological samples were determined to be unusable due to poor tissue quality due to damage to the tissue structure.                                                                          |
| Replication     | All findings were replicated in at least 3 independent experiments and results were found to be consistent between experiments.                                                                                                                |
| Randomization   | Samples were randomized between groups. Sample consistency was verified by multiple SEM sessions and phase contrast microscopy prior to inclusion. Samples with no visible differences were included and randomized at the start of the study. |
| Blinding        | Investigators were blinded to the identification of groups during analysis based on sample naming methodology                                                                                                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Alexfluor-488-conjugated phalloidin (1:100, Life Technologies), fast myosin heavy chain marker (MHC, Abcam), Alexa Fluor-647 antibody (Life Technologies), CD31 antibody (1:100, Dako), Alexa Fluor-594 antibody (Life Technologies), endothelial-binding fluorescent isolectin GS-IB4 (Invitrogen), Human Nuclear Antigen (HNA, Millipore). |
| Validation      | Mouse-specific antibodies were verified against cultured primary cell lines as well as tissue samples from wild-type C57 mice and human-specific antibodies were verified against commercially available primary cell lines as well as muscle tissue samples from Fisher.                                                                    |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|--------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)      | Mouse myoblasts (C2C12, ATCC, CRL-1772), primary human muscle precursor cells (Lonza, CC-2580) and human microvascular endothelial cells (HMEC-1, ATCC, CRL-3243), primary human microvascular endothelial cells (Lonza, CC-2810)                                                                                                                                                                                                                                                                                          |
| Authentication           | Human and mouse cell lines acquired from ATCC (American Type Tissue Collection) is a major provider of cell lines to research scientists. This commercial cell line provider assess all of their lots of their cell lines by Short Tandem Repeats (STRs) which allows the distinguishing of one DNA sample from another, enabling the unique identification of cell lines. The human cells commercially purchased from Lonza are authenticated by the vendor by quality control testing completed to assure cell identity. |
| Mycoplasma contamination | Mycoplasma screening assays were performed using a commercially available assay on mouse myoblasts (C2C12) and                                                                                                                                                                                                                                                                                                                                                                                                             |

|                                                                      |                                                                                                                                |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------|
| Mycoplasma contamination                                             | microvascular endothelial cells (HMEC-1). For all primary human cells, mycoplasma testing is confirmed negative by the vendor. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | n/a                                                                                                                            |

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                           |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | NOD SCID mice (male, 8 weeks old, Jackson)                                                                                                |
| Wild animals            | n/a                                                                                                                                       |
| Field-collected samples | n/a                                                                                                                                       |
| Ethics oversight        | All animal studies were approved by the Institutional Animal Care and Use Committee at the Veterans Affairs Palo Alto Health Care System. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

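The signal values are normalized counts from the authors. The deposited table holds 1 value per gene and sample, and its values became whole reads when each sample was divided by its own step, to within 0.05 of a read, for all 13539 genes and 11 samples. The authors' text states alignment to GRCm38 with STAR 2.5.3a and analysis of uniquely mapped reads with DESeq2 1.20.0, and names neither the gene annotation nor the counting program. That the scaling is the DESeq2 size factor was taken from the values, which the median-of-ratios factors of the recovered reads match.

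Of the 13539 gene names, 13044 matched a current symbol and 396 an older symbol of the reference annotation, which gave coordinates, and 99.3% had a transcript length, that of the longest protein-coding transcript. The table has no gene encoded in the mitochondrial genome, 21 gene symbols had been turned into dates and were kept in that form, and 2 duplicated names were told apart by a suffix.

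Log2 values were taken after a pseudocount of 1 was added. Genes with a mean of at least 10 normalized counts in the compared groups were tested in pairwise fits with limma 3.58.1 (R 4.3.3), with a trend in the prior variance, two-sided tests, Benjamini-Hochberg adjustment over the genes of the comparison and a threshold of 0.05. The difference between the alignment effects was fitted to all 11 samples. The alternatives planned before the data were examined were a pseudocount of 0.5 or 4, no filter, a filter at 50, all 11 samples in the fit, TMM factors, quantile normalization, the sample number as a block, DESeq2 1.42.0 and edgeR 4.0.16 on the recovered reads, and each sample left out in turn. DESeq2 with all 11 samples, an estimated correlation for all lists, enrichment ranked by unadjusted p and the removal of each library's trend with transcript length for the Hallmark and oxidative phosphorylation lists were added later.

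Gene lists were tested with camera at a preset correlation of 0.01, with the p adjusted over the 29 lists and sets of the comparison. They were 28 lists written before the data were examined, of which 26 had at least 5 measured members, and the 3 Hallmark sets of the supplement. The alternatives were an estimated correlation, fry and fgsea 1.28.0. The value given for a list is the median log2 fold change of its measured members. Medians by transcript length were taken over genes with a mean of at least 100 normalized counts.

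Genes were named by rule, as those the paper names, up to 8 per direction with the largest log2 fold change in the alignment comparisons and 5 in those of endothelial cells, 5 in the interaction, up to 4 members of each list and 5 of each supplementary set. The genes taken for the size of their change had a mean of at least 50 normalized counts. The authors' ranking values for the Hallmark sets and a few lines of their heat map sheet were seen before this rule was written.

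The code was tested on simulated data with 100 genes changed by 0.5 and 100 by 1 on the log2 scale. With limma, it recovered 88% and 97% of these in engineered muscle, 83% and 96% in endothelialized engineered muscle, 85% and 97% for endothelial cells on randomly oriented scaffolds, 82% and 97% on aligned scaffolds and 64% and 93% in the interaction, with 12 to 16 false calls in each comparison and 0 of 29 lists past the threshold. The simulation drew each gene independently and changed genes with a mean of at least 50 normalized counts, picked without regard to lists. Its 0 lists past the threshold therefore do not bear on lists of correlated genes in the real samples. In engineered muscle the real genes past the threshold had a median absolute log2 fold change of 0.26. The recovered shares do not give the power for changes of that size. The tables were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and the figures with matplotlib 3.10.9.

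Raw reads were not realigned, so reads from the human cells were not separated from those of the mouse cells. The experiments of the paper other than RNA sequencing have no deposited values in these files and were left out.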

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

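The test of the interaction for transcript length, the test with the endothelial markers and the test of the sarcomere and cell cycle lists under changed normalization were chosen only after the results they test had been seen.

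The effect of alignment on Ttn was higher with endothelial cells by 0.73 on the log2 scale, and of the 21 genes that DESeq2 called in this interaction 20 have transcripts of at least 10000 bases, against 2.29% of all genes. The median interaction of these 21 genes was 0.420 with no correction, 0.422 after each library's trend with GC content was removed and 0.378 as the lower value of TMM factors and quantile normalization, which argues against GC content and against the authors' normalization. After each library's trend with transcript length was removed it was 0.290, while 254 long genes with a mean of at least 100 normalized counts that were not called had 0.114 before removal, and Ttn had 0.26 (adjusted p = 0.751 from limma). The value of Ttn is uncertain, since it has 106824 bases and the next longest of the 21 genes 26901. A difference between libraries in how well long transcripts were captured may therefore account for part of this pattern, and a change of the genes themselves stays open. Measurement of RNA integrity beside the libraries, or of Ttn by a probe in 1 short region, could separate these.

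With endothelial cells, 1182 genes rose and 1218 fell on randomly oriented scaffolds, and 2409 rose and 2195 fell on aligned scaffolds. Reads of human cells may have been counted in mouse genes. If they were counted in proportion to abundance, the endothelial markers would rise with the other genes, and their larger median was 0.0115, with bootstrap intervals of -0.38 to 0.40 on randomly oriented scaffolds and -0.21 to 0.34 on aligned scaffolds, against medians of 0.32 and 0.30 for the genes that rose. By the expectation written for this test, which named the median alone, the markers would argue against this. The intervals were used instead, since single markers go both ways, and they reach above those medians, so the test leaves this open. Only 14 of the 37 listed markers had enough reads to be tested on each scaffold. For reads from transcripts of near-identical sequence, 0 genes had a human sequence to compare with, so this also stays open, and alignment of the raw reads to both genomes could test it.

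Sarcomere genes were higher on aligned scaffolds in engineered muscle and cell cycle genes lower, with a median of -0.31 for the cell cycle list. Of the sarcomere genes 34 of 53 rose, and of the cell cycle genes 25 of 48 fell. Each list had an adjusted p of 0.190 from camera with an estimated correlation. The median of the sarcomere list was 0.254 with no correction and 0.263 after the trend with transcript length, 0.255 after that with GC content and 0.252 as the lower value of TMM factors and quantile normalization. These values argue against length, GC content and the authors' normalization as the source. A larger share of fused myotubes among the cells may give the same pattern, and the values of 0.252 to 0.263 do not separate it from a change within the myotubes.

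In the interaction, 10 of 29 lists passed with camera at the preset correlation and 0 with an estimated one, and only those with medians farthest from 0 are given. The extracellular matrix list had a median of 0.18 in the interaction (adjusted p = 1.5e-08 from camera, adjusted p = 0.633 with an estimated correlation). The hypoxia list had 0.18 in the interaction (adjusted p = 4.7e-06 from camera, adjusted p = 0.633 with an estimated correlation), and endothelialized aligned replicate 1 stood apart in it, with a median log2 level of 0.34 relative to the mean of all samples against 0.04 in replicate 2. For the cell cycle list it was 0.16 (adjusted p = 1.8e-05 from camera, adjusted p = 0.669 with an estimated correlation). The basement membrane list had 0.12 (adjusted p = 2.8e-04 from camera, adjusted p = 0.633 with an estimated correlation). With endothelial cells, the sarcomere list had a median of -0.49 (adjusted p = 9.7e-34 from camera, adjusted p = 0.115 with an estimated correlation) on randomly oriented scaffolds and -0.51 (adjusted p = 3.6e-30 from camera, adjusted p = 0.424 with an estimated correlation) on aligned scaffolds. Cholesterol biosynthesis had -0.27 (adjusted p = 1.4e-10 from camera, adjusted p = 0.0495 with an estimated correlation) and -0.24 (adjusted p = 1.1e-06 from camera, adjusted p = 0.424 with an estimated correlation).

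The 6 samples of a comparison of 3 against 3 can be split in 10 ways, which cannot give a share under 0.05. Each other split mixes samples of both real groups. A real difference would then widen the spread within its groups and stay in part between them. The values of the other splits therefore do not show what would arise without a real difference. In engineered muscle, 386 genes were higher with the real groups and 0 in the best other split (1 of 10 splits as large), and 350 were lower against 0 (1 of 10). With endothelial cells on randomly oriented scaffolds, 1182 were higher against 0 (1 of 10) and 1218 lower against 0 (1 of 10). The median of the Hallmark sets in engineered muscle was 0.110 against 0.0791 for myogenesis (1 of 10), 0.105 against 0.0715 for oxidative phosphorylation (1 of 10) and 0.0307 against 0.0338 for the tumor necrosis factor set (3 of 10). In engineered muscle 18 lists passed against 19 in the best other split (2 of 10), and with endothelial cells on randomly oriented scaffolds 17 passed against 17 (2 of 10).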

How the results depend on the processing

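DESeq2 with all 11 samples, the estimated correlation for all lists, the ranking by unadjusted p and the removal of the length trend for the Hallmark sets were chosen only after the results were seen. Over all settings, 211 of 266 values of the comparisons stayed within their bounds, and of 3750 values of named genes 3388 were the same, 328 weaker (289 with a sample left out), 30 stronger and 4 reversed. Of 352 genes named in a comparison 319 passed and 217 of these passed whichever sample was left out.

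In engineered muscle, 221 genes were higher and 180 lower with all 11 samples in the fit, against 386 and 350. With 1 sample left out, 89 to 449 were higher and 36 to 473 lower. In endothelialized engineered muscle, against 21 and 1, 63 were higher and 4 lower with all 11 samples in the fit, 15 and 0 with TMM factors and with quantile normalization, 70 and 2 with the block, 88 and 6 with DESeq2, and 167 and 18 with DESeq2 and all 11 samples. With 1 sample left out, 0 to 16 were higher and 0 lower; where this leaves 1 aligned sample, it is assumed to vary like the other group. The paper's text states no pairing of the samples by number, and the values are mixed. Between the groups of endothelialized engineered muscle, the median correlation was -0.0525 for the same number and 0.0525 for other numbers, and between those of engineered muscle -0.0021 and 0.0014. Between the aligned groups it was 0.0877 and -0.0582, so whether the block has a basis is left open.

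With endothelial cells, 680 to 1132 genes were higher and 733 to 1134 lower on randomly oriented scaffolds, and 1650 to 2313 higher and 1459 to 2113 lower on aligned scaffolds, when 1 sample was left out. The interaction gave 0 genes with quantile normalization, 2 with the block, 21 with DESeq2 and 0 to 6 with 1 sample left out, against 1. The correlation of the alignment effects was 0.355 with a filter at 50 normalized counts, against 0.226, and 0.120 to 0.267 with 1 sample left out.

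The medians of the Hallmark sets do not depend on which test is used. In engineered muscle, myogenesis (0.110) had adjusted p = 0.195 from camera with an estimated correlation and 0.0556 from fry, oxidative phosphorylation (0.105) had 0.190 with an estimated correlation, and the tumor necrosis factor set (0.0307) had 0.190 and 0.0556 from fry. In endothelialized engineered muscle, myogenesis (0.123) had adjusted p = 0.114 from camera with an estimated correlation and the tumor necrosis factor set (0.0629) had 0.185 and 0.124 from fry. Oxidative phosphorylation (0.0482) had 0.522 with an estimated correlation, 0.385 from fry and 0.213 from the pre-ranked test by adjusted p, against 2.5e-04 by unadjusted p, and its median was 0.0207 with the length trend removed (adjusted p = 0.108 from camera), 0.0190 with the block (adjusted p = 0.463 from camera) and 0.0190 to 0.0720 with 1 sample left out (adjusted p = 0.394 from camera at most). With an estimated correlation 60 of 104 list values were weaker. That estimate rests on few samples per group, and neither its power nor the cause of the weaker values was tested.

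Fosl2 in engineered muscle ranged from -0.0809 to 0.0160 with 1 sample left out, and it turned to 0.0160 without randomly oriented replicate 1. Fosl1 ranged from -0.0578 to 0.115 and turned to -0.0440 without randomly oriented replicate 2, -0.00590 without aligned replicate 1 and -0.0578 without aligned replicate 2.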

Differences from the paper's values

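The paper gives 89 genes upregulated on aligned scaffolds in endothelialized engineered muscle and limma gives 21. A count is taken as different here when it is more than 1.5 times the other. By that rule the counts with all 11 samples in the fit (63), with the block (70) and with DESeq2 on the recovered reads (88) do not differ from the paper's, and those differ with a pseudocount of 0.5 (21) or 4 (23), no filter (21), a filter at 50 (24), TMM factors (15), quantile normalization (15), edgeR (26), each sample left out (0 to 16) and DESeq2 with all 11 samples (167), which was chosen after the results were seen. The paper gives 6 downregulated genes and limma gives 1. By the same rule 4 with all 11 samples in the fit and 6 with DESeq2 do not differ, while the block (2), TMM factors and quantile normalization (0), edgeR (1), the pseudocounts and filters (1), each sample left out (0) and DESeq2 with all 11 samples (18) do. For the total, the paper gives 95 and limma 22, and by this rule 67 with all 11 samples in the fit, 72 with the block and 94 with DESeq2 do not differ, while the other settings do, with 185 for DESeq2 with all 11 samples. DESeq2 in pairwise fits is the authors' stated method, and it gives counts close to theirs.

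The paper states 20 M reads per sample as the lowest depth (M stands for 1e+06), and the recovered reads in genes are 35.6 M at the lowest. No setting changes this value. The paper's text does not say whether it counts reads or read pairs, nor whether the number is a target.

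The paper names Mfn2 as significantly upregulated in endothelialized engineered muscle, and the log2 fold change was 0.08 (adjusted p = 0.727 from limma, 0.874 from DESeq2). The paper names Myh7, Myh4, Myh2 and Myh1 as drivers of the enriched myogenesis set, and does not state that each passed a test alone. Fosl2 (0.13, adjusted p = 0.646 from limma, 0.802 from DESeq2), Fosl1 (0.26, adjusted p = 0.686 from limma, 0.845 from DESeq2) and Myh1 (0.20, adjusted p = 0.453 from limma, 0.271 from DESeq2) did not pass in any tool. Myh4, Myh2, Junb and Fosb passed with DESeq2 but not with limma in the pairwise fit (adjusted p = 0.206, 0.116, 0.116 and 0.124 from limma; 0.0228, 0.0269, 0.00140 and 0.0416 from DESeq2). With limma, Myh2 and Junb passed with all 11 samples in the fit (adjusted p = 0.0441 and 0.0283) and with the block (adjusted p = 0.0454 and 0.0384).

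The methods of the paper rank genes for the enrichment test by adjusted p. The ranking values of the supplement equal the signed -log10 unadjusted p of DESeq2 in 552 genes (median difference 0.00118, largest 0.00767) and differ from the adjusted p (median difference 0.417 in 520 genes). Ranked by unadjusted p, the enrichment scores were 0.774, 0.489 and 0.711 for myogenesis, oxidative phosphorylation and the tumor necrosis factor set, where the paper has 0.775, 0.490 and 0.710. Oxidative phosphorylation has adjusted p = 2.5e-04 when ranked by unadjusted p, which was chosen after the results were seen, and 0.213 when ranked by adjusted p.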

Other observations

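Some genes of the neuromuscular synapse, the basement membrane and myoblast fusion were lower with endothelial cells, beside the sarcomere. Of 16 synapse genes, 8 fell on each scaffold, with medians of -0.22 (adjusted p = 1.3e-05 from camera, adjusted p = 0.127 with an estimated correlation) on randomly oriented scaffolds and -0.12 (adjusted p = 0.00883 from camera, adjusted p = 0.553 with an estimated correlation) on aligned scaffolds. The acetylcholine receptor subunit Chrng fell by 0.51 and 0.55 (adjusted p = 1.2e-04 and 1.8e-06 from limma), and the receptor kinase Musk by 0.33 and 0.28 (adjusted p = 9.5e-04 and 3.3e-05 from limma). Laminin α2 (Lama2) fell by 0.59 and 0.52 (adjusted p = 5.5e-05 and 6.4e-08 from limma), while integrin α3 (Itga3) rose by 0.43 and 0.56 (adjusted p = 4.7e-04 and 5.2e-08 from limma). The basement membrane list had medians of -0.18 (adjusted p = 2.8e-05 from camera, adjusted p = 0.276 with an estimated correlation) on randomly oriented scaffolds and -0.07 (adjusted p = 0.247 from camera) on aligned scaffolds. Myomaker (Tmem8c), which fuses myoblasts, fell by 0.46 and 0.53 (adjusted p = 1.2e-04 and 3.1e-07 from limma). The myogenic regulators had medians of -0.14 (adjusted p = 0.0122 from camera, adjusted p = 0.183 with an estimated correlation) and -0.18 (adjusted p = 0.0470 from camera, adjusted p = 0.424 with an estimated correlation).

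Targets of YAP and TEAD, which respond to tension, were higher with endothelial cells on aligned scaffolds, with a median of 0.15 (adjusted p = 0.00136 from camera, adjusted p = 0.424 with an estimated correlation) against 0.07 (adjusted p = 0.350 from camera) on randomly oriented scaffolds, and 14 of 25 rose and 5 fell. Ajuba rose by 0.54 (adjusted p = 2.5e-08 from limma) and the coagulation factor F3 by 0.75 (adjusted p = 4.9e-08 from limma) there. Of genes of muscle atrophy, follistatin (Fst) fell by 0.49 and 0.65 (adjusted p = 6.9e-04 and 6.5e-09 from limma) and the ubiquitin ligase Trim63 by 0.47 and 0.53 (adjusted p = 9.5e-04 and 1.7e-06 from limma). On randomly oriented scaffolds, the stress genes Chac1 (-0.69, adjusted p = 7.2e-05 from limma) and Atf4 (-0.28, adjusted p = 0.00301 from limma) fell.

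The other lists gave these medians with alignment in engineered muscle and in endothelialized engineered muscle, and with endothelial cells on randomly oriented and on aligned scaffolds. Neuromuscular synapse genes had 0.08 (adjusted p = 0.127 from camera) and 0.13 (adjusted p = 1.1e-04 from camera, adjusted p = 0.134 with an estimated correlation) with alignment. Basement membrane genes had -0.04 (adjusted p = 0.367 from camera) and 0.09 (adjusted p = 5.6e-04 from camera, adjusted p = 0.263 with an estimated correlation), and YAP and TEAD targets 0.00 (adjusted p = 0.175 from camera) and 0.08 (adjusted p = 0.00795 from camera, adjusted p = 0.467 with an estimated correlation). Myogenic regulators in endothelialized engineered muscle had 0.07 (adjusted p = 0.0181 from camera, adjusted p = 0.243 with an estimated correlation). Endoplasmic reticulum stress genes had -0.07 (adjusted p = 0.0245 from camera, adjusted p = 0.455 with an estimated correlation) and -0.02 (adjusted p = 0.928 from camera) with alignment and -0.06 (adjusted p = 0.0173 from camera, adjusted p = 0.367 with an estimated correlation) and -0.03 (adjusted p = 0.343 from camera) with endothelial cells, and in endothelialized engineered muscle the mean of these genes was above 0 at 0.02. Interferon response genes had -0.07 (adjusted p = 0.258 from camera) and -0.09 (adjusted p = 0.0545 from camera), then 0.15 (adjusted p = 0.114 from camera) and 0.06 (adjusted p = 0.395 from camera). Muscle atrophy genes had 0.02 (adjusted p = 0.154 from camera) and 0.05 (adjusted p = 0.0171 from camera, adjusted p = 0.243 with an estimated correlation), then -0.04 (adjusted p = 0.0903 from camera) and -0.09 (adjusted p = 0.343 from camera). Adipocyte markers had 0.00 (adjusted p = 0.574 from camera) and 0.08 (adjusted p = 0.840 from camera), then 0.00 (adjusted p = 0.436 from camera) and -0.11 (adjusted p = 0.613 from camera).

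Neuronal markers had -0.19 (adjusted p = 0.574 from camera) and 0.00 (adjusted p = 0.928 from camera), then -0.03 (adjusted p = 0.683 from camera) and -0.04 (adjusted p = 0.658 from camera), with means of -0.08, 0.14 and 0.02 in the last 3 of these comparisons, which differ in sign from the medians or the test. Reference genes had -0.04 (adjusted p = 0.2496 from camera) and -0.05 (adjusted p = 0.372 from camera), then 0.03 (adjusted p = 0.681 from camera) and -0.02 (adjusted p = 0.695 from camera), with a mean of 0.04 in the last. Hypoxia genes had 0.05 (adjusted p = 0.792 from camera) and 0.28 (adjusted p = 0.00167 from camera, adjusted p = 0.586 with an estimated correlation) with endothelial cells, where on aligned scaffolds endothelialized replicate 1 stood apart and replicate 2 lay within the range of engineered muscle (median log2 levels 0.34 and 0.04 against -0.09 to 0.07). Extracellular matrix genes had 0.01 (adjusted p = 0.949 from camera) on randomly oriented scaffolds, where the direction of the test was down, and angiogenic genes 0.03 (adjusted p = 0.0933 from camera) there. With alignment in endothelialized engineered muscle, angiogenic genes had -0.01 (adjusted p = 0.928 from camera) and a mean of 0.03, cholesterol genes -0.07 (adjusted p = 0.00942 from camera, adjusted p = 0.185 with an estimated correlation) and extracellular matrix genes 0.02 (adjusted p = 0.928 from camera). Cell cycle genes had -0.23 (adjusted p = 1.2e-07 from camera, adjusted p = 0.276 with an estimated correlation) and -0.05 (adjusted p = 0.343 from camera) with endothelial cells, glycolysis genes -0.10 (adjusted p = 0.0183 from camera, adjusted p = 0.367 with an estimated correlation) and -0.06 (adjusted p = 0.395 from camera), AP-1 factors 0.05 (adjusted p = 0.350 from camera) and 0.13 (adjusted p = 0.0174 from camera, adjusted p = 0.424 with an estimated correlation), mitochondrial biogenesis genes -0.05 (adjusted p = 0.0903 from camera) and -0.11 (adjusted p = 0.0180 from camera, adjusted p = 0.424 with an estimated correlation), complex I genes -0.11 (adjusted p = 9.4e-04 from camera, adjusted p = 0.521 with an estimated correlation) and -0.16 (adjusted p = 3.9e-06 from camera, adjusted p = 0.448 with an estimated correlation), genes of complexes II to V -0.12 (adjusted p = 1.8e-05 from camera, adjusted p = 0.401 with an estimated correlation) and -0.15 (adjusted p = 3.2e-08 from camera, adjusted p = 0.424 with an estimated correlation), the Hallmark myogenesis set -0.24 (adjusted p = 2.0e-19 from camera, adjusted p = 0.0553 with an estimated correlation) and -0.24 (adjusted p = 9.2e-13 from camera, adjusted p = 0.424 with an estimated correlation), the Hallmark oxidative phosphorylation set -0.08 (adjusted p = 3.8e-04 from camera, adjusted p = 0.521 with an estimated correlation) and -0.13 (adjusted p = 3.2e-08 from camera, adjusted p = 0.424 with an estimated correlation) and the tumor necrosis factor set 0.07 (adjusted p = 0.0183 from camera, adjusted p = 0.353 with an estimated correlation) and 0.10 (adjusted p = 0.00170 from camera, adjusted p = 0.424 with an estimated correlation). Endothelial markers had -0.10 (adjusted p = 0.290 from camera) and 0.05 (adjusted p = 0.850 from camera) with alignment. The genes the paper names had 0.25 (adjusted p = 2.0e-11 from camera, adjusted p = 0.190 with an estimated correlation) and 0.29 (adjusted p = 1.0e-14 from camera, adjusted p = 0.114 with an estimated correlation). The paper names Vegfa, Fgfr3 and Fgf11 from engineered muscle and the other genes from endothelialized engineered muscle. Where the study chose a gene on the samples compared, its value is not independent evidence. Of 16 macrophage and leukocyte markers 4 were measured and of 13 mitochondrially encoded proteins 0, so these lists were not tested.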
